# Targeting fatty acid oxidation enhances response to HER2-targeted therapy

**DOI:** 10.1038/s41467-024-50998-3

**Published:** 2024-08-03

**Authors:** Ipshita Nandi, Linjia Ji, Harvey W. Smith, Daina Avizonis, Vasilios Papavasiliou, Cynthia Lavoie, Alain Pacis, Sherif Attalla, Virginie Sanguin-Gendreau, William J. Muller

**Keywords:** Breast cancer, Mechanisms of disease, Metabolomics, Targeted therapies

## Abstract

Metabolic reprogramming, a hallmark of tumorigenesis, involves alterations in glucose and fatty acid metabolism. Here, we investigate the role of Carnitine palmitoyl transferase 1a (Cpt1a), a key enzyme in long-chain fatty acid (LCFA) oxidation, in ErbB2-driven breast cancers. In ErbB2+ breast cancer models, ablation of Cpt1a delays tumor onset, growth, and metastasis. However, Cpt1a-deficient cells exhibit increased glucose dependency that enables survival and eventual tumor progression. Consequently, these cells exhibit heightened oxidative stress and upregulated nuclear factor erythroid 2-related factor 2 (Nrf2) activity. Inhibiting Nrf2 or silencing its expression reduces proliferation and glucose consumption in Cpt1a-deficient cells. Combining the ketogenic diet, composed of LCFAs, or an anti-ErbB2 monoclonal antibody (mAb) with Cpt1a deficiency significantly perturbs tumor growth, enhances apoptosis, and reduces lung metastasis. Using an immunocompetent model, we show that Cpt1a inhibition promotes an antitumor immune microenvironment, thereby enhancing the efficacy of anti-ErbB2 mAbs. Our findings underscore the importance of targeting fatty acid oxidation alongside HER2-targeted therapies to combat resistance in HER2+ breast cancer patients.

## Abstract (web summary)

Metabolic reprogramming is crucial in tumorigenesis, with alterations in glucose and fatty acid metabolism playing key roles. Here, the authors show that inhibiting fatty acid oxidation in HER2-driven breast cancers delays tumor growth and enhances the effectiveness of HER2-targeted therapies.

## Introduction

Tumorigenesis is dependent on the reprogramming of cellular metabolism as both a direct and an indirect consequence of oncogenic mutations. A defining characteristic of cancer cell metabolism is the ability to acquire nutrients from frequently nutrient-poor environments and utilize these nutrients to sustain viability and support biomass generation^1^. A markedly increased consumption of glucose by tumors in comparison to non-proliferating cells was first described several decades ago by Otto Warburg^2^. This observation has been confirmed in various cancers and often correlates with poor patient survival^3^. Glutamine, another principal growth-supporting substrate, contributes not only carbon, but also reduced nitrogen for the de novo biosynthesis of nitrogen-containing compounds such as nucleotides and non-essential amino acids^4^. The heightened demand for glutamine of proliferating tumor cells was initially described by Harry Eagle in the 1950s, who demonstrated that HeLa cells required 10- to 100-fold molar excess of glutamine in culture relative to other amino acids^5^. Glutamine depletion from the tumor microenvironment has been associated with various tumorigenic contexts^6,7^. Altered lipid metabolism, including elevated lipogenesis and fatty acid oxidation (FAO), also plays a significant role in breast cancer cells, particularly considering their proximity to adipocytes that create a fatty-acid rich environment^8,9^. In this context, fatty acids (FAs) are not only consumed for energy production but also act as extrinsic stimuli for cellular growth^10–12^.

Carnitine palmitoyl transferase 1 (CPT) is the rate-limiting enzyme facilitating the mitochondrial uptake of long-chain FAs (LCFAs) for FAO^13^. Three isoforms of CPT1 have been characterized, CPT1A, CPT1B and CPT1C^14^. While CPT1B is expressed in skeletal muscles, heart, and adipose tissue, and CPT1C is expressed primarily in the brain, CPT1A has a more widespread pattern of expression^15,16^. Elevated expression of CPT1A is associated with genetic mutations, metabolic disorders, and several cancers, including breast cancer^17^. Although high CPT1A expression is correlates with poor outcome in breast cancer patients, the molecular mechanism underlying this correlation remains elusive^17,18^.

The HER/ErbB (Human Epidermal Growth Factor Receptor) family is a class of receptor tyrosine kinases expressed in various tissues of epithelial, mesenchymal, and neuronal origin^19^. These receptors play a crucial role in regulating diverse biological processes including proliferation, differentiation, migration and apoptosis^19^. HER2 is a member of this class of proteins for which, to date, no ligands have been identified^19^. Importantly, the HER2 oncogene is amplified in in 20-30% of breast cancers where it plays a vital part in the development and progression of the disease^19^. Women diagnosed with HER2+ breast cancer are candidates for monoclonal antibody (mAb) therapies that interfere with HER2 by binding to its extracellular domains, including Trastuzumab (Herceptin) and Pertuzumab (Perjeta), as well as tyrosine kinase inhibitors (TKIs) such as Lapatinib, Neratinib and Tucatinib^20–23^. Despite the availability of HER2-targeted therapies, a considerable proportion of HER2+ breast cancers exhibit an aggressive phenotype and eventually relapse due to acquired or intrinsic resistance that enables escape from HER2 inhibition^21,24^. HER2+ breast cancer cells may rewire lipid metabolism, enhancing their uptake, de novo synthesis, storage and oxidation of lipids to fuel growth and resist anti-HER2 treatments^25–27^. Thus, understanding these alternative metabolic pathways is crucial for developing effective therapies for HER2+ breast cancer patients whose disease has progressed beyond resistance to first-line therapies.

Using an ErbB2+ Genetically Engineered Mouse Model (GEMM), we show that Cpt1a ablation delays tumor onset in ErbB2+ tumors, reducing both angiogenesis and metastatic capacity. When established in vitro, Cpt1a-deficient ErbB2+ cells exhibit decreased proliferation and mitochondrial function. Loss of FAO diminishes the generation of electron carriers, NADH and FADH_2_, inhibiting oxidative phosphorylation (OXPHOS). However, Cpt1a-null cells display a metabolic shift towards glucose metabolism, relying on the TCA cycle for NAD + /FAD reduction. This metabolic adaptation prompted us to explore the ketogenic diet as a potential therapy. This high-fat, low-carbohydrate diet induces the production of ketone bodies as a non-fermentable energy source in the absence of glucose, and has been proposed as an adjuvant therapy for various cancers including breast cancer and glioblastoma^28,29^. Here, we demonstrate that combining Cpt1a inhibition with either the ketogenic diet, rich in LCFAs, or an anti-ErbB2 mAb reduces tumor growth, prolongs survival and enhances anti-tumor immune infiltration. Taken together, these findings propose a promising combination therapy strategy for aggressive HER2+ breast cancers, including those resistant to standard therapy, that integrates interventions targeting signaling and metabolic networks.

## Results

### Cpt1a ablation impairs ErbB2-driven mammary tumor progression and metastasis

Mitochondrial FAO is the major catabolic pathway for fatty acids and plays an essential role in maintaining energy homeostasis^8,9^. As the rate-limiting enzyme of FAO, Cpt1a mediates the transfer of fatty acids into the mitochondria for oxidation. Elevated expression of Cpt1a is associated with genetic mutations, metabolic disorders, and cancers, such as breast cancer due to its lipid-rich environment^17,18,30–32^. To directly address the question of whether reprogramming FAO plays a role in ErbB2/HER2-driven breast cancer progression, we established a unique GEMM combining conditional *Cpt1a* gene targeting (Cpt1a^L/L^) with mammary epithelial co-expression of oncogenic ErbB2 and Cre recombinase (referred to as NIC) (Fig. 1a)^33^. Ablation of both *Cpt1a* alleles (Cpt1a^L/L^) significantly delayed mammary tumorigenesis and severely impaired tumor growth, correlating with reduced proliferation (Fig. 1b–d, Supplementary Fig. 1a). Cpt1a-deficient tumors retained the solid adenocarcinoma pathology typically associated with ErbB2-expressing GEMMs but showed histological evidence of necrosis and slightly increased apoptosis (Fig. 1e, Supplementary Fig. 1b) as compared to their wild-type (Cpt1a^+/+^) counterparts, as well as decreased vascularity at the periphery, indicating inadequate blood vessel formation (Supplementary Fig. 1c). This suggests that the observed necrosis may be a consequence of decreased blood supply and subsequent nutrient deprivation within the tumor mass^34^.

**Fig. 1:**
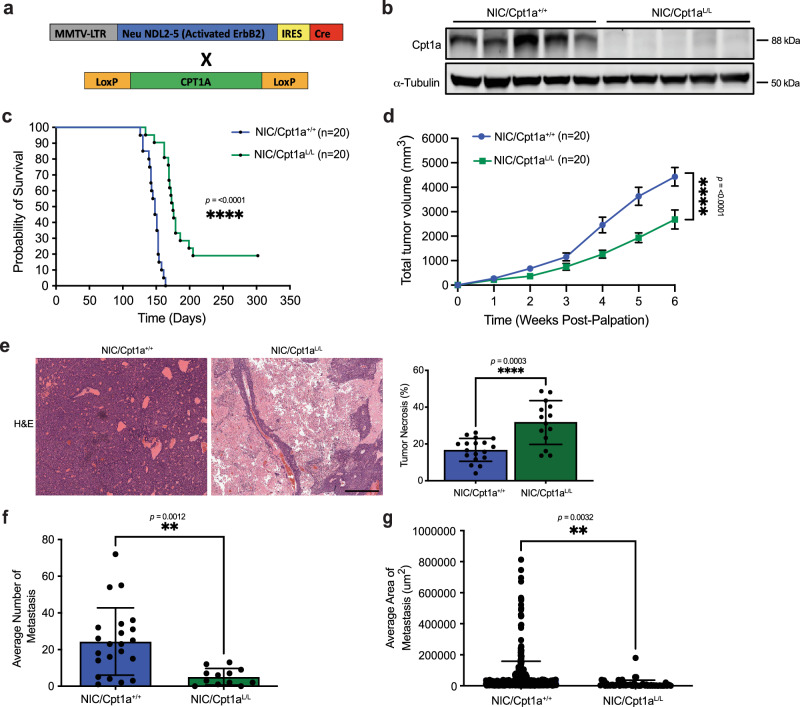
Cpt1a ablation impairs ErbB2-driven mammary tumor progression and metastasis. **a** Schematic of genetically engineered mouse model. **b** Lysates from end-stage NIC/Cpt1a^+/+^ and NIC/Cpt1a^L/L^ mice were immunoblotted with antibodies against Cpt1a and α-Tubulin. *n* = 5 mice per genotype in triplicate. **c** Kaplan–Meier analysis of mammary tumor onset in mice with wild-type *Cpt1a* alleles (NIC/Cpt1a^+/+^, *n* = 20) and homozygous (NIC/Cpt1a^L/L^, *n* = 20) conditional *Cpt1a* alleles. ****p < 0.0001; log rank test. **d** Total tumor volume for mice as in (**a**). *n* = 20 mice per genotype - ****p < 0.0001; unpaired, two-tailed Student’s *t*-test. **e** Left panel - Hematoxylin and eosin (H&E) staining of NIC/Cpt1a^+/+^ and NIC/Cpt1a^L/L^ tumors. Images are representative of ten independent tumors of each genotype. Scale bar represents 100 μm. Right Panel – Quantification of the tumor necrosis area as a percentage of the total tumor area. *n* = 15 mice per genotype - *p  <  0.05, ****p < 0.0001; unpaired, two-tailed Student’s *t*-test. Incidence (**f**) and average burden of lung metastasis (**g**). *n* = 15 mice per genotype - **p < 0.01; unpaired, two-tailed Student’s *t*-test. All error bars are expressed as mean values ± SD. Source data are provided as a Source Data file.

A clinically relevant feature of NIC-derived tumors is their capacity to metastasize to the lungs with high efficiency^35^. Since complete ablation of Cpt1a reduced tumor focality (Supplementary Fig. 1d, e) and proliferative capacity, we examined lung metastasis in mice with equivalent tumor volume to control for potential confounding effects. Tumors deficient in Cpt1a exhibited impaired metastatic capacity as defined by both the number and size of lesions (Fig. 1f, g). In vitro genetic ablation of Cpt1a severely impaired NIC cell migration and invasion, as well as colonization of the lungs in vivo, suggesting further that the observed impact on metastasis was independent of differences in tumor burden (Supplementary Fig. 1f).

### Cpt1a deficiency suppresses FAO, energy metabolism, and tumor cell growth

Tumor cells derived from Cpt1a-deficient tumors proliferated at a significantly lower rate than Cpt1a-proficient cell lines in culture, arguing that the effects of Cpt1a ablation on growth are tumor cell-intrinsic (Fig. 2a). Etomoxir (Etom), which inhibits Cpt1^36^, markedly reduced the growth of wild-type NIC cells to levels near those of Cpt1a-deficient cells (Fig. 2b, and Supplementary Fig. 2a) but had no effect on residual proliferation in Cpt1a-deficient cells. Given that Etomoxir inhibits all Cpt1 isoforms, these results indicate that Cpt1a is the primary isoform driving FAO in ErbB2+ tumor cells.

**Fig. 2:**
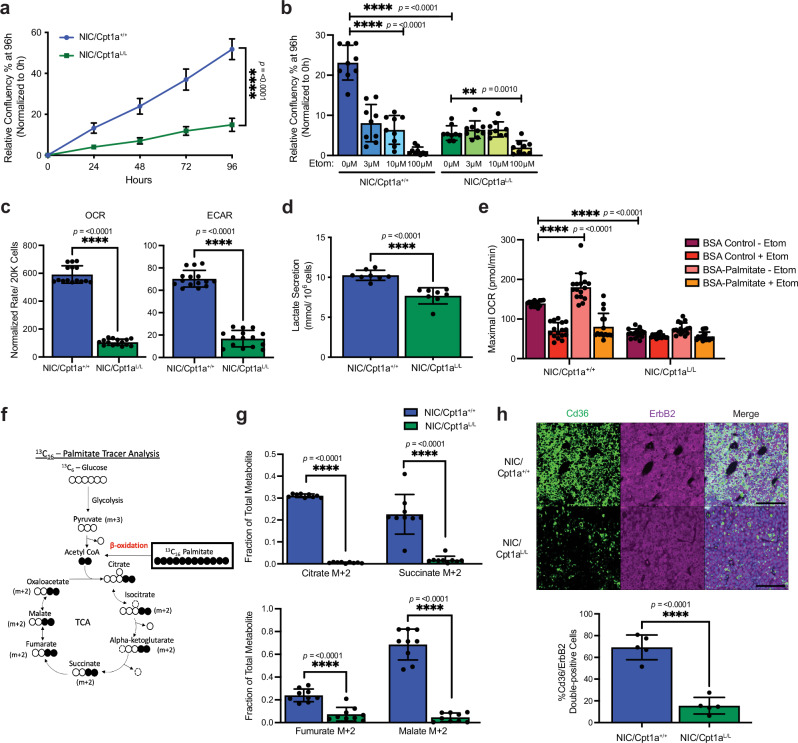
Cpt1a-deficient cells exhibit metabolic dysfunction with reduced proliferation, OXPHOS, glycolysis and FAO. **a** Proliferation was assayed in NIC/Cpt1a^+/+^ and NIC/Cpt1a^L/L^ cells by Incucyte for 96 h. Data were normalized to confluency at *t* = 0. *n* = 3 cell lines in triplicate. ****p < 0.0001; unpaired, two-tailed Student’s *t*-test. **b** Cells in (**a**) were treated with Cpt1a inhibitor, Etomoxir (Etom), at the indicated concentrations or with dimethylsulfoxide (DMSO), and proliferation was assayed using Incucyte. *n* = 3 cell lines in triplicate - **p < 0.01 and ****p < 0.0001; one-way ANOVA with Tukey’s post-hoc test. **c** Quantification of basal oxygen consumption rates (OCR) and extracellular acidification rates (ECAR) of NIC/Cpt1a^+/+^ and NIC/Cpt1a^L/L^ cell lines. *n* = 4 cell lines per genotype in triplicate – ****p < 0.0001; unpaired, two-tailed Student’s *t*-test. **d** Lactate levels in conditioned media from NIC/Cpt1a^+/+^ and NIC/Cpt1a^L/L^ cells (*n* = 4 cell lines per genotype in duplicate – ***p < 0.001 and ****p < 0.0001; unpaired, two-tailed Student’s *t*-test). **e** Quantification of maximal OCR in the presence of bovine serum albumin (BSA)-control or palmitate and in the presence or absence of Etomoxir (Etom). *n* = 4 cell lines in quadruplicate - ****p <  0.0001; one-way ANOVA with Tukey’s post-hoc test. **f** Schematic illustrating palmitic acid carbon tracing in the tricarboxylic acid (TCA) cycle. Shown is the pathway of U-^13^C-palmitate carbons (black) transferred among the molecules of the TCA cycle. Palmitic acid is degraded to Acetyl-CoA (M + 2) via fatty acid oxidation, which reacts with oxaloacetate to form citrate (M + 2). **g** U-^13^C-palmitate labeling of TCA cycle M + 2 isotopomers as a fraction of total metabolites. Cells were isolated 24 h after U-^13^C-palmitate tracer. *n* = 3 cell lines in triplicate. ****p < 0.0001; unpaired, two-tailed Student’s *t*-test. **h** NIC tumors were immunostained with the indicated antibodies and DAPI. Right panel - Images representative of ten independent mice per genotype. Scale bar represents 100 µm. Left panel - Staining was quantified and normalized to total cell number (DAPI). Minimum 10,000 cells per sample, ****p < 0.0001; unpaired, two-tailed Student’s *t*-test. All error bars are expressed as mean values ± SD. Source data are provided as a Source Data file.

As Cpt1a is modulated by multiple metabolic inputs and implicated in metabolic regulation, we examined the bioenergetic state of Cpt1a-deficient tumor cells^37^. Cpt1a ablation significantly decreased the basal, ATP synthesis-coupled and maximal oxygen consumption rates (OCR) of ErbB2+ tumor cells, indicating an overall suppression of respiration (Fig. 2c and Supplementary Fig. 2b). Loss of Cpt1a also diminished the extracellular acidification rate (ECAR), which was corroborated by decreased lactate secretion (Fig. 2c, d, and Supplementary Fig. 2b). These findings indicate that Cpt1a deficiency reduces OXPHOS and lactate fermentation, consistent with the observed impairment in breast tumor cell proliferation.

The ability to oxidize exogenously added fatty acids (FAs) can be detected by an increase in OCR and is influenced by ATP demand^38^. Exogenously added FAs can also uncouple mitochondria and cause an increase in the OCR independently of FAO^38^. Using a well-established assay to modulate FAO and monitor the utilization of exogenous FAs, we showed that Cpt1a-deficient NIC cells were unable to utilize exogenous palmitate, providing further evidence that Cpt1b and Cpt1c are unable to compensate for the loss of Cpt1a (Fig. 2e and Supplementary Fig. 2c)^38,39^. Accordingly, Cpt1a-deficient NIC cells were unable to oxidize stable-isotope labeled U-^13^C_6_-Palmitate into Acetyl CoA and the subsequent products of the TCA cycle (Fig. 2f, g). The inability of Cpt1a-deficient tumor cells to metabolize exogenous palmitate could also be attributed to a reduction in FA uptake and the expression of Cd36, an integral plasma membrane protein that imports FAs into cells and is implicated in breast cancer^25,40^. To examine this directly, we employed BODIPY 493/503 and the fluorescently labeled fatty acid analog, BODIPY FL-C16, to quantify lipid uptake and storage in Cpt1a-proficient and -deficient NIC cells^41^. We observed a notable reduction of both BODIPY 493/503 and BODIPY FL-C16 staining in Cpt1a-deficient cells compared to wild-type ErbB2+ cells (Supplementary Fig. 2d–f), indicating diminished uptake and storage of fatty acids in the absence of Cpt1a. In line with this observation, we further demonstrate that Cpt1a-deficient tumor cells express significantly lower levels of Cd36 in vivo, contributing to diminished uptake and utilization of exogenous lipids (Fig. 2h). Taken together, these data confirm that ErbB2+ breast cancer cells rely on the uptake and oxidation of FAs for energy production and argue that, of the three isoforms of Cpt1, Cpt1a is primarily responsible for regulating FAO in this context.

### Loss of Cpt1a induces metabolic reprogramming in ErbB2+ breast cancer cells

To further explore mechanisms involved in the altered glucose metabolism of Cpt1a-deficient cells, we first measured glucose uptake and the expression of glucose transporters in wild-type and Cpt1a-null ErbB2-driven tumor cells. Both glucose uptake and the expression of the glucose transporter *Glut1* (*Slc2a1*), but not that of *Glut2* (*Slc2a2*), *Glut3* (*Slc2a3*), or *Glut4* (*Slc2a4*), were elevated in Cpt1a-deficient ErbB2 tumor cells (Fig. 3a–c and Supplementary Fig. 3a, b). While Cpt1a loss decreased the conversion of U-^13^C-glucose into lactate, it increased the labeling of metabolites produced from glycolysis (phosphoenolpyruvate, pyruvate, and alanine) and intermediates of the TCA cycle (citrate, succinate, and malate) (Fig. 3d and Supplementary Fig. 3c, d). This is consistent with increased usage of glucose-derived carbon to fuel the TCA cycle at the expense of lactate fermentation and other metabolic fates of glucose. Accordingly, we observed elevated expression of the mitochondrial pyruvate carrier (Mpc) in Cpt1a-deficient cells (Supplementary Fig. 4a), consistent with increased pyruvate transport into the mitochondria, potentially fueling the TCA cycle to support cell survival^42^. To assess potential dependencies, we silenced the expression of Mpc2, one of the two essential subunits of the Mpc, and utilized the MPC inhibitor, UK-5099. We observed that simultaneous ablation of Cpt1a with Mpc2 silencing or inhibition significantly inhibited proliferation, leading to synthetic lethality (Supplementary Fig. 4b–e). These results underscore the reliance on Mpc function in the absence of Cpt1a expression. Moreover, we showed that expression of human MPC2, resistant to shMpc2 targeting, partially restores proliferation in Cpt1a-deficient cells with stable Mpc2 silencing (Supplementary Fig. 4f). This effect was reversed by MPC inhibitor treatment (Supplementary Fig. 4g). In contrast, wild-type ErbB2+ cells, which are not reliant on Mpc2, exhibited no significant changes in proliferation upon re-expression of human MPC2 or MPC inhibition (Supplementary Fig. 4f, g). Collectively, these findings strongly support the specificity of Mpc2 knockdown effects and the functional relevance of MPC in supporting pyruvate-dependent cell survival and residual proliferation in Cpt1a-deficient cells.

**Fig. 3:**
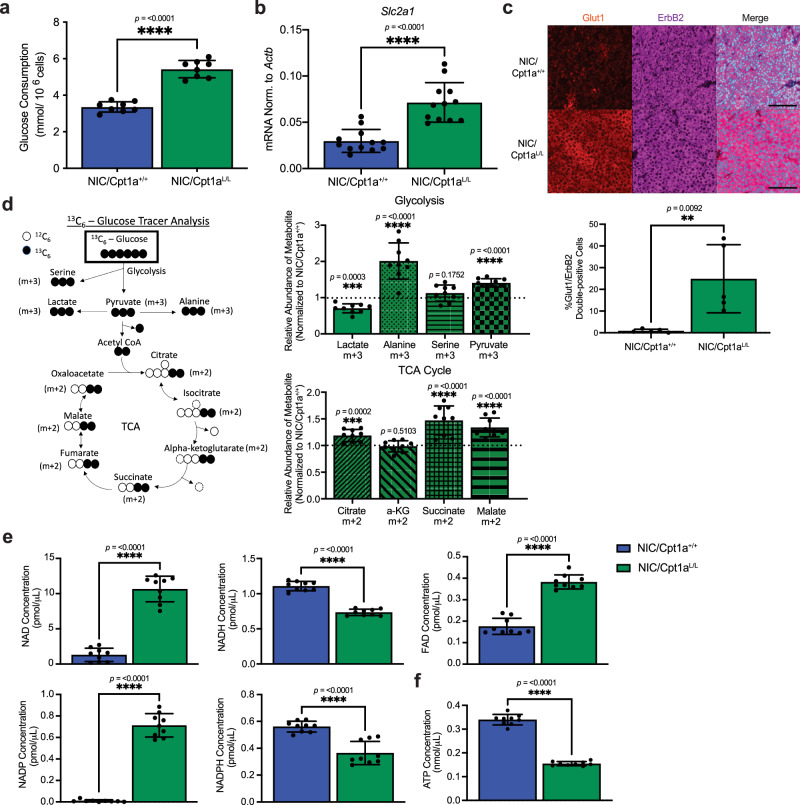
Deletion of Cpt1a alters glucose metabolism and impairs the reduction of electron carriers. **a** Glucose consumption in conditioned media from NIC/Cpt1a^+/+^ and NIC/Cpt1a^L/L^ cell lines (n = 4 cell lines per genotype in duplicate – ****p < 0.0001; unpaired, two-tailed Student’s *t*-test). **b** *Glut1* (*Slc2a1)* transcript levels in NIC/Cpt1a^+/+^ and NIC/Cpt1a^L/L^ cells normalized to *Actb*. *n* = 4 per genotype, analyzed in triplicate - ***p < 0.001; unpaired, two-tailed Student’s *t*-test. **c** NIC tumors were immunostained with the indicated antibodies and DAPI. Right panel - Images representative of ten independent mice of each genotype. Scale bar represents 100 µm. Left panel - Staining was quantified and normalized to total cell number (DAPI). Minimum 10,000 cells per sample, **p < 0.01; unpaired, two-tailed Student’s *t*-test. **d** Fractional ion abundance of glycolytic (Lactate, Alanine, Serine, and Pyruvate) and TCA Cycle (Citrate, a-KG, Succinate, Malate) intermediates following a pulse in U-^13^C-glucose of NIC/Cpt1a^L/L^ cells normalized to wild-type (NIC/Cpt1a^+/+^) cells. *n* = 3 per genotype, analyzed in triplicate - ***p < 0.001, ****p < 0.0001; unpaired, two-tailed Student’s *t*-test. **e** Relative abundance of oxidized (nicotinamide adenine dinucleotide - NAD^+^, nicotinamide adenine dinucleotide phosphate - NADP^+^ and flavin adenine dinucleotide - FAD) and reduced (NADH and NADPH) forms of electron carriers in NIC/Cpt1a^+/+^ and NIC/Cpt1a^L/L^ cells. *n* = 3 per genotype, analyzed in triplicate - ****p < 0.0001; unpaired, two-tailed Student’s t-test. **f** ATP Concentration in NIC/Cpt1a^+/+^ and NIC/Cpt1a^L/L^ cells. *n* = 3 per genotype, analyzed in triplicate - ****p < 0.0001; unpaired, two-tailed Student's t-test. All error bars are expressed as mean values ± SD. Source data are provided as a Source Data file.

Despite the increased entry of pyruvate into the TCA cycle, OXPHOS was significantly suppressed in Cpt1a-null cells (Fig. 2c). This likely reflects the reduced entry of acetyl-CoA derived from FAO into the TCA cycle. However, FAO also directly generates NADH and FADH_2_ from NAD^+^ and FAD^+^, providing a source of reducing equivalents required for OXPHOS^14^. We observed that Cpt1a-deficient tumor cells had elevated cellular ratios of NAD^+^/NADH and NADP^+^/NADPH, coupled with reduced ATP levels (Fig. 3e, f and Supplementary Fig. 5a). This may be attributed to decreased flux through the TCA cycle and the loss of NADH derived directly from FAO.

To further investigate the relative contribution of glucose-derived carbon (via pyruvate) and fatty-acid derived carbon (from acetyl-CoA) to overall TCA flux and subsequent OXPHOS and ATP generation in ErbB2+ cells with and without Cpt1a, we employed specific inhibitors—UK-5099, targeting MPC, and Etomoxir, which inhibits Cpt1a. Treatment of wild-type ErbB2+ cells with Etomoxir, significantly reduced levels of NADH, NADPH, ATP, and oxygen consumption, reflecting diminished OXPHOS, whereas UK-5099 treatment had no effect (Supplementary Fig. 5b–d). However, in Cpt1a-deficient cells, inhibition of MPC by UK-5099 severely reduced NADH and NADPH levels, resulting in decreased OCR and ATP generation. Notably, etomoxir had no significant effect on Cpt1a knockout cells under these conditions (Supplementary Fig. 5b–d). These findings highlight the crucial role of MPC in supporting TCA cycle flux, OXPHOS, and ATP production when FAO is impaired. Understanding these metabolic adaptations has implications for developing targeted therapies for cancer, where such metabolic vulnerabilities might be exploited for therapeutic benefit. These observations also argue that compromised reduction of NAD^+^ contributes to the reduced oxygen consumption rate (OCR) and ATP production in Cpt1a-deficient cells compared to controls.

### Cpt1a ablation induces oxidative stress and associated responses in ErbB2+ breast cancer cells

An additional consequence of increased NAD^+^/NADH and NADP + /NADPH ratios is redox imbalance, which can lead to oxidative stress and associated oxidative damage to macromolecules including DNA, lipids, and proteins resulting in cell death^43,44^. We observed a pronounced increase in both the intensity and the percentage of cells labeled with a dye that detects reactive oxygen species (ROS), the cause of oxidative stress, in ErbB2+ cells lacking Cpt1a (Fig. 4a)^45^. Transcriptomic analysis (RNA-Seq) revealed that the 2614 transcripts up-regulated in NIC/Cpt1a^L/L^ cells compared to NIC/Cpt1a^+/+^ controls were dominated by oxidative stress response genes (Fig. 4b, Supplementary Fig. 6a). 

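The RNA-Seq data compared 4 NIC/Cpt1a L/L cell lines (KO_1922, KO_1925, KO_2768 and KO_4258) with 2 NIC/Cpt1a+/+ cell lines (WT_5257 and WT_8905), all derived from mammary tumors of NIC mice, in which mammary tumors are driven by ErbB2. Duplicate libraries of 5 lines and 1 library of line KO_2768 were analyzed, giving 11 libraries. The authors aligned the reads to the mouse genome mm10 with STAR, counted reads per gene with HTSeq and compared the genotypes with DESeq2. Their deposited table holds read counts, counts divided by 1 size factor per library, and FPKM for 4461 genes. Every gene in the table has an adjusted p-value under 0.05 in the authors' comparison, so each value reported for these listed genes comes from a gene selected on the same libraries. The library totals behind the FPKM values were recovered from the counts, gene lengths and FPKM. They ranged from 18247312 to 25386785 reads in the 7 NIC/Cpt1a L/L libraries, with a median of 20262865, and from 15199378 to 17372643 in the 4 NIC/Cpt1a+/+ libraries, with a median of 16525376. Every NIC/Cpt1a L/L library was deeper than every NIC/Cpt1a+/+ library, so that depth and genotype cannot be told apart by grouping the libraries. A count of 3, taken as the floor, corresponded to a CPM (edgeR's measure of reads relative to the library total) between 0.118 and 0.197. The paper's n counts cell lines, so the cell line was the replicate: counts of duplicate libraries were summed, and the sums were scaled by library total and edgeR's TMM method. The 4268 listed genes that passed edgeR's expression filter were tested with edgeR's quasi-likelihood test. P-values were adjusted by Benjamini and Hochberg's method over 17561 genes, the number implied by the authors' p-values and adjusted p-values. The genes outside the table were counted as not called, which makes each adjusted p-value an upper bound.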

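With the cell lines as replicates in edgeR, 0 genes were raised and 0 lowered in NIC/Cpt1a L/L cells at an adjusted p-value under 0.05, and the smallest adjusted p-value was 0.0838. At an unadjusted p-value under 0.05, 917 genes were raised and 1237 lowered. Adjustment over the listed genes alone, which was chosen after the data were seen, gave 71 raised and 148 lowered genes. DESeq2, also with the cell lines as replicates, called 517 genes raised and 696 lowered. With every library a separate sample, 7 against 4, the edgeR test called 1035 genes raised and 1550 lowered of 3940 tested. The alternative fixed in advance that moved these counts most was DESeq2 on every library, with 1604 genes raised and 1665 lowered. The direction of change in the line-level comparison was that of the authors' comparison for 4261 of the 4268 genes. Of the 2614 genes raised in the authors' comparison, 1576 (60.3%) had a higher CPM in all 4 NIC/Cpt1a L/L lines than in both NIC/Cpt1a+/+ lines, and 962 (36.8%) did so in 3 of the 4. The line that stayed behind in these 962 genes was KO_4258 in 479 (49.8%) and KO_2768 in 356 (37.0%). Of the 1847 genes lowered in the authors' comparison, 1678 (90.9%) had a lower CPM in all 4 NIC/Cpt1a L/L lines than in both NIC/Cpt1a+/+ lines. The balance between the directions depended on the scaling. Of the 4268 tested genes, 1496 lay above and 1629 below both controls in all 4 lines with TMM. With the authors' size factors, a setting chosen after the data were seen, 1734 lay above and 1483 below. Pathways were tested with the Reactome mouse gene sets and a one-sided Fisher's exact test among the 4058 listed genes matched to an Entrez identifier, so that a set's raised genes were compared with listed genes that were lowered. The line-level comparison had no raised genes to enter. Of 331 sets with 10 to 500 listed members, 24 had an adjusted p-value under 0.05 for the genes raised in the authors' comparison. The lowest, 9.92e-10, was that of Eukaryotic Translation Elongation, with 54 of 55 listed members raised. Interferon Signaling had 34 of 38 raised (adjusted p = 0.000435, Fisher's exact test), but only 18 lay above both controls in all 4 NIC/Cpt1a L/L lines and 4 below. Relative to the mean of the controls, the set's median on the log2 scale was 0.55 in line KO_4258 and 1.15 to 1.68 in the other NIC/Cpt1a L/L lines. In control lines WT_5257 and WT_8905 it was -0.45 and 0.45. In the set Cellular responses to stress, 28 of 46 listed members (60.9%) were raised, against 58.0% of all listed genes tested (adjusted p = 0.857, Fisher's exact test). Among sets of 5 to 200 members, a size range combined with these genes after the data were seen, Detoxification of Reactive Oxygen Species had 7 of 8 raised (adjusted p = 0.613, Fisher's exact test). For the genes lowered in the authors' comparison, 9 of the 331 sets passed. Among them was the set of respiratory electron transport and ATP synthesis, with 20 of 25 listed members lowered (adjusted p = 0.0131, Fisher's exact test) and 19 below both controls in all 4 NIC/Cpt1a L/L lines. For the genes raised with every library a separate sample, 0 of 314 sets passed, and the smallest adjusted p-value was 0.269. With the authors' size factors in place of TMM, a setting chosen after the data were seen, 20 of 314 passed.

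**Figure D1:**
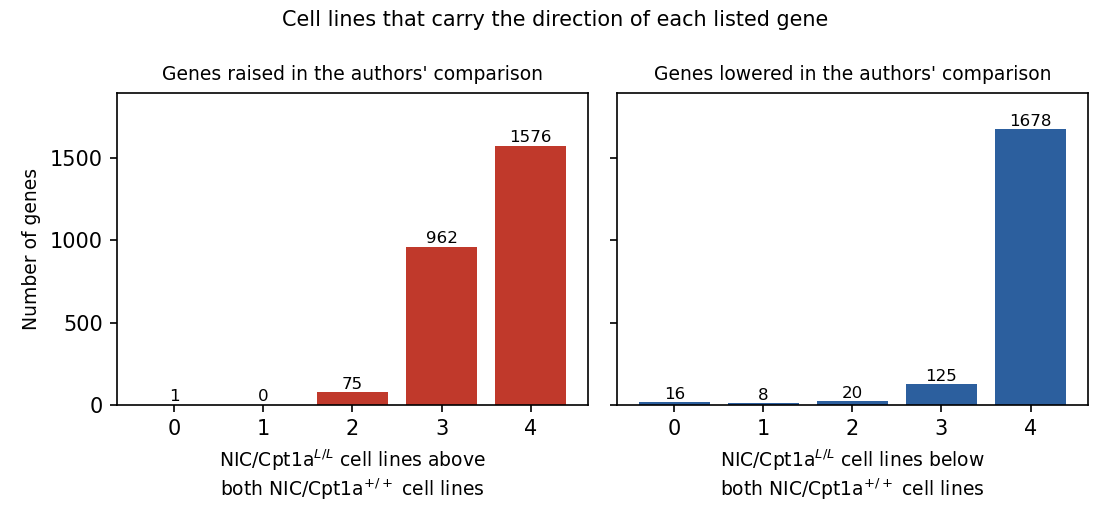
Number of listed genes (y axis) by the number of NIC/Cpt1a L/L cell lines, from 0 to 4, whose CPM lay beyond both NIC/Cpt1a+/+ lines (x axis), for genes raised (red) and lowered (blue) in the authors' comparison. All 4 lines lay above for 1576 of 2614 raised genes and below for 1678 of 1847 lowered genes. CPM was TMM-scaled, and the balance between the directions depends on the scaling.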

Further bioinformatic analysis of the transcriptomic data revealed that Nuclear factor erythroid 2-related factor 2 (Nfe2r2, also known as Nrf2), a critical regulator of cellular defence against toxicity and oxidative damage, was the transcription factor most significantly affected by Cpt1a-deficiency (Fig. 4b)^46^. 

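The transcription factor library that Enrichr queried was not used here, and *Nfe2l2*, which encodes Nrf2, was not analysed here. A list of 30 Nrf2 target genes was written down before the data were examined, and 12 of them were among the listed genes. In NIC/Cpt1a L/L cells 10 of the 12 were raised and 2, *Me1* and *Idh1*, were lowered, against 58.6% raised among the tested listed genes (two-sided Fisher's exact test, p = 0.139). The list as a whole shifted upwards with a median log2 fold change of 0.92 and an adjusted p-value of 0.0767 over 5 lists (limma's camera test, inter-gene correlation 0.01, two-sided). Among the 5 was the list of Supplementary Fig. 6a, chosen on the same libraries, which lowers the adjusted p-value of the Nrf2 list. The adjusted p-value ranged from 0.00652 with limma-voom on every library to 0.412 with the inter-gene correlation estimated from the data. Single members past the threshold numbered 0 with adjustment over all genes and 4 with adjustment over the list's members alone, and 7 of the 12 lay above both NIC/Cpt1a+/+ lines in all 4 NIC/Cpt1a L/L lines. *Abcc1* (ENSMUSG00000023088; chromosome 16, 14361558 to 14475737) had a CPM of 167 ± 13.3 (SD, n = 4 lines) in NIC/Cpt1a L/L cells and 36.3 ± 13.1 (SD, n = 2) in controls. Its log2 fold change was 2.20 (standard error 0.27, edgeR adjusted p = 0.118), and stayed between 2.11 and 2.19 with each NIC/Cpt1a L/L line left out in turn. Line KO_1922, at a CPM of 147, lay apart from the other NIC/Cpt1a L/L lines, which ranged from 172 to 176. *Hmox1* (ENSMUSG00000005413; chromosome 8, 75093591 to 75100596) had a CPM of 95.8 ± 16.1 (SD, n = 4) against 30.5 ± 11.0 (SD, n = 2). Its log2 fold change was 1.65 (standard error 0.30, edgeR adjusted p = 0.194). *Fth1* (ENSMUSG00000024661; chromosome 19, 9982703 to 9985092) ranged from a CPM of 3182 in line KO_1922 to 15212 in line KO_4258, against 1087 and 1345 in the control lines, a log2 fold change of 2.64 (standard error 0.76, edgeR adjusted p = 0.282). *Nqo1* (ENSMUSG00000003849; chromosome 8, 107388225 to 107403206) had a CPM of 1.55, 1.88, 3.84 and 0.138 in lines KO_1922, KO_1925, KO_2768 and KO_4258. No NIC/Cpt1a+/+ library had more than 1 read on *Nqo1*, so the mean of the NIC/Cpt1a L/L lines was at least 9.38-fold higher than the floor of 3 counts. *Srxn1* had a CPM of 68.1 in line KO_2768 and of 92.6 to 94.3 in the other NIC/Cpt1a L/L lines. *Gsr* (log2 fold change 1.19) was higher than both controls in 3 of the 4 lines. On chromosome 8, which carries *Nqo1*, *Hmox1* and *Gsr*, 150 of 196 listed genes were raised, and on chromosome 19, which carries *Fth1*, 135 of 171 were. *Abcc1* and *Srxn1* lie on chromosomes 16 and 2, where fewer were raised, 48 of 116 and 167 of 361.

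**Figure D2:**
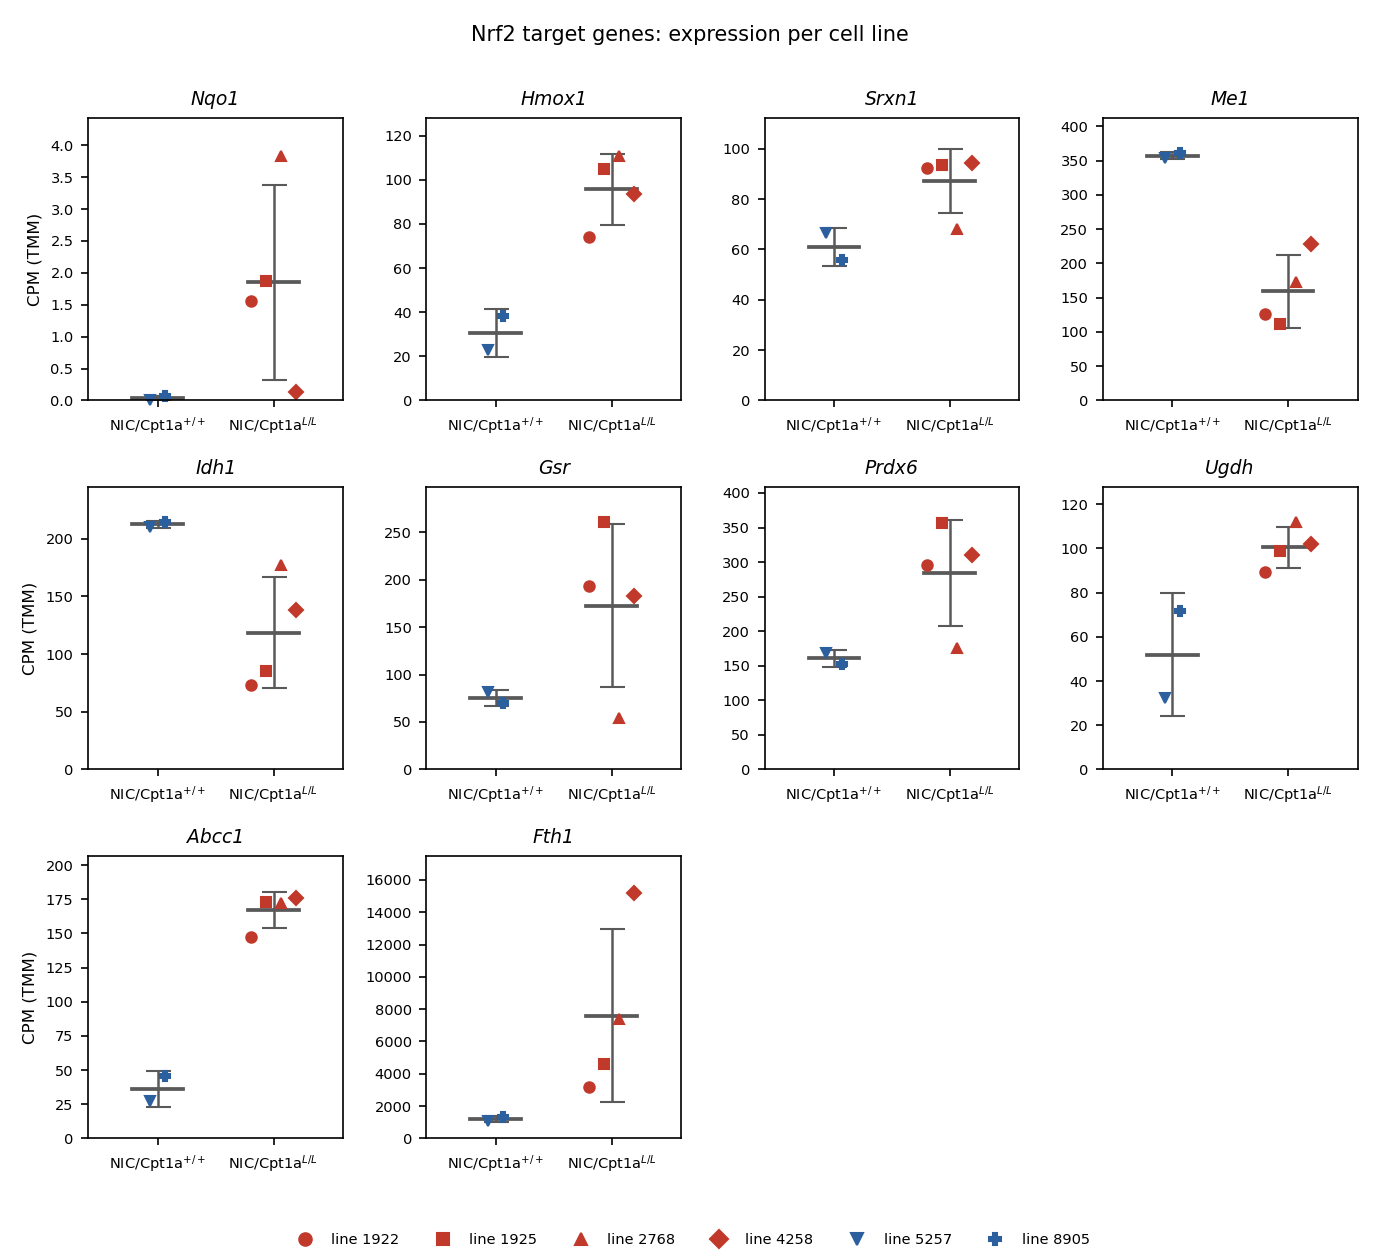
CPM (y axes, TMM-scaled, from 0) of 10 Nrf2 target genes in each cell line, with NIC/Cpt1a+/+ lines in blue and NIC/Cpt1a L/L lines in red; horizontal bars are means and error bars are SD over the lines of a genotype. *Me1* and *Idh1* are lower in all 4 NIC/Cpt1a L/L lines, and 2 of the 12 listed members are not drawn.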

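*Slc2a1* (Glut1; ENSMUSG00000028645; chromosome 4, 119108711 to 119137330) had a CPM of 129 ± 35.9 (SD, n = 4 lines) in NIC/Cpt1a L/L cells and 80.3 ± 23.2 (SD, n = 2) in NIC/Cpt1a+/+ controls. All 4 NIC/Cpt1a L/L lines, at 106, 98.8, 178 and 131, lay above both control lines, at 63.9 and 96.7, but lines KO_1922 and KO_1925 exceeded the higher control line by less than the spread between the control lines. The log2 fold change was 0.68 (standard error 0.32, edgeR adjusted p = 0.480) and ranged from 0.41 to 0.80 with each NIC/Cpt1a L/L line left out in turn. On chromosome 4, 302 of 359 listed genes were raised. A list of 16 genes of glucose transport and glycolysis, fixed before the data were examined, had 8 listed members, of which 6 were raised and 2 lowered. The camera test of the list gave an upward direction with an adjusted p-value of 0.388, which does not pass the threshold. *Hk2* rose from a CPM of 34.1 ± 1.15 (SD, n = 2) to 79.3 ± 15.2 (SD, n = 4), a log2 fold change of 1.22 (standard error 0.24, edgeR adjusted p = 0.201). *Pgk1* and *Pgam1* rose by 0.68 and 0.72 on the log2 scale in all 4 lines (edgeR adjusted p = 0.398 for each). The 2 lowered members were *Hk1*, with a log2 fold change of -0.59, and *Aldoc*, with -3.00, both in all 4 lines. The CPM of *Aldoc* was 110 in line KO_2768 and 14.0 to 26.1 in the other NIC/Cpt1a L/L lines, and differed between the control lines, at 132 and 538. Of a list of 9 genes of the pentose phosphate pathway and NADPH production, 3 were listed, and these did not all change in one direction. *G6pdx* rose by 0.58 on the log2 scale (standard error 0.30, edgeR adjusted p = 0.550) and lay above both controls in 3 of the 4 NIC/Cpt1a L/L lines. *Me1* (chromosome 9, 86581371 to 86695953) fell by 1.16 on the log2 scale (standard error 0.31, edgeR adjusted p = 0.267), from a CPM of 354 and 361 in the control lines to between 111 and 229 in the NIC/Cpt1a L/L lines. *Idh1* (chromosome 1, 65158616 to 65186500) fell by 0.84 (standard error 0.38, edgeR adjusted p = 0.456). Both lay below the controls in all 4 NIC/Cpt1a L/L lines, and the camera test of the list of 9 gave a downward direction with an adjusted p-value of 0.388, which does not pass either.

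**Figure D3:**
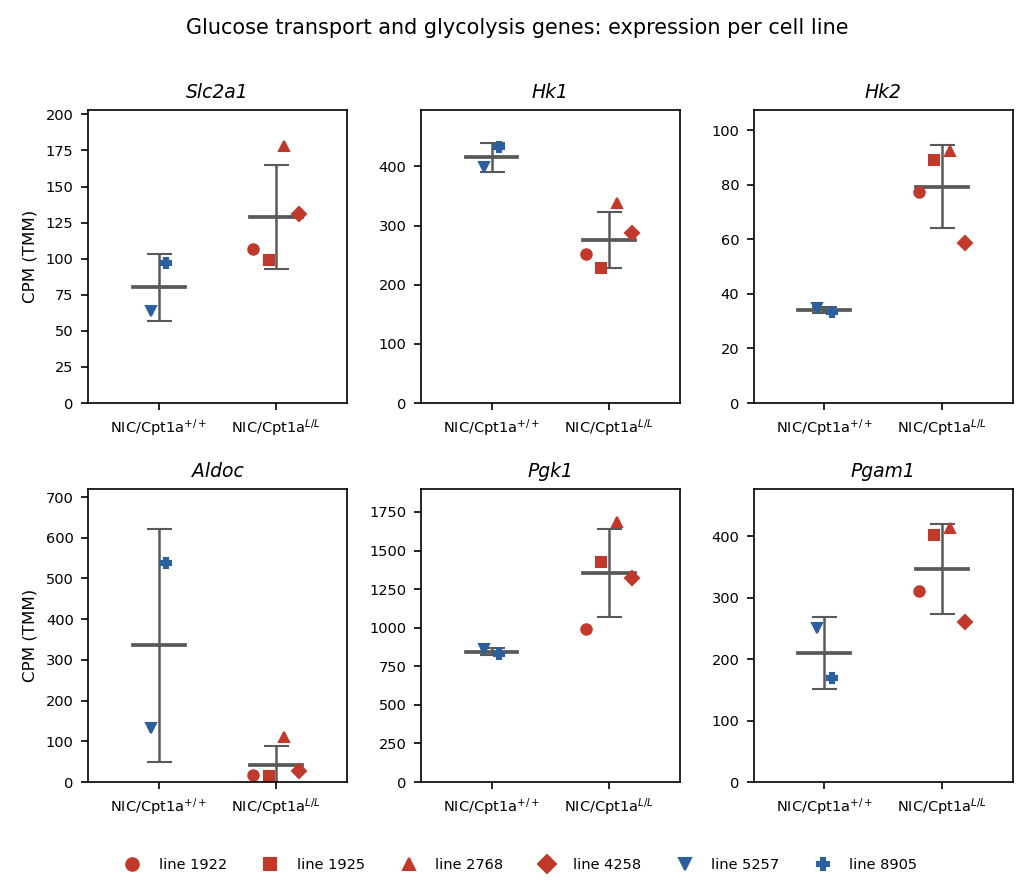
CPM (y axes, TMM-scaled, from 0) of 6 genes of glucose transport and glycolysis in each cell line, with NIC/Cpt1a+/+ lines in blue and NIC/Cpt1a L/L lines in red; horizontal bars are means and error bars are SD over the lines of a genotype, ending at 0 for *Aldoc*. *Slc2a1*, *Hk2*, *Pgk1* and *Pgam1* are higher and *Hk1* and *Aldoc* lower in all 4 NIC/Cpt1a L/L lines than in both controls.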

Through unsupervised hierarchal clustering, we confirmed that an Nrf2 target gene signature, including many key regulators of the response to oxidative stress, metabolic genes involved in glucose consumption, including *Glut1*, as well as NADPH metabolism and the pentose phosphate pathway, is significantly upregulated in cells lacking Cpt1a (Fig. 4b, c)^47–49^. Cpt1a ablation led to elevated Nrf2 expression at the protein and mRNA levels in tumor cells in vitro and in vivo (Fig. 4d and Supplementary Fig. 6b), and we validated the elevated expression of Nrf2 regulated genes in Cpt1a-deficient NIC cells compared to controls (Fig. 4e). Collectively, these data argue that loss of Cpt1a disrupts redox homeostasis in ErbB2+ tumor cells, triggering an oxidative stress response through upregulation of Nrf2 and its target genes.

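A list of 23 antioxidant enzymes, fixed before the data were examined, had 9 listed members, of which 8 were raised in NIC/Cpt1a L/L cells and *Gpx4* was lowered. The list shifted upwards with a median log2 fold change of 1.09 and a camera adjusted p-value of 0.0767, and 6 of the 9 lay above both NIC/Cpt1a+/+ lines in all 4 NIC/Cpt1a L/L lines. *Prdx5* (ENSMUSG00000024953; chromosome 19, 6906697 to 6910106) had a CPM of 256 ± 77.1 (SD, n = 4 lines) in NIC/Cpt1a L/L cells and 79.2 ± 0.903 (SD, n = 2) in controls. Its log2 fold change was 1.69 (standard error 0.32, edgeR adjusted p = 0.195). *Glrx* and *Prdx6* had log2 fold changes of 1.09 and 0.83, and all 4 lines lay above the controls for both. *Gpx4* (chromosome 10, 80047166 to 80056439) fell by 0.89 on the log2 scale (standard error 0.32, edgeR adjusted p = 0.358) and was lower in all 4 lines. Without line KO_2768 the list's adjusted p-value was 0.0475, and without line KO_4258 it was 0.159. Both were adjusted together with the list of Supplementary Fig. 6a, chosen on the same libraries, which lowers them. The value of 0.0475 therefore rests in part on that list. With every library a separate sample, 8 Nrf2 target genes and 7 antioxidant genes were raised past the adjusted p-value threshold, and 2 and 1 were lowered. The Nrf2 and antioxidant lists share members, *Nqo1* among them, so their counts and shifts are not separate support. From the increased ROS labeling, the raised Nrf2 target genes and the elevated Nrf2 levels (Fig. 4a–e), the paper reasons that loss of Cpt1a disrupts the redox balance of the cells and that they respond to oxidative stress through Nrf2.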

**Fig. 4:**
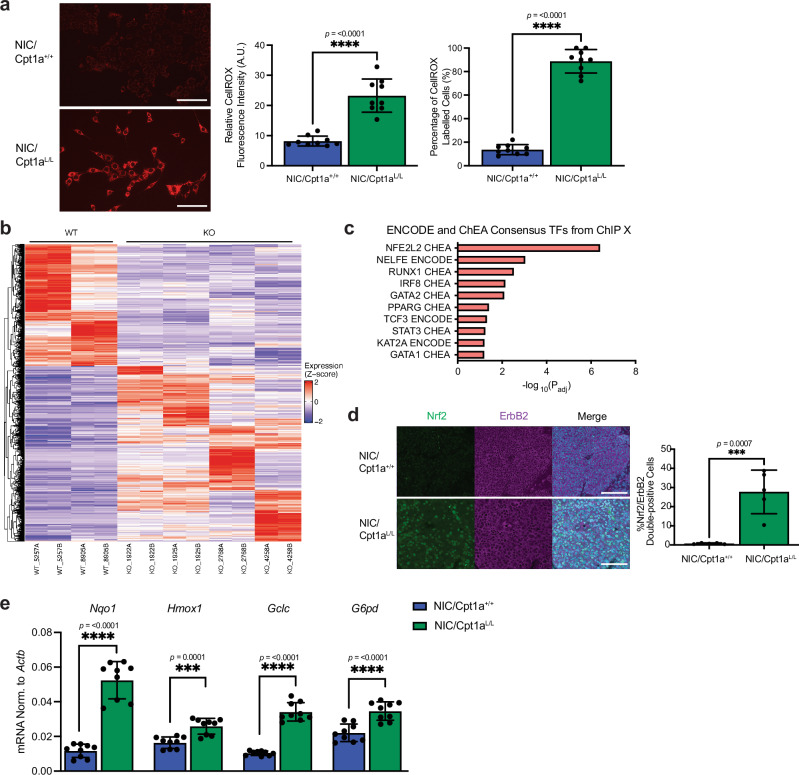
Cpt1a-deficient cells undergo oxidative stress and upregulate Nrf2 expression and activity in vivo*.* **a** Left panel - Representative fluorescence microscope image of NIC/Cpt1a^+/+^ and NIC/Cpt1a^L/L^ cells with CellROX Orange reagent. Scale bar represents 200 µm. Right panel – Quantification of relative CellROX Fluorescence Intensity (absorgance units - A.U.) and percentage of CellROX labeled cells. *n* = 3 cell lines per genotype ***p < 0.001; unpaired, two-tailed Student’s *t*-test. **b** Unsupervised hierarchical clustering analysis of genes differentially up-regulated (red) and down-regulated (blue) in NIC/Cpt1a^L/L^ cells compared to NIC/Cpt1a^+/+^ controls (*n* = 2 or 4 per genotype, analyzed in duplicate). **c** ENCORE and ChEA Consensus Transcription Factor analysis of up-regulated transcription factors in Cpt1a^L/L^ cells compared to wild-type NIC cells using Enrichr. **d** Left panel – End-stage tumors were stained with Nrf2 and ErbB2-specific antibodies and DAPI (nuclei). Scale bar represents 100 µm. Right panel – Nrf2 immunostaining was quantified and normalized to ErbB2-positive cells. *n* = 5 mice per genotype (minimum 10,000 total nuclei analyzed per mouse). ***p < 0.001; unpaired, two-tailed Student’s *t*-test. **e** Quantitative real-time polymerase chain reaction (QRT-PCR) analysis of Nrf2 target gene expression in NIC/Cpt1a^+/+^ and NIC/Cpt1a^L/L^ cells. Nrf2 target expression was normalized to that of *Actb*. *n* = 3 cell lines per genotype in triplicate - ***p < 0.001, ****p < 0.0001; unpaired, two-tailed Student’s *t*-test. All error bars are expressed as mean values ± SD. Source data are provided as a Source Data file.

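Pearson's correlation of log2 expression across 3940 genes was between 0.994 and 0.995 for duplicate libraries of the same line, where genes are not independent replicates. It was between 0.759 and 0.967 for libraries of different NIC/Cpt1a L/L lines, between 0.943 and 0.944 for libraries of different NIC/Cpt1a+/+ lines, and between 0.689 and 0.796 for libraries of different genotypes. Lines KO_1922 and KO_1925 were the closest NIC/Cpt1a L/L lines (r = 0.969 across 4268 genes) and lines KO_2768 and KO_4258 the most distant (r = 0.773). Hierarchical clustering (1 minus Pearson's r, average linkage) divided the 11 libraries into 2 clusters that matched the genotypes, and in each of the 5 lines with duplicates the nearest library was the duplicate. Euclidean distance with Ward linkage gave the same division. Of the tested genes, 35.1% had a higher CPM in all 4 NIC/Cpt1a L/L lines than in both NIC/Cpt1a+/+ lines and 38.2% a lower one, where chance alone gives 6.67% each way. With the authors' size factors in place of TMM, a scaling chosen after the data were seen, these shares were 40.6% and 34.7%. Because the genes were listed for a difference between the same libraries, a division by genotype is built into the correlations, the clusters and these shares.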

Furthermore, the mitochondria of Cpt1a-null ErbB2 tumor cells were also more numerous and of diminished length, whereas wild-type cells exhibited a highly fused mitochondrial network, consistent with the effects of ROS and oxidative stress on mitochondrial fragmentation (Supplementary Fig. 7a)^50^. Overall, these findings indicate that cells undergo metabolic reprogramming in the absence of Cpt1a, with an increased reliance on glucose to fuel the TCA cycle. However, the loss of FAO-derived acetyl-CoA and reducing equivalents strongly suppresses OXPHOS and triggers oxidative stress, increasing ROS production and causing mitochondrial fragmentation, which may further suppress mitochondrial metabolism and OXPHOS in Cpt1a-deficient ErbB2-driven tumor cells.

To assess whether we could mitigate oxidative stress and its downstream effects in cells without Cpt1a, we treated wild-type and Cpt1a-deficient ErbB2+ cells with N-acetylcysteine (NAC), a well-known antioxidant and ROS scavenger. Notably, the protective effects of NAC have been associated with the restoration of mitochondrial homeostasis through upregulation of mitochondrial fusion regulators such as Mfn1 and Opa1, and the suppression of mitochondrial fission, as indicated by decreased levels of the fission protein Drp1^51,52^. Strikingly, NAC treatment partially restored mitochondrial fusion in ErbB2+ cells lacking Cpt1a (Supplementary Fig. 7b). This was further associated with partial restoration of ATP levels, OXPHOS, and cell proliferation in Cpt1a-deficient cells in the presence of NAC (Supplementary Fig. 7c-e). Together these data indicate that NAC treatment can alleviate oxidative stress and reinstate redox balance within the mitochondria. Moreover, while some Nrf2 target gene are downregulated upon NAC treatment, NAC can promote the upregulation of *Nrf2* itself, subsequently increasing *Glut1* expression and glucose uptake in cells lacking Cpt1a (Supplementary Fig. 7f–h)^53^. Additionally, NAC promotes glucose carbon utilization by the TCA cycle, favoring mitochondrial function over lactate synthesis (Supplementary Fig. 7i). These results support the conclusion that Cpt1a-deficient cells undergo excessive oxidative stress and rely on Nrf2 and glucose oxidation for OXPHOS and energy production, and their proliferation can be rescued by antioxidant treatment.

### Upregulation of Nrf2 is an adaptive mechanism in the absence of Cpt1a

To evaluate the importance of Nrf2 in Cpt1a-deficient cells, we employed two potent inhibitors of Nrf2, Brusatol and ML385, with distinct mechanisms of action^54,55^. Brusatol provokes a rapid and transient depletion of Nrf2 protein, while ML385 interacts with Nrf2 and affects its DNA binding activity^54,55^. Nrf2 inhibition in combination with Cpt1a ablation significantly reduced tumor cell proliferation (Fig. 5a and Supplementary Fig. 8a). In contrast to wild-type counterparts, which exhibited decreased dependence on Nrf2 for glucose uptake, inhibition of Nrf2 further diminished glucose consumption and *Glut1* expression in Cpt1a-deficient cells (Fig. 5b, c and Supplementary Fig. 8b). The suppression of mitochondrial bioenergetics in Cpt1a-deficient cells was exacerbated by inhibition of Nrf2, accompanied further by reduced basal OCR and ECAR, whereas Nrf2 inhibitors exerted minimal effects on wild-type cells (Fig. 5d, e).

**Fig. 5:**
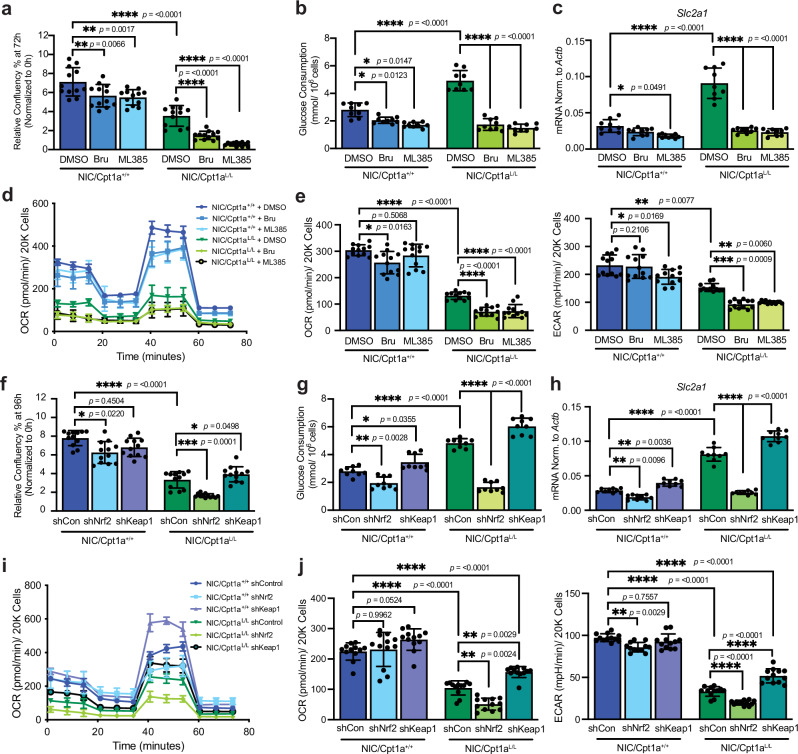
Nrf2 modulates glucose uptake and metabolism in Cpt1a-deficient cells. **a** NIC cells were treated with the Nrf2 inhibitors, Brusatol (100 nM), ML385 (2μM)), or vehicle (DMSO). Proliferation was assessed by Incucyte after 72 h. Data normalized to confluency at *t* = 0. *n* = 3 cell lines in triplicate - **p < 0.01, ****p <  0.0001; one-way ANOVA with Tukey’s post-hoc test. Glucose consumption (**b**) and QRT-PCR analysis of *Glut1* gene expression (**c**) in cells treated as in (**a**). *n* = 3 cell lines per genotype in triplicate – *p < 0.05, ****p < 0.0001; one-way ANOVA with Tukey’s post-hoc test. **d** Basal, maximal (Carbonyl cyanide 4-(trifluoromethoxy)phenylhydrazone – FCCP), ATP-synthesis coupled (Oligomycin A), and non-mitochondrial (rotenone/ antimycin A) oxygen consumption rates (OCRs) of NIC cells treated with DMSO or Nrf2 inhibitors. Representative of *n* = 3 cell lines per genotype per condition. **e** Quantification of basal OCR and extracellular acidification rates (ECAR) of cells as in (**a**–**e**). *n* = 3 cell lines per genotype in quadruplicate – *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001; one-way ANOVA with Tukey’s post-hoc test. **f** NIC cells stably expressing short hairpin RNAs (shRNAs) against luciferase (control – shCon), Nrf2 or Keap1. Proliferation assessed using Incucyte after 96 h. *n* = 3 cell lines per genotype in triplicate - *p < 0.05, ***p < 0.001, ****p < 0.0001; one-way ANOVA with Tukey’s post-hoc test. Glucose consumption (**g**) and QRT-PCR analysis of *Glut1* expression (**h**) in cells as in (**f**) transduced with indicated shRNAs. *n* = 3 cell lines per genotype in triplicate – *p < 0.05, **p < 0.01, ****p < 0.0001; one-way ANOVA with Tukey’s post-hoc test. **i** OCR analysis of NIC cell lines expressing control, Nrf2 or Keap1 shRNAs as in (**d**). Representative of *n* = 3 cell lines per genotype. **j** Quantification of basal OCR and ECAR of cells as in (**e**, **f**). *n* = 3 cell lines per genotype in triplicate –**p < 0.01, ****p < 0.0001; one-way ANOVA with Tukey’s post-hoc test. All error bars are expressed as mean values ± SD. Source data are provided as a Source Data file.

Consistent with the inhibitor studies, stable silencing of Nrf2 supressed proliferation, glucose consumption, and the basal and maximal OCRs in Cpt1a-deficient ErbB2+ tumor cells (Fig. 5f–j, and Supplementary Fig. 8c, e), but had minimal effects on wild-type cells, arguing that Nrf2 is present but not essential in these cells. Conversely, constitutive activation of Nrf2 by knockdown of its repressor, Keap1^56^, promoted cell growth, glucose uptake and mitochondrial OXPHOS in cells lacking Cpt1a (Fig. 5f–j and Supplementary Fig. 8d, e). This partially restored OCR, ECAR, glucose consumption, and in Cpt1a-deficient cells, while effects on wild-type cells were of a lesser magnitude.

Collectively, these results indicate that Cpt1a-deficient cells rely on Nrf2 to promote glucose consumption, revealing a metabolic vulnerability that can be exploited by pharmacological or genetic targeting of these pathways in breast cancers.

### Targeting Cpt1a sensitizes ErbB2-driven breast tumors to the effects of a ketogenic diet

Although the synthetic lethal combination of Cpt1a and Nrf2 inhibition seems appealing, the translational potential of this approach may be limited by the absence of clinical standardization and the potential systemic toxicity associated with Nrf2 inhibitors^57^. An alternative approach to target increased glucose dependency, that does not rely on direct inhibition of Nrf2, is therefore warranted.

Tumor cell growth media used for in vitro studies contains supraphysiological levels (25 mM) of glucose. To examine glucose dependency in ErbB2+ tumor cells further, we performed glucose-limiting growth assays including a range of conditions mimicking extracellular conditions in normal mammary tissue (2.5 mM) and in poorly vascularized tissue (1 mM)^58^. Restricting glucose availability reduced the proliferation of both Cpt1a-proficient and -deficient ErbB2+ breast tumor cells in a concentration-dependent manner. In contrast to Cpt1a-proficient cells, low glucose conditions completely supressed the growth of tumor cells lacking Cpt1a (Supplementary Fig. 9a). Supplementation with the long-chain fatty acid, palmitic acid, or the ketone, 3-hydroxybutyrate (3-OHB), partially rescued cell growth in wild-type ErbB2+ cells under low glucose conditions (Fig. 6a and Supplementary Fig. 9b, c) and promoted growth under high-glucose conditions. In contrast, Cpt1a-deficient cells did not respond to palmitate or ketone body supplementation, consistent with our other findings and suggesting a loss of the metabolic flexibility that enables lipid utilization for energy production under low-glucose conditions (Fig. 6a and Supplementary Fig. 9b, c). At the highest concentrations of palmitic acid and 3-OHB tested, proliferation of cells of both genotypes was suppressed, likely due to toxicity as previously described in other cell types^29,59^. In addition, although 3-OHB can enter the mitochondria independently of Cpt1a, the metabolic state of the cell may affect its utilization. Specifically, the expression of *Bdh1*, responsible for metabolizing 3-OHB, is significantly lower in Cpt1a-deficient cells (Supplementary Fig. 9d). Moreover, reduced Cpt1a levels limit acetyl CoA availability, a precursor for ketone body synthesis, further decreasing Bdh1 activity (Supplementary Fig. 9e). Consequently, 3-OHB supplementation and ketone oxidation do not compensate for Cpt1a deficiency in ErbB2+ cells.

**Fig. 6:**
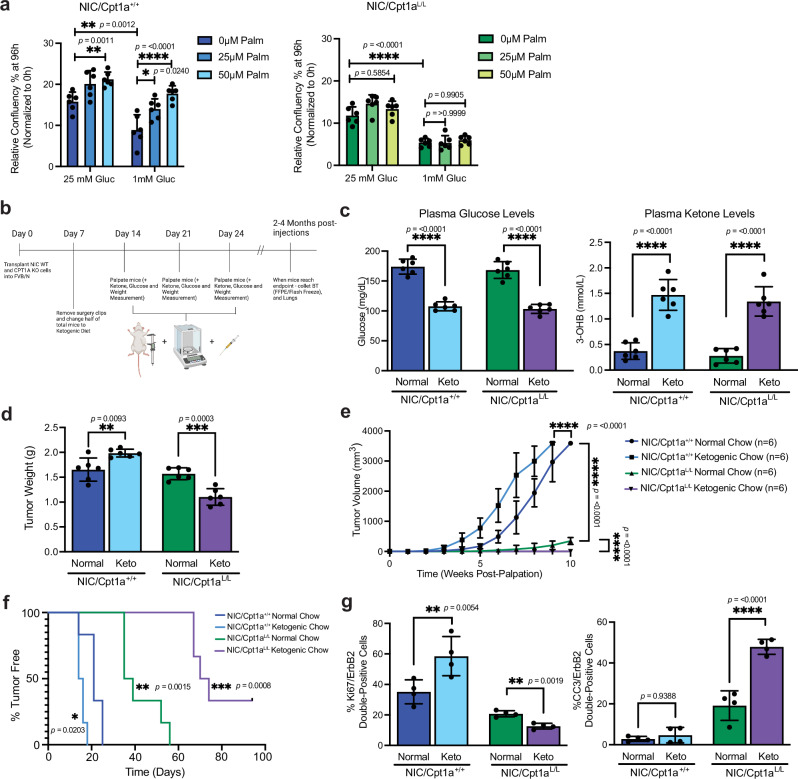
Proliferation of Cpt1a-deficient cells is compromised in high-lipid, low-glucose conditions in vitro or in vivo*.* **a** Proliferation was assayed in NIC cells supplemented with palmitate under variable glucose concentrations for 96 h. Data were normalized to confluency at t = 0. *n* = 3 cell lines per genotype in triplicate – *p < 0.05, **p < 0.01, ****p < 0.0001; one-way ANOVA with Tukey’s post-hoc test. **b** Schematic showing the experimental design of the ketogenic diet orthotopic xenotransplant study using two independent NIC/Cpt1a^+/+^ and NIC/Cpt1a^L/L^ cell lines. Created with BioRender.com **c** Plasma glucose and ketone levels were measured. *n* = 6 per group, ****p <  0.0001; one-way ANOVA with Tukey’s post-hoc test. **d** Tumor mass was assessed at endpoint. *n* = 6 mice per treatment group, **p < 0.01, ***p < 0.001; one-way ANOVA with Tukey’s post-hoc test. **e** Tumor burden was determined by weekly caliper measurements till control mice (wild-type NIC tumors on normal chow) reached endpoint (10 weeks). *n* = 6 mice per treatment group, ****p < 0.0001; one-way ANOVA with Tukey’s post-hoc test. **f** Kaplan–Meier survival analysis. *n* = 6 mice per treatment group, *p < 0.05, **p < 0.01, ***p < 0.001; log rank test. **g** Quantification of Ki67, cleaved caspase 3 and ErbB2 immunostaining in endpoint tumors. **p < 0.01, ****p <  0.0001; one-way ANOVA with Tukey’s post hoc-test. All error bars are expressed as mean values ± SD. Source data are provided as a Source Data file.

We next investigated the potential efficacy of combining FAO inhibition with a ketogenic diet, rich in long-chain fatty acids, using an orthotopic allograft model in mice (Fig. 6b). Our rationale was to decrease glucose availability and eliminate the possibility of using FAO as an alternative energy source, thereby rendering ErbB2+ cells more susceptible to cell death through nutrient starvation (Supplementary Fig. 10a). Mice harboring NIC/Cpt1a^+/+^ and NIC/Cpt1a^L/L^ tumors exhibited decreased total body weight, reduced plasma glucose, and increased 3-OHB levels on the ketogenic diet compared to control diet, confirming that ketosis was achieved in these animals (Fig. 6c and Supplementary Fig. 10b). Interestingly, the ketogenic diet increased tumor size and decreased survival in mice bearing wild-type ErbB2+ tumors, consistent with the efficient use of lipids and ketone bodies as metabolic fuels for NIC/Cpt1a^+/+^ tumor cells in vitro and in vivo (Fig. 6d–f, and Supplementary Fig. 10c). In contrast, combining Cpt1a ablation with the ketogenic diet markedly decreased tumor growth and enhanced survival compared to all other conditions. Moreover, Cpt1a-deficient tumors on the ketogenic diet displayed reduced proliferation (Ki67) and increased apoptosis (cleaved caspase-3) compared to normal diet controls and Cpt1a-proficient ErbB2+ tumors treated with either a standard diet or a ketogenic diet (Fig. 6g and Supplementary Fig. 10d). Lung metastases were also attenuated in Cpt1a-deficient, ketogenic diet–treated cohorts (Supplementary Fig. 10e). In addition to the effect of the ketogenic diet on fatty acid transporters, we observed an enhanced expression of *Cd36* in both Cpt1a-proficient and -deficient groups, with a more pronounced effect observed in the control, wild-type tumors (Supplementary Fig. 10f). Additionally, the ketogenic diet significantly diminished glucose uptake through downregulating the expression of *Nrf2* and the glucose transporter, *Glut1*, in Cpt1a-deficient tumors (Supplementary Fig. 10f). In contrast, mice transplanted with wild-type ErbB2+ cells, which exhibit metabolic plasticity allowing them to use multiple fuel sources, did not exhibit changes in *Nrf2* and *Glut1* expression. Collectively, these observations argue that, while ketosis can exacerbate ErbB2+ tumor growth, combining it with FAO blockade via Cpt1a targeting is an effective therapeutic strategy. Nevertheless, caution is warranted when considering dietary therapeutic approaches, particularly in scenarios where the ketogenic diet alone may promote ErbB2+ breast tumor growth.

Given the role of Cpt1a in regulating long-chain fatty acid (LCFA) mitochondrial entry and oxidation, it is conceivable that medium-chain fatty acids (MCFAs) could circumvent the Cpt1a blockade and rescue proliferation defects observed upon Cpt1a ablation in HER2+ cells. To investigate this, we supplemented Cpt1a-null cells with various MCFAs, including Caprylic acid (C8:0), Capric acid (C10:0), and Lauric acid (C12:0), all of which rescued proliferation in Cpt1a-deficient cells (Supplementary Fig. 11a). Supplementation with lauric acid, abundant in coconut oil – a prevalent source of medium-chain triglycerides – partially restored migration and invasion, as well as energy production through OXPHOS, in Cpt1a-deficient cells (Supplementary Fig. 11b, c). However, even with lauric acid supplementation, these cells exhibited partial reliance on Nrf2 and glucose consumption, albeit at lower levels than Cpt1a-deficient cells without addition of MCFAs (Supplementary Fig. 11d, e). Our findings argue that Cpt1a-deficient cells can utilize both glucose and MCFAs as alternative fuel sources, highlighting their metabolic flexibility in adapting to changes in nutrient availability.

To evaluate whether these findings could be translated to an in vivo model, we formulated a Medium-Chain Ketogenic Diet (MCKD) where LCFAs were replaced by MCFAs, primarily sourced from coconut oil, while the remaining components were identical to the Long-Chain Ketogenic Diet (LCKD) (Supplementary 10a and Supplementary Table S2). In mice bearing NIC/Cpt1a^+/+^ and NIC/Cpt1a^L/L^ tumors, the MCKD effectively induced ketosis, evidenced by reduced plasma glucose, increased 3-OHB levels and decreased total body weight compared to the control diet (Supplementary Fig. 11f, g). As observed with the LCKD, the MCKD increased tumor volume and decreased survival in wild-type tumors. However, whereas the combination of Cpt1a ablation and LCKD significantly inhibited tumor growth and enhanced survival (Fig. 6d–f), Cpt1a-deficient tumors on the MCKD grew at a comparable rate to those on normal chow (Supplementary Fig. 11h, i), consistent with the ability of MCFAs to partially rescue the effects of glucose starvation on proliferation and metabolism in vitro. Nonetheless, the MCKD was not able to rescue tumor growth in vivo to the level of Cpt1a-proficient ErbB2+ tumor cells (Supplementary Fig. 11h, i). These results argue that Cpt1a-deficient cells can adapt to their inability to metabolize LCFAs by using MCFAs to support cell survival and growth under low glucose/ketogenic diet conditions. However, they remain severely impaired in comparison to Cpt1a-proficient cells under these conditions. Overall, our data are consistent with the therapeutic potential of a ketogenic diet abundant in LCFAs combined with FAO blockade in ErbB2+ breast cancer.

### ErbB2-targeted therapy response is enhanced by Cpt1a deletion in an immunocompetent ErbB2+ breast cancer GEMM

Using RNA expression data from both microarray and mRNA sequencing, we confirmed that overexpression of *CPT1A* is a marker of poor prognosis correlating with decreased overall survival in all breast cancer patients (*p* = 0.0035) and specifically in HER2+ breast tumors (*p* = 0.00071) (Fig. 7a). We also investigated whether CPT1A expression was implicated as a biomarker of resistance to HER2-targeted therapy, particularly Trastuzumab, in HER2+ breast cancer. Strikingly, Trastuzumab non-responsive tumors exhibit significantly elevated levels of CPT1A compared to the baseline and responsive tumors, potentially implicating CPT1A activity in Trastuzumab resistance (Fig. 7b).

**Fig. 7:**
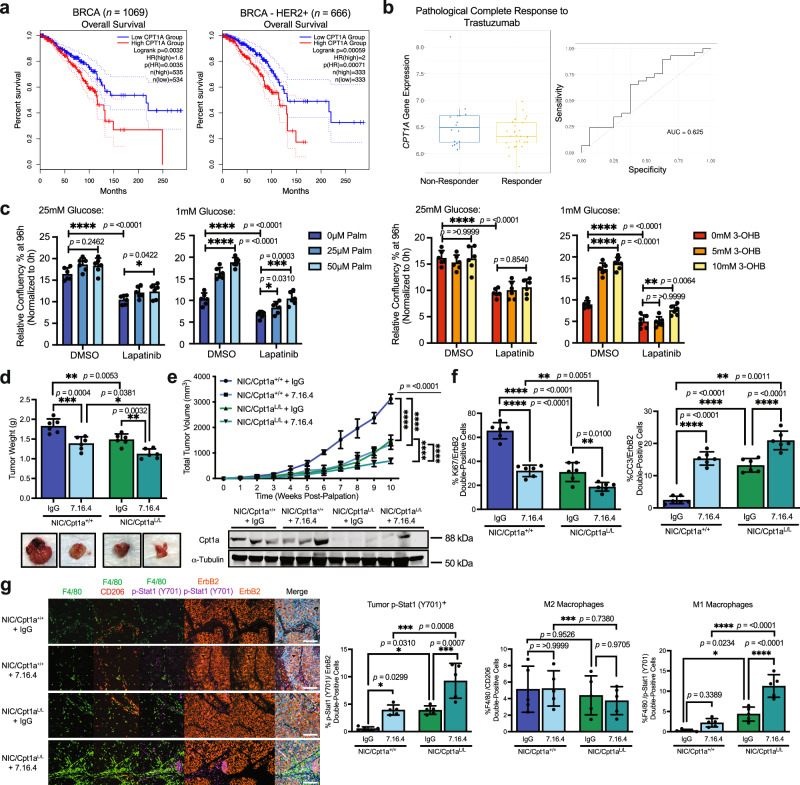
Cpt1a loss enhances ErbB2 monoclonal antibody response in tumor suppression*.* **a** Kaplan–Meier survival curve of Breast Cancer (BRCA) (*n* = 1069) and HER2-positive BRCA (*n* = 666) patients with high or low *CPT1A* expression (log rank *p* = 0.0032 and *p* = 0.00059, respectively) segregated using median cut-off. **b** ROC-plotter analysis of *CPT1A* gene expression in Trastuzumab non-responder and responders (*n* = 120, ROC *p*-value = 1.2 e-02). Box plot with center line = median, box = 25th–75th quartile, whiskers = maxima/minima, outliers = open circle. **c** Proliferation assay in NIC cells treated with DMSO or Lapatinib supplemented with Palmitate (left panel) or Ketone (3-OHB, right panel) at varying glucose concentrations. Data normalized to confluency at *t* = 0. *n* = 2 cell lines per genotype in triplicate – *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001; one-way ANOVA with Tukey’s post-hoc test. **d** Immunocompetent mice bearing orthotopic NIC/Cpt1a^+/+^ and NIC/Cpt1a^L/L^ breast cancer allografts treated with IgG (control Ab) and 7.16.4 Ab (*n* = 10 per treatment group). Tumor weight (top panel) and representative images (bottom panel) at end-point. *n* = 10 mice per treatment group, *p < 0.05, **p < 0.01 and ***p < 0.001; one-way ANOVA with Tukey’s post-hoc test. **e** Top panel – Weekly tumor volume assessment during treatment. *n* = 10 mice per treatment group, **p < 0.01,***p < 0.001 and ****p < 0.0001; one-way ANOVA with Tukey’s post-hoc test. Bottom panel – immunoblot analysis of Cpt1a levels in endpoint tumors. **f** Quantification of Ki67 and cleaved caspase 3 by immunostaining endpoint tumors. **p < 0.01, ***p < 0.001, ****p < 0.0001; one-way ANOVA with Tukey’s post hoc-test. **g** Left panel - End-stage NIC tumors treated with IgG and 7.16.4 mAb immunostained with immune cell markers and DAPI. Images representative of 10 mice per treatment group. Scale bar: 100 μm. Right panel - Quantification of p-Stat1(Y701)^+^/ErbB2^+^, F4/80^+^/CD206^+^ and F4/80^+^/p-Stat1(Y701)^+^ by HALO Analysis. *p < 0.05, ***p < 0.001, ****p < 0.0001; one-way ANOVA with Tukey’s post hoc-test. All error bars are expressed as mean values ± SD. Source data are provided as a Source Data file.

Elevated CPT1A activity has been implicated in promoting metabolic flexibility that leads to ErbB2-targeted therapy resistance in breast cancer^18,25^. Increased Cpt1a activity enables cancer cells to utilize FAs as an energy source, bypassing the reliance on ErbB2 signaling for growth and survival^25^. Consequently, these metabolic adaptations allow the cancer cells to evade the inhibitory effects of ErbB2-targeted therapies, which include suppression of glucose metabolism and energetic stress. To test the role of lipid metabolism in targeted therapy responses in our model, we first treated wild-type ErbB2+ cells with lapatinib under varying glucose conditions and FA or ketone supplementation. We observed the strongest growth inhibition under low glucose conditions, which could be rescued by supplementation with either FAs or ketone bodies (Fig. 7c). This finding was consistent with the potential of targeting Cpt1a or modulating FA metabolism alongside HER2-targeted therapy to enhance treatment efficacy in therapy-resistant HER2-positive breast cancer.

To investigate this further in the context of ErbB2 mAb therapy, we used an immunocompetent, orthotopic ErbB2+ allograft model and the anti-ErbB2 mAb clone, 7.16.4, which recognizes an epitope of rodent ErbB2 that overlaps with the Trastuzumab-binding epitope of HER2^60^. In pre-clinical models employing two independently derived cell lines, proficient and deficient in Cpt1a, we observed that combining 7.16.4 mAb treatment and Cpt1a deletion significantly attenuated tumor growth and proliferation and elevated tumor cell apoptosis, compared to all other conditions (Fig. 7d–f, and Supplementary Fig. 12a). Additionally, the combined 7.16.4 mAb treatment and Cpt1a deletion reduced the size and number of lung metastatic lesions, indicating the potential efficacy of this combination therapy in both primary and metastatic disease (Supplementary Fig. 12b). Supporting the involvement of metabolic regulators in these observations, 7.16.4 mAb treatment decreased the expression of *Nrf2* and the glucose transporter, *Glut1*, whilst upregulating *Cd36* expression (Supplementary Fig. 12c). However, this was effect was reversed by Cpt1a deletion, which resulted in decreased expression of both transporters.

As the effects of anti-ErbB2 mAb therapy are also mediated by the immune system, through mechanisms including antibody-dependent cellular cytotoxicity (ADCC), we investigated whether modulating FA metabolism affected anti-tumor immune responses in our model^61–63^. Interestingly, combined 7.16.4 mAb and Cpt1a inhibition elicited the highest levels of STAT1 phosphorylation (p-Stat1 (Y701)), suggesting the strongest induction of an interferon-driven immune response (Fig. 7g)^64^. Additionally, the infiltration of M1-polarized tumor-associated macrophages (TAMs - F4/80^+^, p-Stat1 (Y701)^+^) was increased in the combination therapy group, which is often correlated with improved survival and outcome in breast cancer patients (Fig. 7g) ^65–67^. These data are consistent with an enhanced anti-tumor immune response to Cpt1a ablation and 7.16.4 mAb combination therapy compared to other conditions tested. We confirmed that, while the recruitment of CD4^+^ T cells was unaffected, tumor-infiltrating CD8^+^ cytotoxic T cells and natural killer (NK) cells was significantly enriched by Cpt1a inhibition and 7.16.4 mAb treatment (Supplementary Fig. 12d). Furthermore, tumor infiltration by IFNγ-expressing CD8 + T cells was increased in the Cpt1a ablated/7.16.4 mAb-treated tumors compared with control groups, consistent with the recruitment and activation of cytotoxic, anti-tumor leukocytes (Supplementary Fig. 12e, f). Collectively, these findings suggest that metabolic reprogramming through targeting Cpt1a promotes an antitumor immune microenvironment that potentiates the response to anti-ErbB2 mAb therapy.

Taken together, our findings suggest that Cpt1a inhibition can significantly inhibit tumor growth, promote apoptosis, and reduce the occurrence of lung metastases when combined with a ketogenic diet or HER2 monoclonal antibody therapy. Loss of FAO induces oxidative stress, triggering upregulation of *Nrf2* and subsequently *Glut1* expression as an adaptive response allowing the cells to meet the energy demands of cell survival and proliferation through enhanced glucose uptake. This regulation of glucose and lipid transporters contributes to the enhanced sensitivity of tumor cells to the ketogenic diet and anti-ErbB2 mAb therapy in the absence of Cpt1a. These results offer valuable insights into the therapeutic efficacy of this combination approach for HER2-positive breast cancer patients and for those who develop resistance to standard therapy, both in primary and metastatic settings (Fig. 8).

**Fig. 8:**
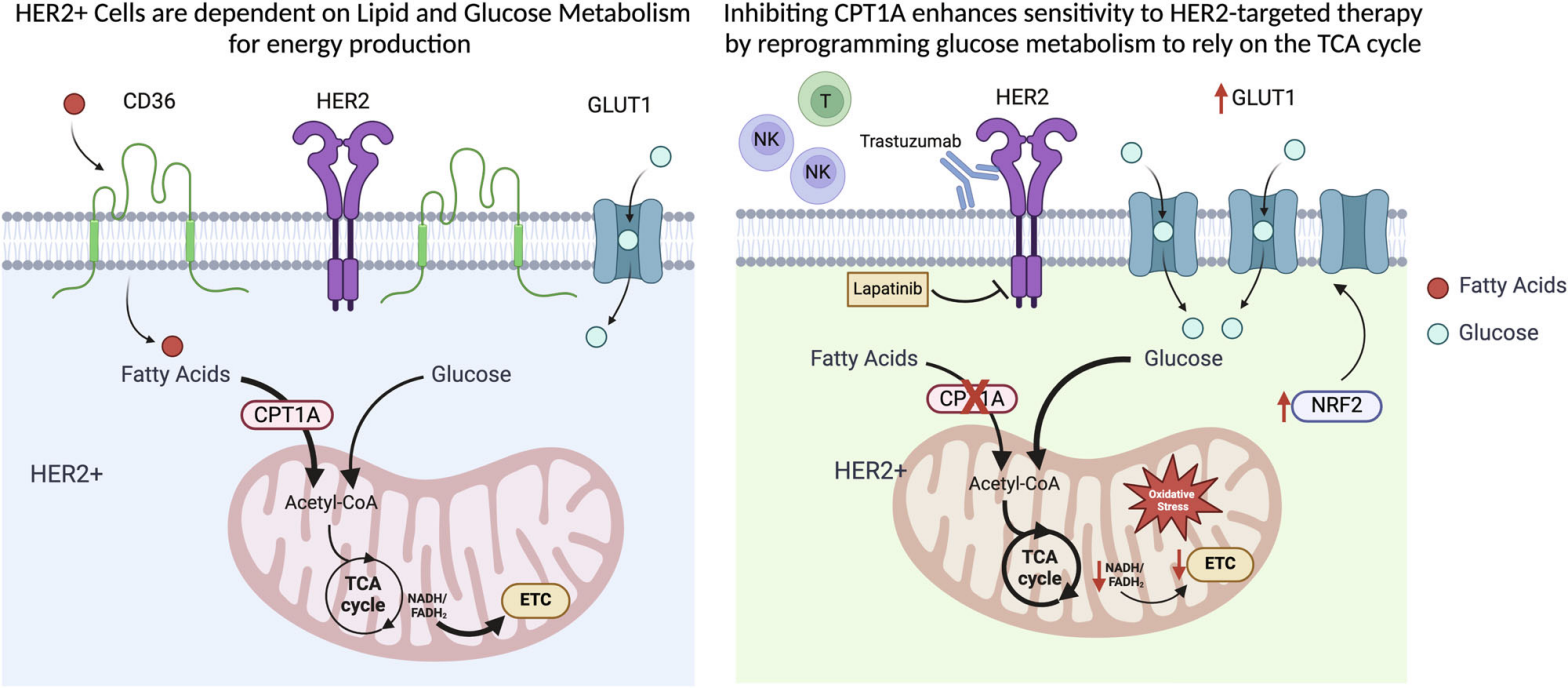
Inhibition of Cpt1a sensitizes ErbB2-driven tumor cells to HER2-targeted therapy. Schematic illustrating the role of lipid and glucose metabolism in energy production and proliferation in HER2+ cells. Disruption of fatty acid oxidation (FAO), mediated by Cpt1a, diminishes the reduction of electron carriers, impairs oxidative phosphorylation (OXPHOS) and promotes oxidative stress. Cpt1a-deficient cells exhibit increased glucose uptake and reprogram glucose metabolism to reflect a reliance on the TCA cycle for NAD + /FAD reduction. Inhibiting Cpt1a can enhance the response to the ketogenic diet or HER2 monoclonal antibody therapy by promoting an antitumor immune microenvironment, thereby improving the clinical outcome of HER2-positive breast cancer patients. Created with BioRender.com.

## Discussion

Metabolic reprogramming has emerged as a pivotal aspect of cancer biology, with various metabolic enzymes explored as potential targets for cancer therapy. Despite substantial progress, our understanding of the vulnerabilities of specific tumor types to inhibitors, either as single agents or in combination with chemotherapy, radiation, dietary interventions and/ or immunotherapy remains incomplete. While glucose metabolism has traditionally been a major focus in cancer therapies, recent research has underscored the significance of FA metabolism in sustaining cancer cell proliferation and survival^68,69^. Consistent with these studies, we investigated the impact of mammary-epithelial deletion of Cpt1a in an ErbB2 GEMM, revealing a significant delay in tumor onset and reduced metastatic capacity (Fig. 1 and Supplementary Fig. 1). Metabolic and genetic analyses of Cpt1a-deficient tumors unveiled metabolic rewiring, with increased glucose import and shunting of glucose-derived pyruvate into the mitochondria to fuel the TCA cycle (Fig. 3a–d, Supplementary Figs. 3–5) associated with elevated Glut1, an insulin-independent glucose transporter, in Cpt1a-deficient cells (Fig. 3a–c).

Cpt1a-deficient ErbB2+ tumors also generated high levels of ROS, correlated with increased expression of Nrf2 (Fig. 4, Supplementary Fig. 6) and the induction of an Nrf2-dependant oxidative stress response (Fig. 4c–e). Notably, pharmacological, or genetic targeting of Nrf2 selectively impeded the proliferation of Cpt1a deficient ErbB2 + cells (Fig. 5a, f). Nrf2 is also a metabolic regulator with roles in key pathways including NADPH metabolism, the pentose phosphate pathway (PPP), and nucleotide synthesis, all of which have been implicated in promoting tumorigenesis^70^. Here, we demonstrate strong regulation of Glut1 expression by Nrf2, with Glut1 levels significantly reduced by genetic or pharmacological targeting of Nrf2 and elevated upon Nrf2 activation by antioxidant treatment or Keap1 knockdown (Fig. 5b, c, g, h, Supplementary Fig. 8b-d). These findings highlight the complex interplay between Nrf2-dependent cellular detoxification, lipid and glucose metabolism, unveiling potential avenues for therapeutic exploration.

While no change in Glut4 expression, which is insulin-dependent (Supplementary Fig. 3a), was observed, insulin signaling has been implicated in the translocation of both Glut1 and Glut4 to the cell membrane to facilitate glucose transport^71,72^. Elevated glucose uptake following Nrf2 activation raises interesting questions about the connection between insulin signaling and Nrf2, as well as the modulation of glucose transporters by Nrf2 activation. Insulin signaling has been reported to activate Nrf2, and both insulin and Nrf2 activation trigger cellular glucose uptake^73^. The causal connection and interdependency between these signaling pathways remain unresolved. However, it is possible that insulin, beyond its anabolic effects, may activate Nrf2, linking the cellular antioxidant response and detoxification with elevated glucose flux and increased metabolic activity. Targeting this signaling cascade in cancer cells may impair glucose utilization and adaptation to metabolic stress, especially in the context of underlying health conditions with chronically high blood glucose levels, such as diabetes, obesity, and insulin resistance. Further exploration of other metabolic consequences of Nrf2 activation and inhibition, such as effects on nucleotide synthesis, is also essential for understanding cancer cell adaptation to metabolic stress, including the response to targeting Cpt1a.

The ketogenic diet, characterized by high-fat, low-carbohydrate composition, has garnered attention as an adjuvant therapy in both preclinical and clinical trials in breast cancer^28,74,75^. Our study investigates the effects of the two ketogenic diets, one abundant in LCFAs (LCKD) and the other in MCFAs (MCKD), on breast cancer progression. We demonstrate that both the LCKD and the MCKD increased FA utilization, critical for ErbB2-positive breast cancer progression, and accelerated the progression of wild-type ErbB2+ tumors (Fig. 6g, Supplementary Fig. 10d, f, and Supplementary Fig. 11h, i). However, while the LCKD severely compromised the progression of tumors lacking Cpt1a and significantly increased animal survival in pre-clinical models (Fig. 6d–f), the progression of Cpt1a-deficient tumors on the MCKD was largely indistinguishable from the normal rodent diet (Supplementary Fig. 11h, i). Nonetheless, Cpt1a-deficient tumors remained significantly impaired compared to wild-type controls under all conditions. These findings highlight the therapeutic potential of combining FAO inhibition in tumor cells with the ketogenic diet to prevent tumor progression and improve patient outcomes. However, they also emphasize the importance of considering the lipid composition of these diets, as well as encouraging caution around their use in the absence of strategies to block metabolic compensation (such as Cpt1a inhibition), which can enable the use of lipids as metabolic fuels to promote tumor growth^76–78^.

The tumor microenvironment is a complex and dynamic milieu that is crucial in cancer progression and therapy response. Our study uncovered intriguing differences in the behavior of Cpt1a-deficient cells under in vitro and in vivo conditions. While these cells exhibited severely impaired proliferation in vitro, they demonstrated somewhat more potential for growth in vivo in genetically engineered models (Figs. 1c, d and 2a, b). This difference in behavior is potentially facilitated by metabolic support and cross-talk from the surrounding tumor microenvironment and highlights a dynamic interplay between cancer cells and the surrounding stromal cells, including adipocytes and fibroblasts, which may compensate for the nutrient deficiency and energy insufficiency upon the loss of fatty acid oxidation^79,80^. Future studies aiming to elucidate these interactions are clearly warranted to unveil the intricate metabolic symbiosis between the stromal and cancer cells, influencing growth, invasiveness and metastatic capacity. Previous research, combined with our findings, emphasizes the role of Cpt1a in shaping the immune landscape within tumor lesions^81^. Tumors lacking Cpt1a exhibit an increased presence of anti-inflammatory monocytes and anti-tumorigenic macrophages (M1-differentiated), which correlated with improved patient outcomes^82^. We replicated these findings while providing additional data arguing that Cpt1a targeting elicits broader anti-tumor immunity to facilitate responses to ErbB2 inhibition (Fig. 7d–g, and Supplementary Fig. 12). Specifically, the enhanced infiltration of cytotoxic T cells, Natural Killer cells and anti-tumor macrophages (M1 macrophages) in 7.16.4 mAb/Cpt1a-inhibited tumors aligns with their role in tumor elimination, including ADCC engagement, in ErbB2+ breast cancer, where their presence may correlate with favorable outcomes^83–86^. Ongoing clinical trials investigating strategies to improve anti-ErbB2 mAb therapy, such as ex vivo activated allogenic NK cells or macrophages engineered to express an anti-ErbB2 chimeric antigen receptor (CAR-M), may benefit from the enhanced anti-tumor immune responses induced by Cpt1a inhibition, potentially improving outcomes for tumors evading ADCC and resistant to Trastuzumab^87,88^.

While our findings with ErbB2+ GEMMs validated the effects of FAO inhibition using etomoxir, a known CPT1-specific inhibitor, concerns about off-target effects at higher doses call for the development of more specific and effective Cpt1a inhibitors (Fig. 2b and Supplementary Fig. 2a)^89^. Promising candidates, such as ST1326, have demonstrated potential in hematological malignancies, potentially enhancing the therapeutic potential of targeting FAO in breast cancer^90^. In conclusion, our study provides valuable insights into the significance of targeting FAO, particularly Cpt1a, in HER2-positive breast cancer. The additive approach of combining Cpt1a inhibition with the ketogenic diet or anti-HER2 mAb therapy demonstrates promising results, including reduced tumor growth, proliferation, and metastasis (Fig. 8). By exploiting metabolic vulnerabilities, these findings offer opportunities to improve responses and combat resistance, leading to better outcomes for patients with aggressive HER2-positive primary and metastatic disease.

## Methods

### Ethics statement

All experiments performed in this study comply with ethical regulations for research using animals and data derived from human subjects. Animal studies were carried out under an Animal Use Protocol (#MCGL-5518) approved by the McGill University Downtown Campus Facility Animal Care Committee (FACC), a branch of the McGill University Animal Care Committee (UACC) and were conducted in compliance with McGill University and Canadian Council on Animal Care (CCAC) ethical guidelines. Mice were housed in autoclaved cages with *ad libitum* access to food and water, as well as appropriate and sufficient nesting and bedding materials. Mice had a 12 h cycle of light and darkness. Mouse cages were kept on ventilated racks, kept at a temperature range of 20–24 °C and a relative humidity of 45–65%.

### Animal models

For all mammary tumor studies, palpation to detect tumor onset and caliper measurements of tumors was performed twice weekly. In all experiments, mice were euthanized according to approved facility protocols at the institutionally approved tumor volume endpoint of 2.5 cm^3^ for a single mass or a total of 5 cm^3^ for multifocal tumors. The maximal tumor volume endpoint was not exceeded for any experiments in this study. As this study pertains to female breast cancer, sex as a biological variable was not considered in the study design and only female mice were used in experiments.

Transgenic models: MMTV-NIC and *Cpt1a* conditional mice were bred on a pure FVB/N background (Charles River, FVB/Ncrl; Strain code: 207) and were genotyped by PCR (see Supplementary Table S1 for primers). *Cpt1a* conditional mice were a gift from Russell Jones of the Van Andel Institute (Michigan, United States). All transgenic mice were generated through an in-house breeding program. Female littermates were group housed under specific pathogen-free conditions with a 12 h day/night cycle and *ad libitum* access to food, standard rodent chow (Teklad, Inotiv, 2920X) and water. Cohorts of female MMTV-NIC mice carrying wild-type or conditional alleles of *Cpt1a* (*n* = 20 per genotype) were monitored for mammary tumor formation by twice weekly palpation. Tumor monitoring began on 8-week-old and continued until the end of the experiments at 10 months. Once detected, tumors were measured weekly using calipers until they had reached a volume of 2.5 cm^3^ in size for a single mass or a total volume of 5 cm^3^ for multifocal tumors, at which point mice were euthanized in accordance with approved facility protocols.

In vivo ketogenic diet therapeutic studies: 1 × 10^6^ cells were suspended in 30 µl of PBS and injected into the mammary fat pads of 8-week-old female FVB/N mice. Mice were kept on a standard rodent diet (Teklad, Inotiv, 2920X) for 4 days to allow appropriate recovery, after which half of each group were placed on the *ad libitum* Long-Chain Ketogenic diet (LCKD) (BioServ, F3666), mainly composed of lard, butter and corn oil, or Medium-Chain Ketogenic Diet (MCKD) (Bioserv, F10595), mainly composed of coconut oil. The compositions of the diets used in this study are detailed in Supplementary Table S2. Group sizes for the experiments were *n* = 6 per condition. Starting on day 8, mice were monitored twice weekly for mammary tumor formation by palpation, and weekly for blood glucose and ketone measurements. Tumors growth was measured using calipers as described above. At tumor endpoint, plasma was obtained by centrifuging blood samples at 1000 × *g* for 15 min at 4 °C. To control for levels of ketosis, body weight, and colorimetric enzymatic kits were used to measure plasma glucose (Abcam, ab272532) and ketone (3-OHB) (ab83390) levels following the manufacturer’s instructions.

Orthotopic allografts: 1 × 10^6^ cells were suspended in 30 µl of PBS and injected into the mammary fat pads of 8-week-old female FVB/N mice.

In vivo therapeutic studies*:* Female mice were randomly assigned to treatment groups (*n* = 10 mice per treatment group) and monitored for tumor growth by twice-weekly palpation. Treatments began once tumors reached a size of 5 × 5 mm (approximately 65 mm^3^), with termination of the experiment when all isotype-matched controls had reached the end-point. 7.16.4 mAb (Bio X Cell, BE0277) and a mouse isotype-matched control antibody IgG1 mAb (Bio X Cell, BE0083) was administered in doses of 100μg via intraperitoneal injection, 2 times a week. Mice were weighed twice-weekly, and doses were adjusted according to bodyweight. Tumor growth was measured by twice-weekly caliper measurements. Drug administration, tumor measurements and data analysis were performed by separate individuals who were blinded with respect to the treatment of each mouse.

### Histology and immunostaining

Tissues were fixed for 24 h in 10% neutral buffered formalin, paraffin embedded and sectioned at 4μm. Sections were stained with H&E or processed further as indicated.

#### Lung metastasis

Three H&E stained 10 um step sections per sample were scanned using an Aperio-XT slide scanner (Leica Biosystems) and analyzed using Imagescope software (Leica Biosystems).

#### Immunohistochemistry

For IHC, sections were deparaffinized and blocked as above and endogenous peroxidase activity was quenched by incubation in 3% hydrogen peroxide for 20 min. Sections were incubated with primary antibody overnight at 4 °C, washed three times in PBS and then incubated with ImmPRESS HRP polymer reagents to detect rabbit (Vector Elite, MP-7401) according to the manufacturer’s instructions. After three further washes in PBS, IHC staining was visualized using the SignalStain DAB Substrate kit (Cell Signaling, 8059 S) according to the manufacturer’s instructions. Sections were then counterstained with hematoxylin, dehydrated, and mounted with Clearmount (Invitrogen, 10058832). Images were acquired using an Aperio-XT slide scanner and analyzed using a nuclear staining algorithm in the associated software (Aperio Technologies).

#### Immunofluorescence

Sections were deparaffinized and dehydrated using 3 min incubations in xylene and decreasing concentrations of ethanol. Antigen retrieval was then performed in 10 mM EDTA (pH 9.0, Vector Laboratories, #H-3301) using a pressure cooker. Sections were incubated with 3% hydrogen peroxide and blocked in 10% Power Block (BioGenex, HK083) in TBS for 10 min at room temperature. Subsequently, sections were incubated with primary antibody in 2% (wt/vol) BSA in PBS at 4 °C overnight. Secondary antibody incubation was performed with ImmPRESS HRP polymer detection kit (Vector Laboratories, VECTMP745250, VECTMP740150, VECTMP740450) for 30 min and tyramide signal amplification substrates (Akoya Biosciences, OP-001001, OP-001003, OP-001004; Perkin Elmer, FP1489) were then added for 10 min at room temperature. Between each step, three washes in PBS were performed. Slides were incubated with DAPI (Thermo Fischer Scientific, D1306) for 10 min at room temperature, washed 3 times in water and mounted in ImmuMount (Thermo Fischer Scientific, 9990412). Imaging was performed using a Zeiss LSM800 confocal microscope or Zeiss AxioScan Z1 digital slide scanner, and staining was analyzed using HALO software (v3.5.3577, Indica Labs) using the algorithm ‘Fluorescent intensity’. The entire tissue section was quantified for all staining experiments. Primary antibodies are detailed in Supplementary Table S3.

### Primary cell cultures and cell lines

Mammary tumors harvested from female MMTV-NIC mice at 8 weeks post-palpation^91^, were dissociated in collagenase B (Roche, 11088831001)/Dispase II (Roche, 4942078001) (2.4 mg/ml each) for 2 h at 37 °C. The dissociated cells were washed three times with 1 mM EDTA in PBS and plated in Complete Media. Complete media consisted of DMEM (Wisent, 319-005-CL) supplemented with 2% FBS (Wisent, 080-150), 5 ng/ml EGF (Winsent, 511-110-UM), 1 μg/ml Hydrocortisone (Sigma, H4001), 5 μg/ml Insulin (Wisent, 511-016-UG), 35 μg/ml Bovine Pituitary Extract (BPE – Hammond CellTech, 1078-NZ), 25 μg/ml Amphotericin B (Wisent, 450-105-QL), 50 μg/ml Gentamycin Sulfate (Wisent, 450-135-XL) and 50μg/ml Penicillin/Streptomycin (Wisent, 450-200-EL). The cells were cultured in a humidified, 5% CO_2_, 37 °C incubator in Complete Media. Authentication of cells was performed using by PCR-based genotyping (See Supplementary Table S1 for primers) and immunoblotting to detect Cpt1a expression. The human cell line, 293 T (CRL-3216) was purchased from ATCC, used at early passage, and maintained in DMEM supplemented with 10% FBS. Regular biweekly testing of cells for mycoplasma using the MycoAlert Kit (Lonza, LT07-118) confirmed that all cell lines used in this study were negative for mycoplasma contamination.

### In vitro migration and invasion assays

Boyden chambers, BD Falcon Cell Culture Inserts, (8μm pore, BD Falcon, 353097) were prepared by coating the upper chamber with 50μL of DMEM (for migration) or DMEM containing 5% growth factor-reduced Matrigel (for invasion) (Corning, 356234). These chambers were placed into 24-well plates (Falcon, 353047) containing 1 mL of complete media in the lower chamber and incubated for 1 h at 37 °C. Cells (150,000 cells/500μL in DMEM) were seeded in triplicate into the upper chamber and incubated for 24 h at 37 °C with 5% CO_2_. The boyden chambers were then fixed in 10% neutral-buffered formalin for 30 min, washed 3 times with water and counterstained with crystal violet for 30 min. Non-migrating cells from the upper chamber were wiped away with a cotton swab. Images were acquired using an AxioZoom V16 (Zeiss) and quantified for positive pixel area using ImageJ (v1.53 u, NIH).

### Immunofluorescent staining of mitochondria

Cells were fixed in 2% paraformaldehyde (PFA) (Sigma, 158127) in PBS at 37 °C for 10 min, then washed 3 times with PBS. After 3 washes in PBS, cells were permeabilized in 0.1% Saponin (Sigma, 47036) in PBS, followed by 3 washes in PBS. Then cells were blocked with 2% bovine serum albumin (BSA) in PBS, followed by incubation with primary antibodies, HSP60 and TOMM20 (detailed in Supplementary Table S3), in 2% BSA in PBS, for 1 h at room temperature. After 3 washes with PBS, cells were incubated with Alexa fluor 488 or 555 secondary antibodies (1:1000) (Thermo Fischer Scientific) as detailed in Supplementary Table S3 for 1 h at room temperature. After 3 washes in PBS, cells were incubated with DAPI (Thermo Fischer Scientific, D1306) for 10 min at room temperature, washed 3 times in water and coverslips were mounted in ImmuMount (Thermo Fischer Scientific, 9990412). Stained cells were imaged using the 60X objective lens on the Zeiss LSM800 confocal microscope with appropriate lasers. For mitochondrial morphology analysis, images from cells labeled for HSP60 and TOMM20 were obtained using the 60X objective and stacked in the same condition of gain, laser intensities and exposure time. Images were then compiled as “Max projection” and analyzed using the ImageJ software (v1.53 u, NIH).

### Quantitative reverse transcriptase-polymerase chain reaction

Total RNA was extracted from cultured cells or flash-frozen mammary tumors using the RNeasy Mini Kit (Qiagen, 74106). mRNA was reverse-transcribed into cDNA using the ProtoScript First Strand cDNA Synthesis Kit (New England Biolabs, E6300). Real-time quantitative PCR (qRT-PCR) was performed using the LightCycler 480 SYBR Green 1 MasterMix (Roche, 04887352001), run on the LightCycler 480 instrument (Roche) and analyzed using the corresponding software (LightCycler 480 SW, v1.5.1.62). Each sample was run in triplicate and normalized to *Actb* as a control. qRT-PCR Primer sequences are in Supplementary Table S4.

### Transcriptomic analysis

RNA was isolated as above from two (NIC/Cpt1a^+/+^) or four (NIC/Cpt1a^L/L^) independent tumor-derived cell lines in duplicate, and quality was assessed using a Nanodrop 2000 (Thermo Fisher Scientific, ND2000CLAPTOP). RNA was sequenced and analyzed by Novogene^92^. Briefly, the reference genome mm10 (mouse) index was obtained from NCBI/ UCSC/ Ensembl. Clean reads were processed by taking the raw reads and removing reads containing adapters, with more than 0.1% of undetermined bases and were of low quality. Using STAR (v2.5), clean reads were mapped directly to the reference genome. Read counts were performed using HTSeq v0.6.1 and transcript abundance was determined using Fragments per kilobase of transcript sequence per million base pairs sequenced (FPKM) which accounts for sequencing depth and gene length. Differential expression analysis was performed using the DEGseq2 R package (2_1.6.3) with *p*-values adjusted using Benjamini and Hochberg’s method. Genes with adjusted *p*-values under 0.05 were assigned as differentially expressed. 

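Of the listed protein-coding genes past the threshold with every library a separate sample and with all 4 NIC/Cpt1a L/L lines on one side of both controls, the 5 with the largest increase were *Mmp14*, *Asb2*, *Grap*, *Tigit* and *Bgn*. No NIC/Cpt1a+/+ library had more than 2 reads on any of them, so their folds are lower bounds against the floor of 3 counts. *Mmp14* (chromosome 14, 54431604 to 54441258) had a CPM of 1.92, 8.98, 157 and 193 in lines KO_1922, KO_1925, KO_2768 and KO_4258, and its mean was at least 457-fold higher. *Asb2*, *Tigit* and *Bgn* were at least 196-fold, 169-fold and 22.7-fold higher. *Grap* was at least 31.6-fold higher on average, but its CPM was 20.3 in line KO_4258 and between 1.54 and 1.55 in the other NIC/Cpt1a L/L lines. The 5 with the largest decrease were *Gata4*, *Mlana*, *Fam150b*, *Lao1* and *Plekhd1*. *Mlana* (chromosome 19, 29697921 to 29708448) had a CPM of 246 and 36.6 in control lines WT_5257 and WT_8905 and of at most 0.364 in the NIC/Cpt1a L/L lines, a log2 fold change of -9.68 (standard error 1.12, edgeR adjusted p = 0.104 with the cell lines as replicates). *Gata4* and *Lao1* had 0 reads in every NIC/Cpt1a L/L library and were at least 58.2-fold and 15.7-fold lower. *Fam150b* and *Plekhd1* lie on chromosome 12, where 205 of 246 listed genes were lowered. Against the lean of their chromosomes, the raised *Asb2* also lies on chromosome 12, and the lowered *Lao1* on chromosome 4, where 302 of 359 were raised.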

FPKM levels were utilized to evaluate correlation differences and plotted using unsupervised hierarchal clustering, self-organization mapping (SOM) and kmeans. Analysis of transcriptional regulation in differentially expressed genes was performed using Enrichr^93^.

### RNA FISH

RNAscope In-situ hybridization was performed on paraffin-embedded tumor sections using RNAscope® 2.5 HD Assay-RED kit (ACD, 322360) according to the manufacturer’s protocol. The following probe was used: *IFNγ* (ACD, 311391). For Supplementary Fig. 12e, f, this protocol was followed with fluorescent IHC.

### Intracellular ROS detection

30,000 cells were seeded on coverslips in a 24-well plate. After 24 h, cells were incubated at a final concentration of 5 μM CellROX© Orange Reagent (Thermo Fischer Scientific, C10443) for 30 min at 37 °C, after which they were washed 3 times with PBS. Coverslips were then incubated with DAPI (Thermo Fisher Scientific, D1306) for 10 min at room temperature, washed 3 times in water and mounted in ImmuMount (Thermo Fischer Scientific, 9990412). Images were acquired using an EVOS FL Microscope (Thermo Fischer Scientific, 4471136) and analyzed (positive pixel) using ImageJ (v1.53 u, NIH).

### Protein extraction and immunoblotting

Excised tumor tissue was immediately flash-frozen and crushed using a mortar and pestle under liquid nitrogen. The samples were allowed to thaw briefly and then lysed in ice-cold RIPA buffer (Tris-HCl 50 mM, pH 7.4, sodium chloride 150 mM, 1% Nonidet P-40, 1% sodium deoxycholate, 0.1% SDS, 2 mM EDTA, 0.5 mM AEBSF (Santa Cruz, sc-202041), 25 mM beta-glycerophosphate (Sigma, G5422), 1 mM sodium orthovanadate (BioShop, SOV664), and 10 mM sodium fluoride (Sigma, S7920)) by rotation at 4 °C for 30 min. Cultured cells were also lysed on ice in RIPA buffer. After lysis, lysates were cleared by centrifugation at 4 °C, 15,000 × *g* for 10 min. Protein concentrations were determined using the Bradford assay (Bio-Rad, 5000006) and 40 µg of total protein was analyzed by SDS-PAGE followed by fluorescent immunoblotting using the Li-COR Odyssey system. Quantification was performed using the associated software, Image Studio Lite (v5.2.1, Li-COR Biosciences). Primary and secondary antibodies are detailed in Supplementary Table S2. (See Source Data for uncropped images of all immunoblots).

### Plasmids, lentiviral production and transduction

Sigma MISSION pLKO.1 constructs harboring shRNAs against: mouse Nrf2 (*Nfe2l2*) (Clone IDs: shNrf2-1, TRCN0000012128; shNrf2-2, TRCN0000012132; shNrf2-3, TRCN0000054659), mouse Keap1 (Clone ID: shKeap1-1, TRCN0000099445; shKeap1-2, TRCN0000099446; shKeap1-3, TRCN000295016), mouse Brp44 (Mpc2) (Clone ID: shBrp44-1/shMpc2-1, TRCN0000195773; shBrp44-2/shMpc2-2, TRCN0000241205), the non-mammalian target Luciferase (Clone ID: TRCN0000072259) and human MPC2 ORF construct (Clone ID: TRCN0000473419) were obtained from the Mission TRC library (Sigma) provided by the McGill Platform for Cellular Perturbation (MPCP) at McGill University. Lentiviruses being shRNAs or ORFs were produced in 293 T cells (ATCC) co-transfected with the envelope plasmid, pMD2.G (Addgene, 12259) and packaging plasmid, psPAX2 (Addgene, 12260), using Lipofectamine 3000 (Invitrogen, L3000075) according to manufacturer’s protocol. Virus-containing media were collected at 24 h and 48 h post-transfection, filtered through a 0.45 μm filter and stored at −80 °C. Cells were transduced with lentiviruses in the presence of 10μg/mL polybrene (Sigma, 107689), selected and maintained in Complete media containing 2μg/mL puromycin (Bioshop, PUR333) for 2-3 days.

### Analysis of metabolite levels in conditioned media

Glucose and lactate levels in conditioned media were measured using a Flux Bioanalyzer (NOVA Biomedical) according to the manufacturer’s instructions. For each condition tested, 2 ml of conditioned culture medium from 1 × 10^6^ cells cultured in 6-well plates (Nunc) for 24 h was used. Detached cells and debris were removed by centrifuging media at 15,000 × *g* for 10 min, 4 °C prior to use.

### Preparation of fatty acid-BSA conjugates and nutrient supplementation assay

Low glucose media, 2.5 mM and 1 mM glucose, was prepared in DMEM ([−] D-glucose, [−] Sodium Pyruvate) (Wisent, 319-062-CL) supplemented with 110 mg/L Sodium Pyruvate (Wisent, 600-110-EL) and D-glucose (BioShop, #GLU501) to achieve desired glucose concentration. Standard DMEM ([+] D-glucose, [+] Sodium Pyruvate) was used for 25 mM glucose media. Palmitic acid (#P0500), Caprylic Acid (#C5028), Capric Acid (#C4151), Lauric Acid (#L9755) and 3-hydroxybutyrate (3-OHB) (#166898) were purchased from Sigma Aldrich. Palmitic, caprylic, capric and lauric acid and [U-^13^C]-palmitate were conjugated with fatty acid free, low endotoxin bovine serum albumin (BSA) (Sigma Aldrich, #A1595). Carnitine (Sigma Aldrich, #C0283) was also included in fatty acid-supplemented conditions. Palmitate, caprylate, caprate, laurate and 3-OHB were prepared to the desired concentration in DMEM ([+] D-glucose, [+] Sodium Pyruvate). Incucyte Proliferation Assay was conducted to assess the effects of varied nutrient supplementation on percentage confluence of NIC cells as described previously.

### Respirometry and extracellular acidification measurements

Oxygen consumption and extracellular acidification rates were measured using an Xfe96 Extracellular Flux Analyzer (Seahorse Bioscience, North Billerica, MA) using the manufacturer’s established protocols. In brief, cells were plated overnight in Seahorse 96-well plates at 1 × 10^4^ per well in 80 μL of complete media. Cells were washed three times in non-buffered DMEM containing 25 mM glucose and 2 mM glutamine and incubated in this medium in a CO_2_-free incubator at 37 °C for 2 h to allow for temperature and pH equilibration before loading into the Xfe96 apparatus. In addition to basal measurements, the Mito Stress Test assay (Seahorse Bioscience, 103015-100) was performed according to manufacturer’s instructions. Xfe assays consisted of sequential mix (3 min), pause (3 min), and measurement (5 min) cycles, allowing for determination of OCR/ECAR every 10 min. At the end of the assay, the IncuCyte S3 system (ESSEN BioSciences, Ann Arbor, MI, USA) was used for live cell counting at 10x magnification. Cell counts were determined using the IncuCyte S3 Analysis software (v2019A, ESSEN BioSciences). Data was normalized to cell number (20,000 cells) and analyzed using Wave software (v2.6.0.31, Seahorse Bioscience).

### Measurement of exogenous and endogenous fatty acid oxidation

FAO of exogenous long-chain (Palmitate) and medium chain (Laurate) fatty acids was assessed using the Seahorse Xfe96 extracellular flux analyzer, in accordance with the manufacturer’s instructions. Briefly, NIC cells seeded on Seahorse 96-well plates were cultured in substrate-limited DMEM ([-] D-glucose, [-] Sodium Pyruvate (Wisent, 319-062-CL)) with 0.5 mM D-glucose (BioShop #GLU501), 1 mM GlutaMAX (Sigma Aldrich, #G7021), 0.5 mM Carnitine (Sigma Aldrich, #C0283) and 1% FBS (Wisent, 080-150). On the day of the assay, substrate-limited medium was exchanged for FAO medium (111 mM NaCl, 4.7 mM KCL, 1.25 CaCl_2_, 2 mM MgSO_4_ and 1.2 mM NaH_2_PO_4_ supplemented with 2.5 mM D-glucose, 0.5 mM Carnitine, 5 mM HEPES (Sigma Aldrich, #H0887)). Prior to the initiating the XF assay, cells were treated with either DMSO or 10 μM etomoxir for 15 min. BSA control substrate and XF-Palmitate-BSA FAO (Seahorse Bioscience, #102720-100) or Laurate-BSA FAO substrate (conjugated by previously described methods) were added just before the start of the assay. The MitoStress test was performed, and cell counts were determined using the IncuCyte S3 analysis software (v2019A, ESSEN BioSciences). Data normalization was conducted to 20,000 cells using the Wave software (v2.6.0.31, Seahorse Bioscience).

### Metabolomics and gas chromatography/mass spectrometry analysis

Metabolic profiling and isotope tracing analyses using ^13^C-glucose and ^13^C-palmitate were performed at the Metabolomics Innovation Resource, McGill University. Briefly, Cpt1a-proficient and -deficient NIC cells (*n* = 3 cell lines per genotype, analyzed in triplicate) were cultured in unlabeled DMEM supplemented with 2% dialyzed FBS (Wisent, 080-910) in 6-cm dishes (Nunc) for 48 h. The media was then replaced with glucose-free DMEM supplemented with 2% dialyzed FBS and 25 mM [U-^13^C]-glucose (Cambridge Isotope Laboratories, CLM-1396, 99% atom ^13^C) for either 30 min or 2 h, or [U-^13^C]-palmitate (Cambridge Isotope Laboratories, CLM-409, 99% atom ^13^C) for 24 h. Additionally, some dishes were kept in unlabeled media as controls. Cells were washed three times in ice-cold saline solution (NaCl, 0.9 g/L), and water-soluble metabolites were extracted in 80% methanol (GC/MS grade). After two 10-minute rounds of sonication (30 s on/ 30 s off at high intensity) on slurry ice using the Bioruptor UCD-200 sonicator, the homogenates were centrifuged at 15,000 × *g* for 10 min at 4 °C. Supernatants were collected and an internal standard, 800 ng Myristic acid-D27, was added to each sample. Samples dried by vacuum centrifugation (CentriVap Concentrator; Labconco, KS, USA) overnight at −1 °C were resuspended in 30 μl of 10 mg/mL methoxyamine hydrochloride in anhydrous pyridine and incubated for 30 min at room temperature. Samples were then transferred to GC–MS autoinjector vials containing 70μl N-(*tert*-butyldimethylsilyl)-N-methyltrifluoroacetamide (MTBSTFA) derivatization reagent and incubated at 70 °C for 1 h. A blank sample, composed of 30 μl of 10 mg/mL methoxyamine-HCl pyridine and 70 μl of MTBSTFA, was also prepared. A volume of 1 μl of sample was injected splitless with an inlet temperature of 280 °C into the GC-MS instrument, Agilent 5975 C. Metabolites were resolved by separation on a DB-5MS + DG (30 m × 250 μm × 0.25 μm) capillary column (Agilent Technologies, CA, USA). Helium was used as the carrier gas with a flow rate such that Myristic-D27 acid eluted at approximately 18 min. The quadrupole was set at 150 °C, the source at 230 °C, and the GC/MS interface at 320 °C. The oven program started at 60 °C, held for 1 min, then increased at a rate of 10 °C per minute until 320 °C. Bake-out was at 320 °C for 9 min. Metabolites were ionized by electron impact at 70 eV. All samples were injected using scan (50–1000 m/z) and selected ion monitoring (SIM) mode. In all experiments, Cpt1a-proficient NIC cells were used as controls. The sample preparation and data collection order for biological and technical replicates was randomized. All metabolites described in this study were validated against authenticated standards to confirm mass spectra and retention times. The relative amount of each metabolite was determined from the integration of ion intensities and normalized to the number of cells extracted using MassHunter Quant software (v12.0.893.1, Agilent Technologies) according to published protocols^94^. Mass isotopomer distribution analysis was determined using a custom in-house algorithm developed at McGill University (McGuirk)^95,96^.

### Neutral lipid staining and uptake of BODIPY using flow cytometry

Cells were treated with 2 μM of cell membrane-permeant fluorophore, BODIPY 493/503 (4,4-Difluoro-1,3,5,7,8-Pentamethyl-4-Bora-3a,4a-Diaza-*s*-Indacene) (Thermo Fischer Scientific, #D3922) or BODIPY FL C16 (4,4-Difluoro-5,7-Dimethyl-4-Bora-3a,4a-Diaza-*s*-Indacene-3-Hexadecanoic Acid) (Thermo Fischer Scientific, #D3821) for 30 min at 37 °C to stain for lipid droplets. Samples were washed with PBS to remove staining solution, trypsinized to generate single cell suspension and centrifuged at 800 × *g* for 3 min. Subsequently, cells were washed with FACS buffer (1X PBS with 2 mM EDTA and 2% FBS), passed through a 70 μm strainer and stained with viability dye eFluor^YM^ 506 (eBioscience, 65-00866-18) for 10 min on ice. A minimum of 100,000 events per sample was acquired using a LSR Fortessa 5 L Flow Cytometer (BD Bioscience, H649225B4076) with FACSDiva Software (Version 8) (BD Biosciences) in slow rate mode to avoid doublets. Cell populations were gated as shown in Supplementary Fig. 2d. Data were analyzed with FlowJo Software (v10.10_CL, Ashland, OR, USA). Cell debris and aggregates were excluded from the analysis using pulse processing SSC-H vs SSC-W.

### Intracellular nucleotide measurement assays

Cells were seeded onto 10 cm dishes to measure intracellular Nucleotide (ATP, FAD, NAD^+^, NADH, NADP^+^, NADPH) levels. The live cell numbers were counted prior to the assay with trypan blue staining using Cellometer Auto T4 Automated Cell Counter (Nexcelom), and 1 × 10^6^ (ATP, FAD), 2 × 10^6^ (NAD^+^, NADH) and 4 × 10^6^ (NADP^+^, NADPH) cells were subjected to ATP (Abcam, ab83355), FAD (Abcam, ab204710), NAD^+^ and NADH (NAD^+^/NADH; Abcam, ab65348), and NADP^+^ and NADPH (NADP^+^/ NADPH; Abcam, ab65349) assay kits according to the manufacturer’s instructions. Nucleotides levels were measured with microplate reader spectrophotometer at 570 nm (ATP and FAD) and 450 nm (NAD^+^/NADH and NADP^+^/NADPH). Nucleotide levels were determined from a standard calibration curve and nucleotide concentrations were derived from the sample volume used for the measurement.

### In vitro drug preparation and Incucyte cell proliferation assays

Etomoxir (MedChemExpress, HY-50202), N-Acetylcysteine (MedChemExpress, HY-B0215), UK-5099 (MedChemExpress, HY-15475), Brusatol (MedChemExpress, HY-19543) and ML385 (MedChemExpress, HY-100523) were dissolved in DMSO in vitro as described. Cells were treated at the indicated concentrations for 24 h for immunoblotting, qRT-PCR, OCR/ECAR measurements and mitochondrial staining experiments. For proliferation assays, 5000 cells per well were seeded in triplicate or quadruplicate in 96-well optical-bottom plates (Nunc, 167008). After 24 h of seeding, drugs or vehicle controls were added, and live cell imaging was performed using the IncuCyte S3 system (ESSEN BioSciences, Ann Arbor, MI, USA) at 10x magnification every 6 h over a period of 96 h (2 images per well per timepoint, 17 total timepoints). Percentage confluence was determined using the IncuCyte S3 Analysis software (v2019A, ESSEN BioSceinces).

### Analysis of transcriptomic data from publicly available datasets

Kaplan–Meier curves depicting overall survival (OS) based on *CPT1A* mRNA expression in breast cancer and HER2+ breast cancer patients were generated using the Gene Expression Profiling Interactive Analysis database (GEPIA2) web-based tool (http://gepia2.cancer-pku.cn/) from Breast invasive carcinoma (BRCA) TCGA/GTEx dataset (*n* = 1085)^97^. To assess the prognostic value of CPT1A, patient samples were stratified into two groups, high and low, based on median cut-offs. The two patient cohorts were compared using Kaplan–Meier survival plots, and the hazard ratios, calculated using the Cox proportional-hazard model with 95% confidence intervals (CIs), and log-rank *p* values were displayed on the figure. *p-*values less than 0.05 were considered significant. Receiver Operating Characteristic (ROC) plots were used to assess whether *CPT1A* gene expression could serve as a biomarker for sensitivity or resistance to Trastuzumab in breast cancer. These ROC plots were generated from ROC plotter (https://rocplot.org) using Breast Cancer datasets identified in the Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/gds). The GEO platform IDs used included, “GPL96” (for HG-U133A), “GPL570” (for HG-U133 Plus 2.0), “GPL571” (for HU-U133A_2), the keywords “breast”, “cancer” and “therapy” and datasets with fewer than 30 samples were excluded (*n* = 3104)^98^. These datasets were selected as they are widely used and utilize the same probes for measuring the same genes. “ROC Plotter for breast cancer” tool was selected and CPT1A was entered as the gene symbol. ROC plots were created for both complete pathological response (cPR) and relapse-free survival (RFS) to Anti-HER2 therapy, Trastuzumab.

### Statistics and reproducibility

GraphPad Prism 9.0 software was used to generate graphs and statistical analyses and compiled on Adobe Illustrator (v25.2.3). Statistical significance was determined by unpaired, two-tailed Student’s *t*-tests, one-way ANOVA with Tukey’s post-hoc tests for multiple comparisons, and Kaplan–Meier analysis with logrank tests (Mantel–Haenszel), as appropriate. Throughout the study, data are presented as the mean ± SD, with statistical significance defined at a *p*-value of less than 0.05 (*p* < 0.05). The methods for statistical tests, sample sizes (*n*), exact *p-*values (for *p < 0.05, **p < 0.01, ***p < 0.001, ****p <  0.0001) and definition of error bars are indicated in the figure legends. Statistical comparisons not indicated on the figure were found to be insignificant. No power analysis or statistical method was used to calculate the sample size; they were determined based on previous experience. *p-*values from statistical tests were used to assess statistical significance and appropriateness of sample sizes. No data were excluded from the analyses. All experiments were reproduced in at least two independent experiments using the indicated biological and technical replicates unless otherwise specified in the figure legends. All immunoblots and images presented are representative of these independent experiments. For in vivo experiments, mice were randomly allocated to treatment groups, and investigators performing drug treatments and tumor measurements were blinded to the allocation.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data File

## Data Availability

The RNA-Seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE254622. The raw metabolomics data in this study were generated at the Metabolomics Innovation Resource Facility and have been deposited in the Mendeley Data database under accession code DOI: 10.17632/ddxckj7s5b.3 [https://data.mendeley.com/datasets/ddxckj7s5b/3]. All findings from this study are available within the article, supplementary information, and source data files. Source data are provided with this paper.

# Supplementary material for: Targeting fatty acid oxidation enhances response to HER2-targeted therapy
**Source:** Nat Commun. 2024 Aug 3;15:6587. doi: 10.1038/s41467-024-50998-3
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information**

**Targeting Fatty Acid Oxidation Enhances Response to HER2-targeted Therapy**

Nandi et al.

Supplementary Figures 1-12

Supplementary Tables 1-4

**Supplementary Figures**

**
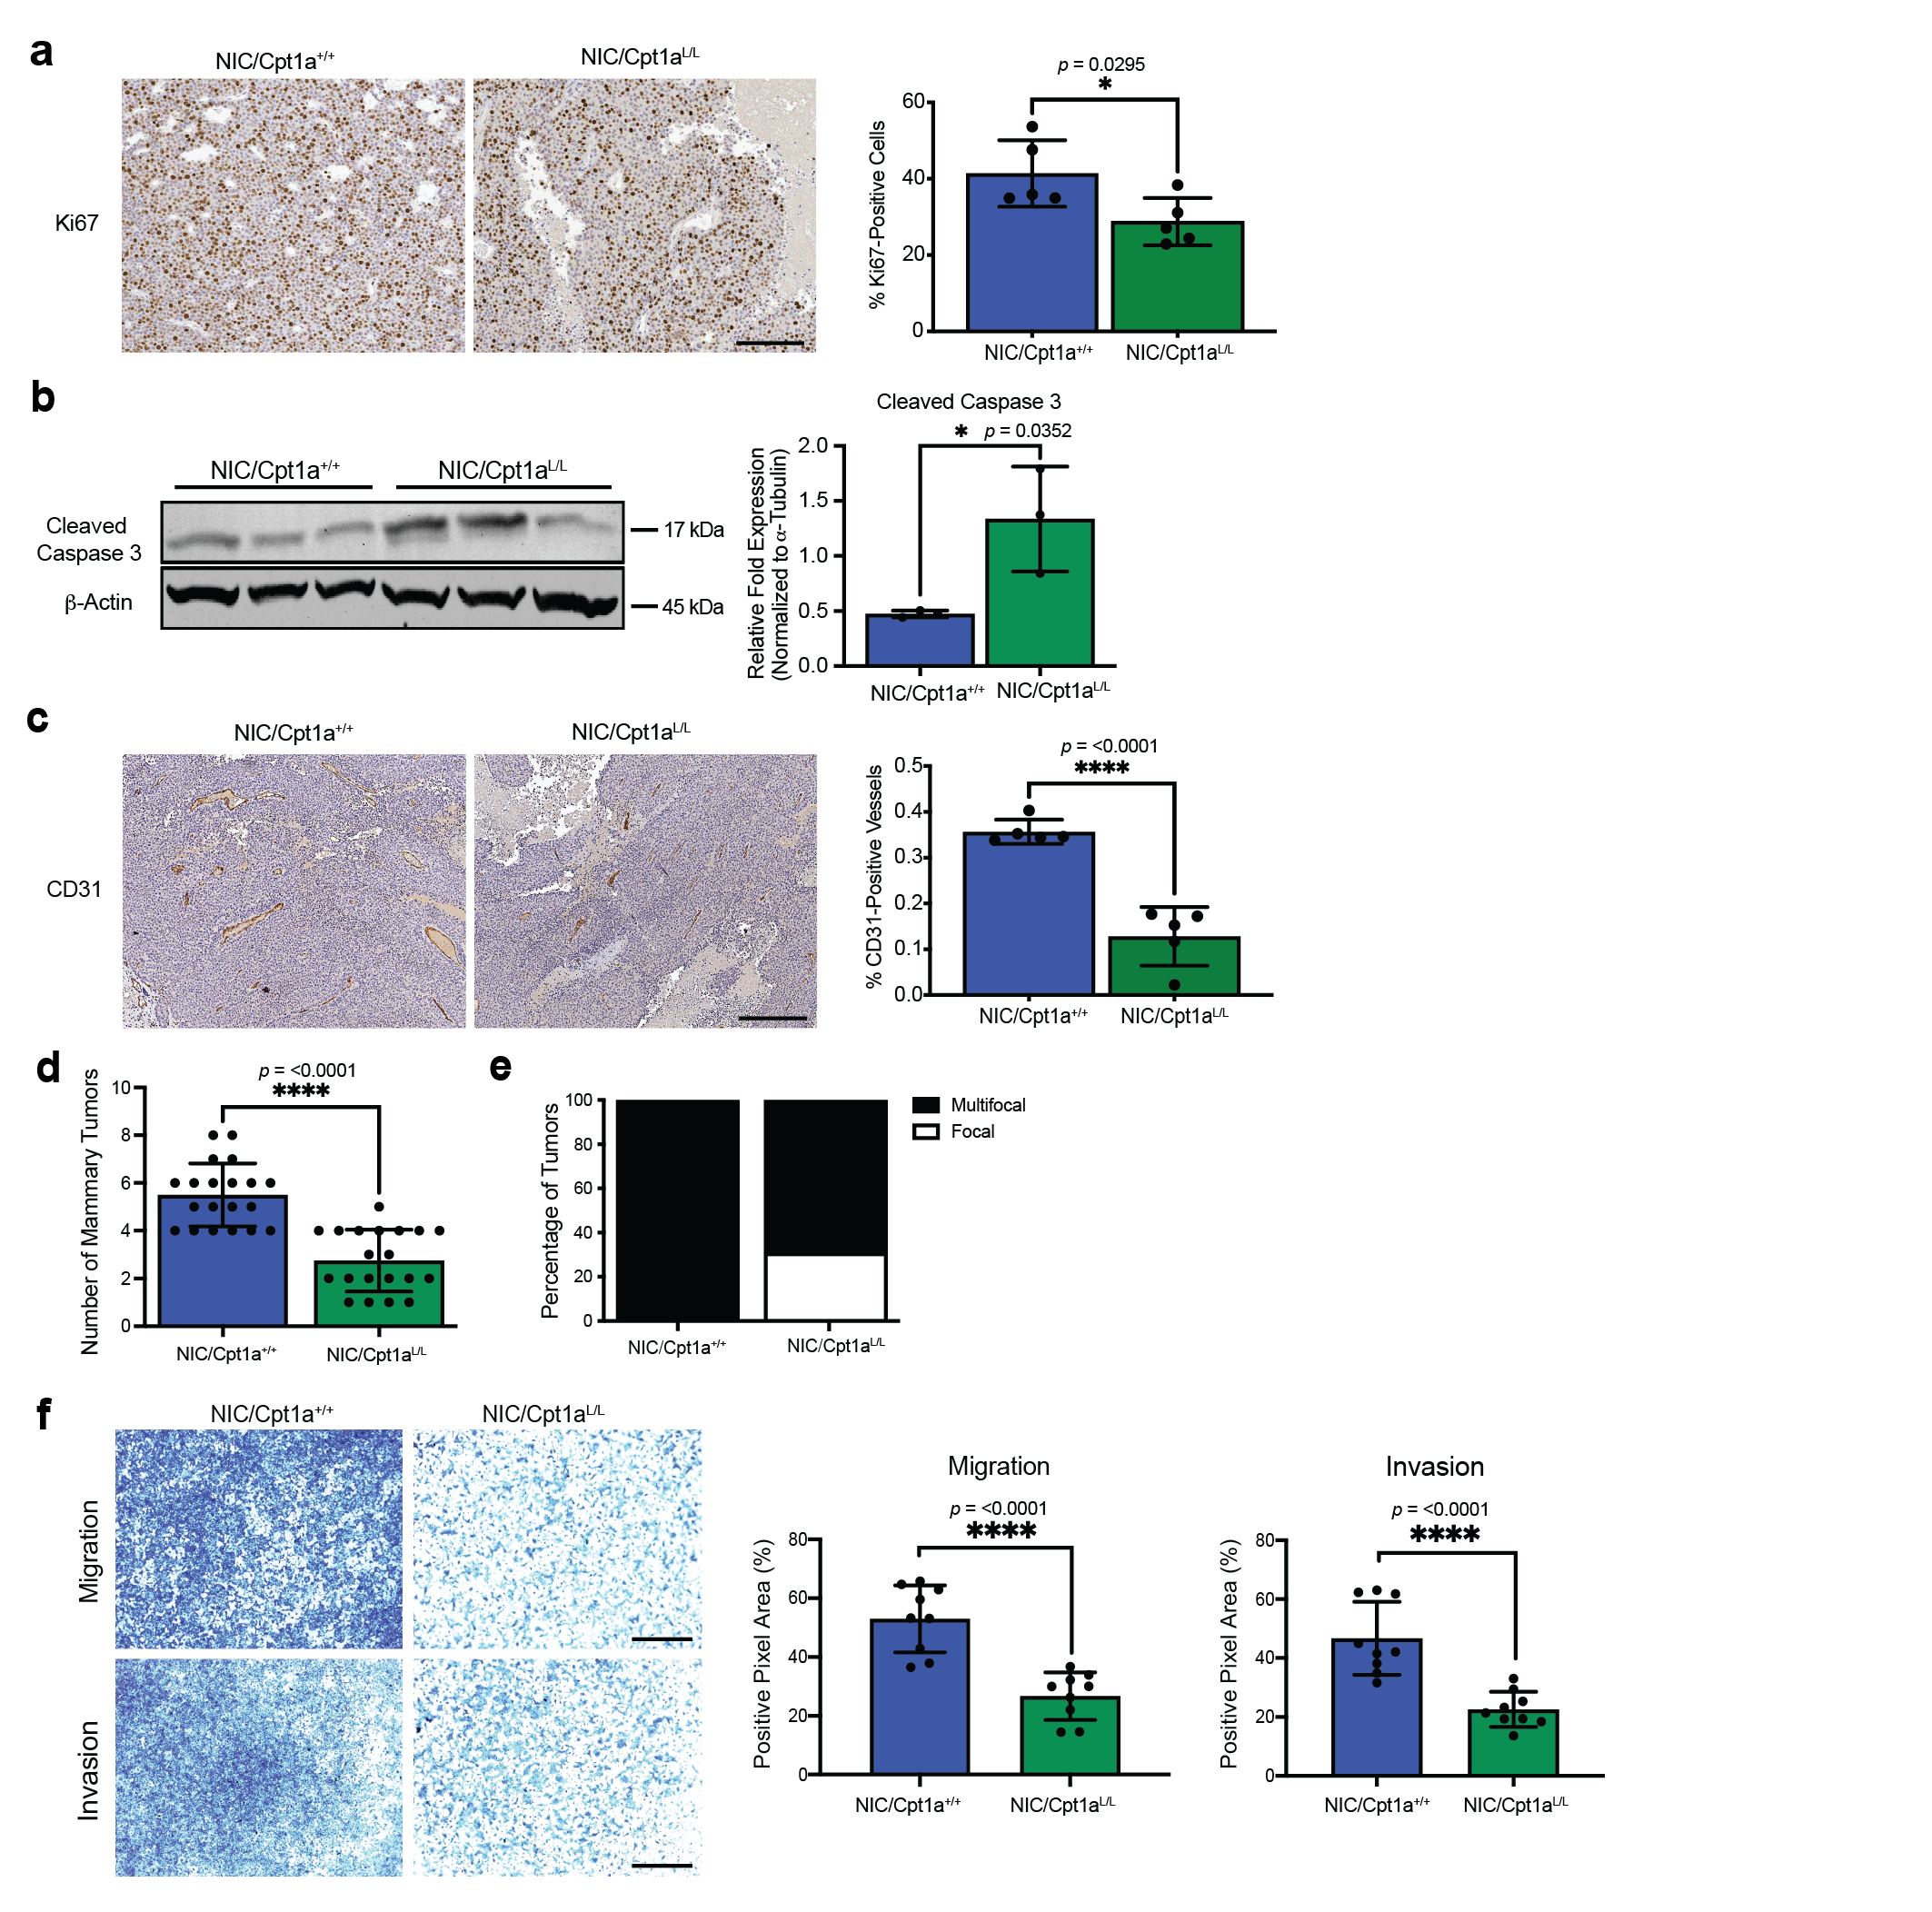
Supplementary Figure 1: Cpt1a-deficient NIC Tumors are Necrotic and Exhibit Decreased Blood Vessel Diameter**

**a,** Control and Cpt1a-deficient tumors were stained for Ki67, a proliferation marker, expression by immunohistochemistry (IHC). Left panel - Representative images. Scale bar represents 100 µm. Right panel - Quantification of the percentage of Ki67-positive nuclei in tumors. *n* = 5 mice per genotype (minimum 10,000 total nuclei analyzed per mouse). **p* < 0.05; unpaired, two-tailed Student’s t-test. **b,** Lysates of NIC/Cpt1a^+/+^ and NIC/Cpt1a^L/L^  cells were immunoblotted with the indicated antibodies. Representative immunoblots and quantification (fluorescent immunoblotting – LiCOR Odyssey) of Cleaved Caspase 3 expression are shown. 3 independent cell lines were analyzed per genotype. **p* < 0.05; unpaired, two-tailed Student’s t-test. **c,** Tumors as in (a) were stained for stained for CD31, a marker of endothelial cells, by IHC. Left panel - Representative images. Scale bar represents 100 µm. Right panel - Quantification of the percentage of CD31-positive vessels in tumors. *n* = 5 mice per genotype (minimum 10,000 total nuclei analyzed per mouse). *****p* < 0.0001; unpaired, two-tailed Student’s t-test. **d-e,** Quantification of the total number of mammary tumors per mouse (d) and percentage of focal and multifocal tumors, for each genotype. *n* = 20 mice per genotype - *****p* < 0.0001; unpaired, two-tailed Student’s t-test. **f,** Left panel –Representative images of cell migration and invasion (Boyden chamber) assays. Scale bar represents 1000 μm. Right Panel – quantification (positive pixel area) of cell migration and invasion (n = 3 cell lines per genotype in triplicate – *****p* < 0.0001; unpaired, two-tailed Student’s *t*-test). All error bars are expressed as mean values ± SD. Source data are provided as a Source Data file.

**
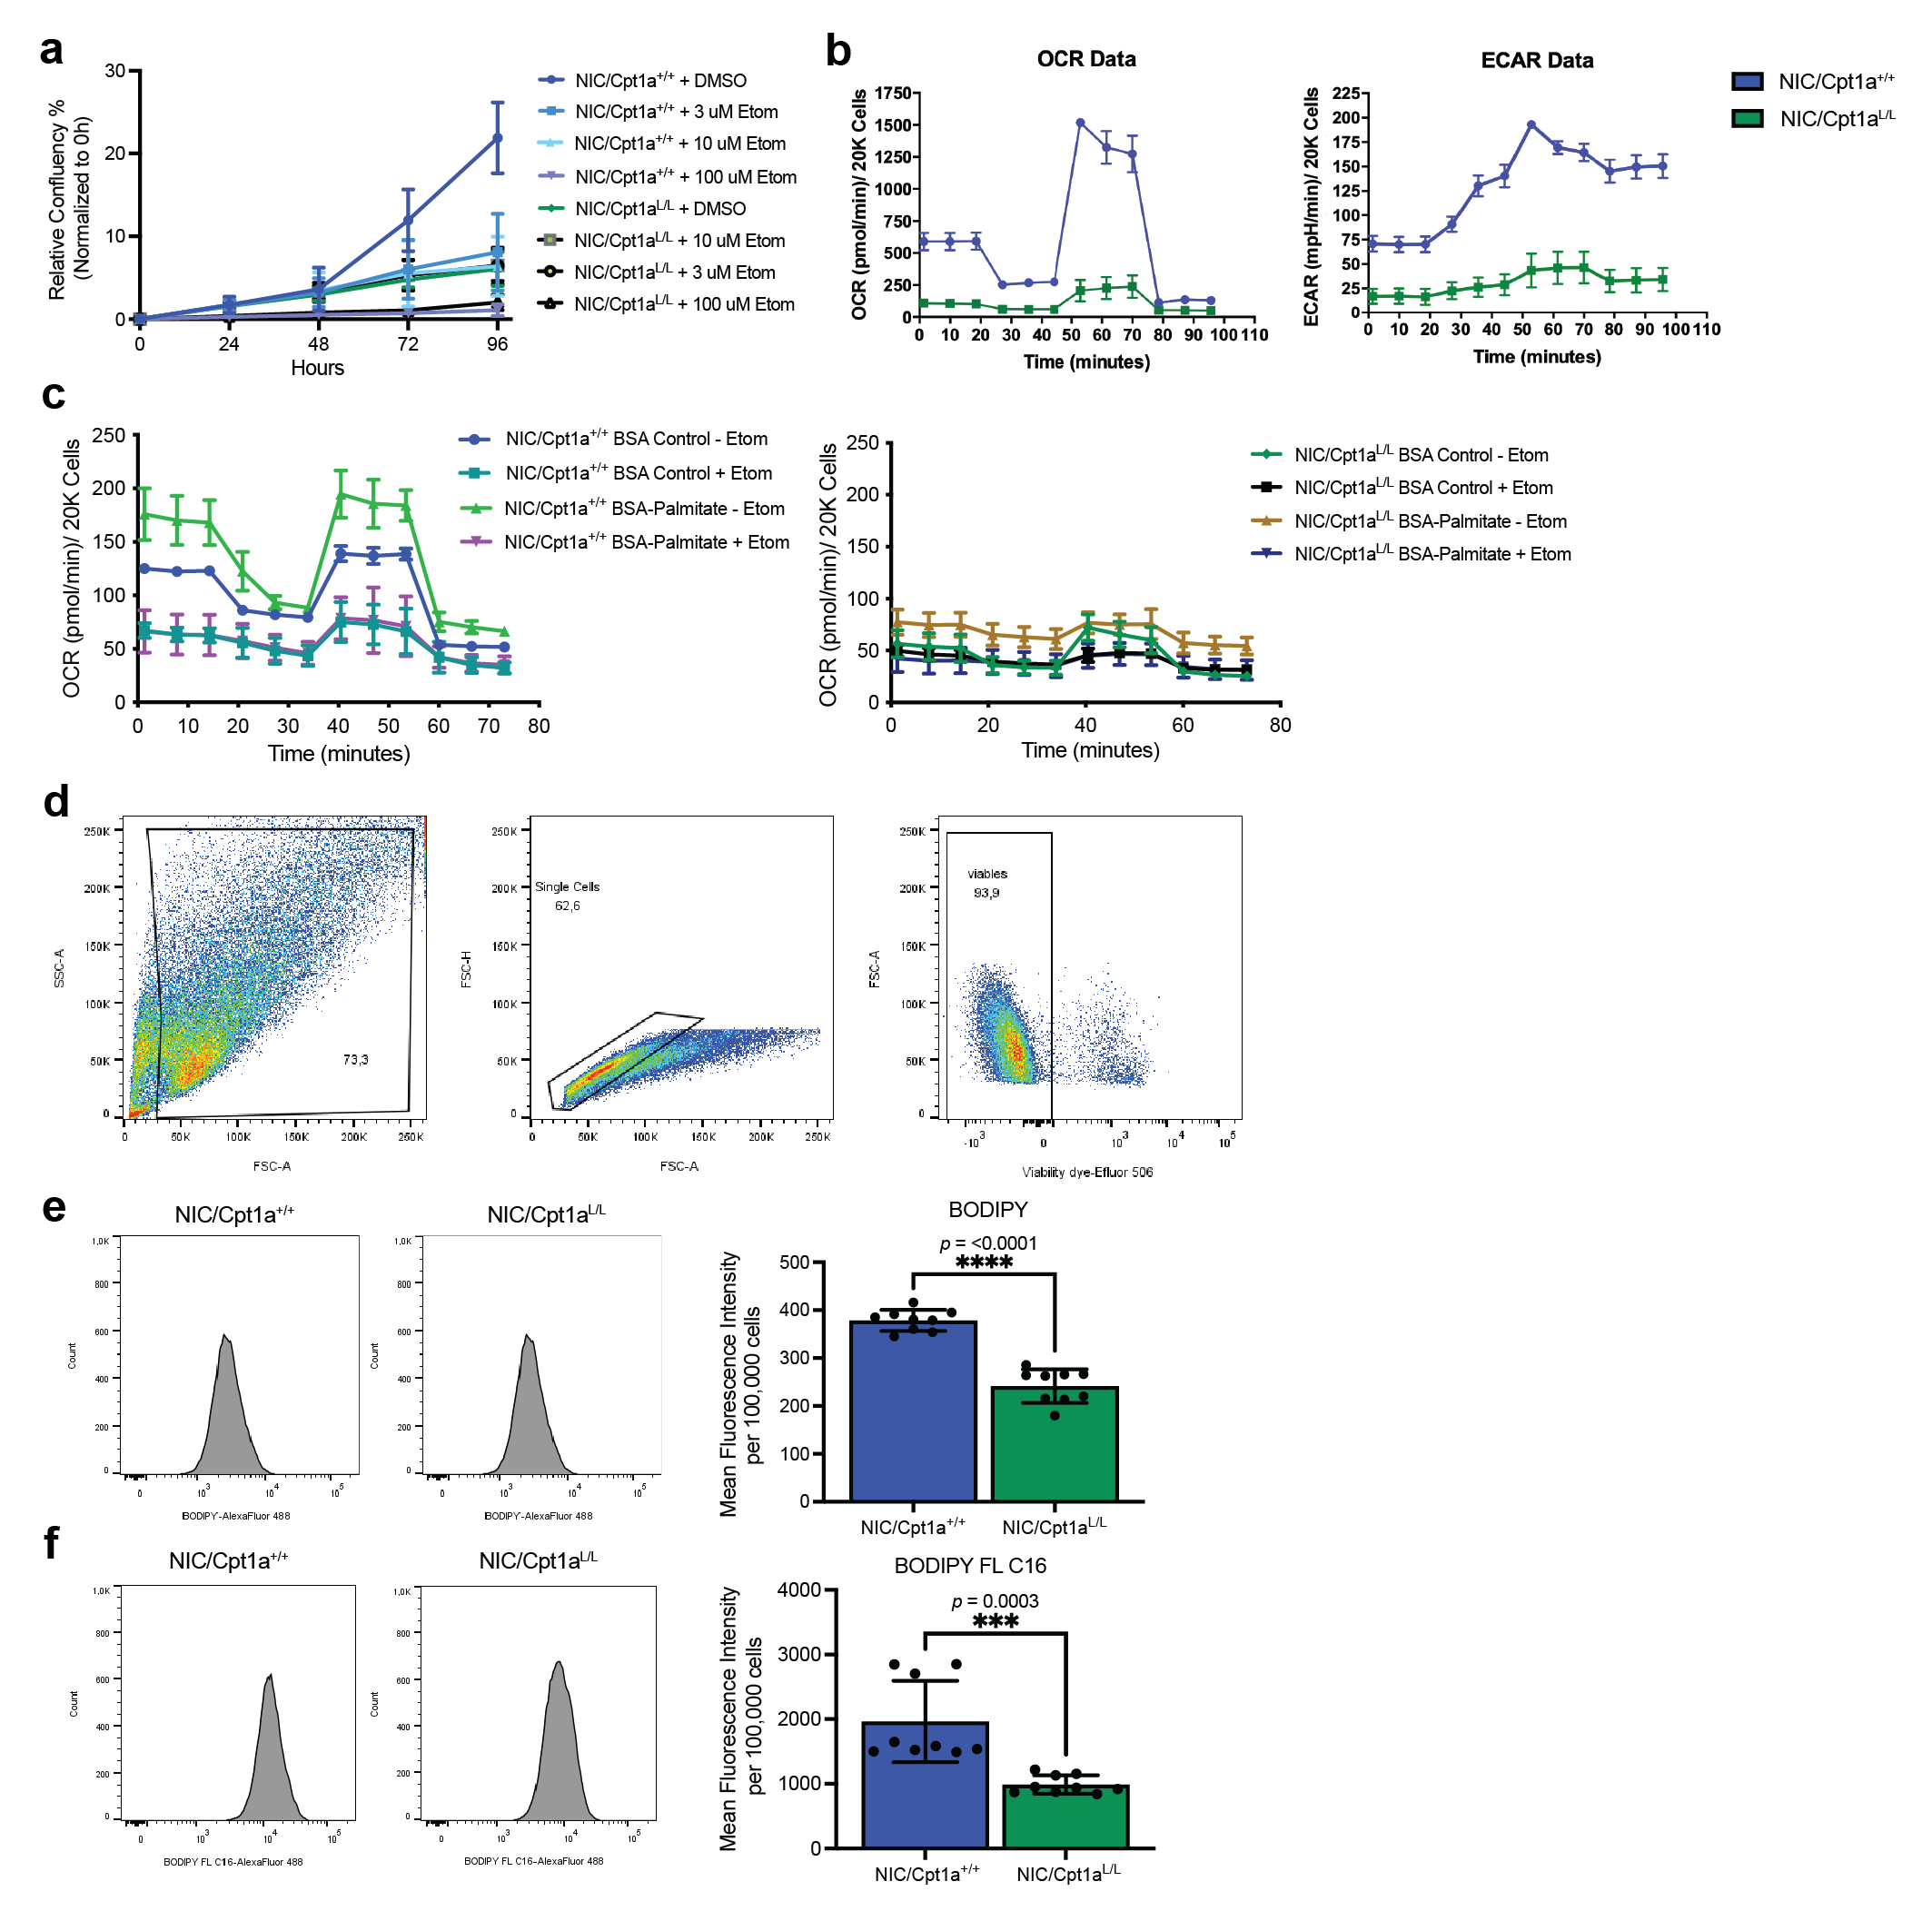
Supplementary Figure 2: Deletion of Cpt1a impairs OXPHOS, glycolysis and utilization of exogenous fatty acids for FAO.**

**a,** Growth curves from the proliferation assay Figure 2b. **b,** Left panel - Basal, maximal (FCCP), ATP-synthesis coupled (Oligomycin A), and non-mitochondrial (rotenone/ antimycin A) oxygen consumption rates (OCRs) of NIC/Cpt1a^+/+^ and NIC/Cpt1a^L/L^ cells. Representative of *n* = 3 cell lines. Right panel - pH changes per minute in the cell culture medium measured simultaneously with OCR, Representative of *n* = 3 cell lines per genotype. **c,** Left panel - Basal, maximal (FCCP), ATP-synthesis coupled (Oligomycin A), and non-mitochondrial (rotenone/ antimycin A) OCRs of NIC/Cpt1a^+/+^ and NIC/ Cpt1a^L/L^ cells in the presence of bovine serum albumin (BSA)-control or palmitate and in the presence or absence of Etomoxir (Etom). Representative of *n* = 3 cell lines. Right panel - pH changes per minute in the cell culture medium from cells as 2f measured simultaneously with OCR, Representative of *n* = 3 cell lines per genotype. **d,** Representative gating strategy for flow cytometry analysis of (e-f) assessing BODIPY 493/503 and BODIPY FL C16 (Alexa Fluor 488) in viable (eFluor 506-positive) NIC/Cpt1a^+/+^ and NIC/Cpt1a^L/L^ cells. **e-f,** Representative histograms (Left panel) and mean fluorescence intensity (MFI) (Right panel) of BODIPY 493/503 (d) and BODIPY FL C16 (e) incorporation in NIC/ Cpt1a^+/+^ and NIC/ Cpt1a^L/L^ cells. *n* = 3 cell lines per genotype analyzed in triplicate -****p*< 0.001, *****p* < 0.0001; unpaired, two-tailed Student’s t-test. All error bars are expressed as mean values ± SD. Source data are provided as a Source Data file.

**
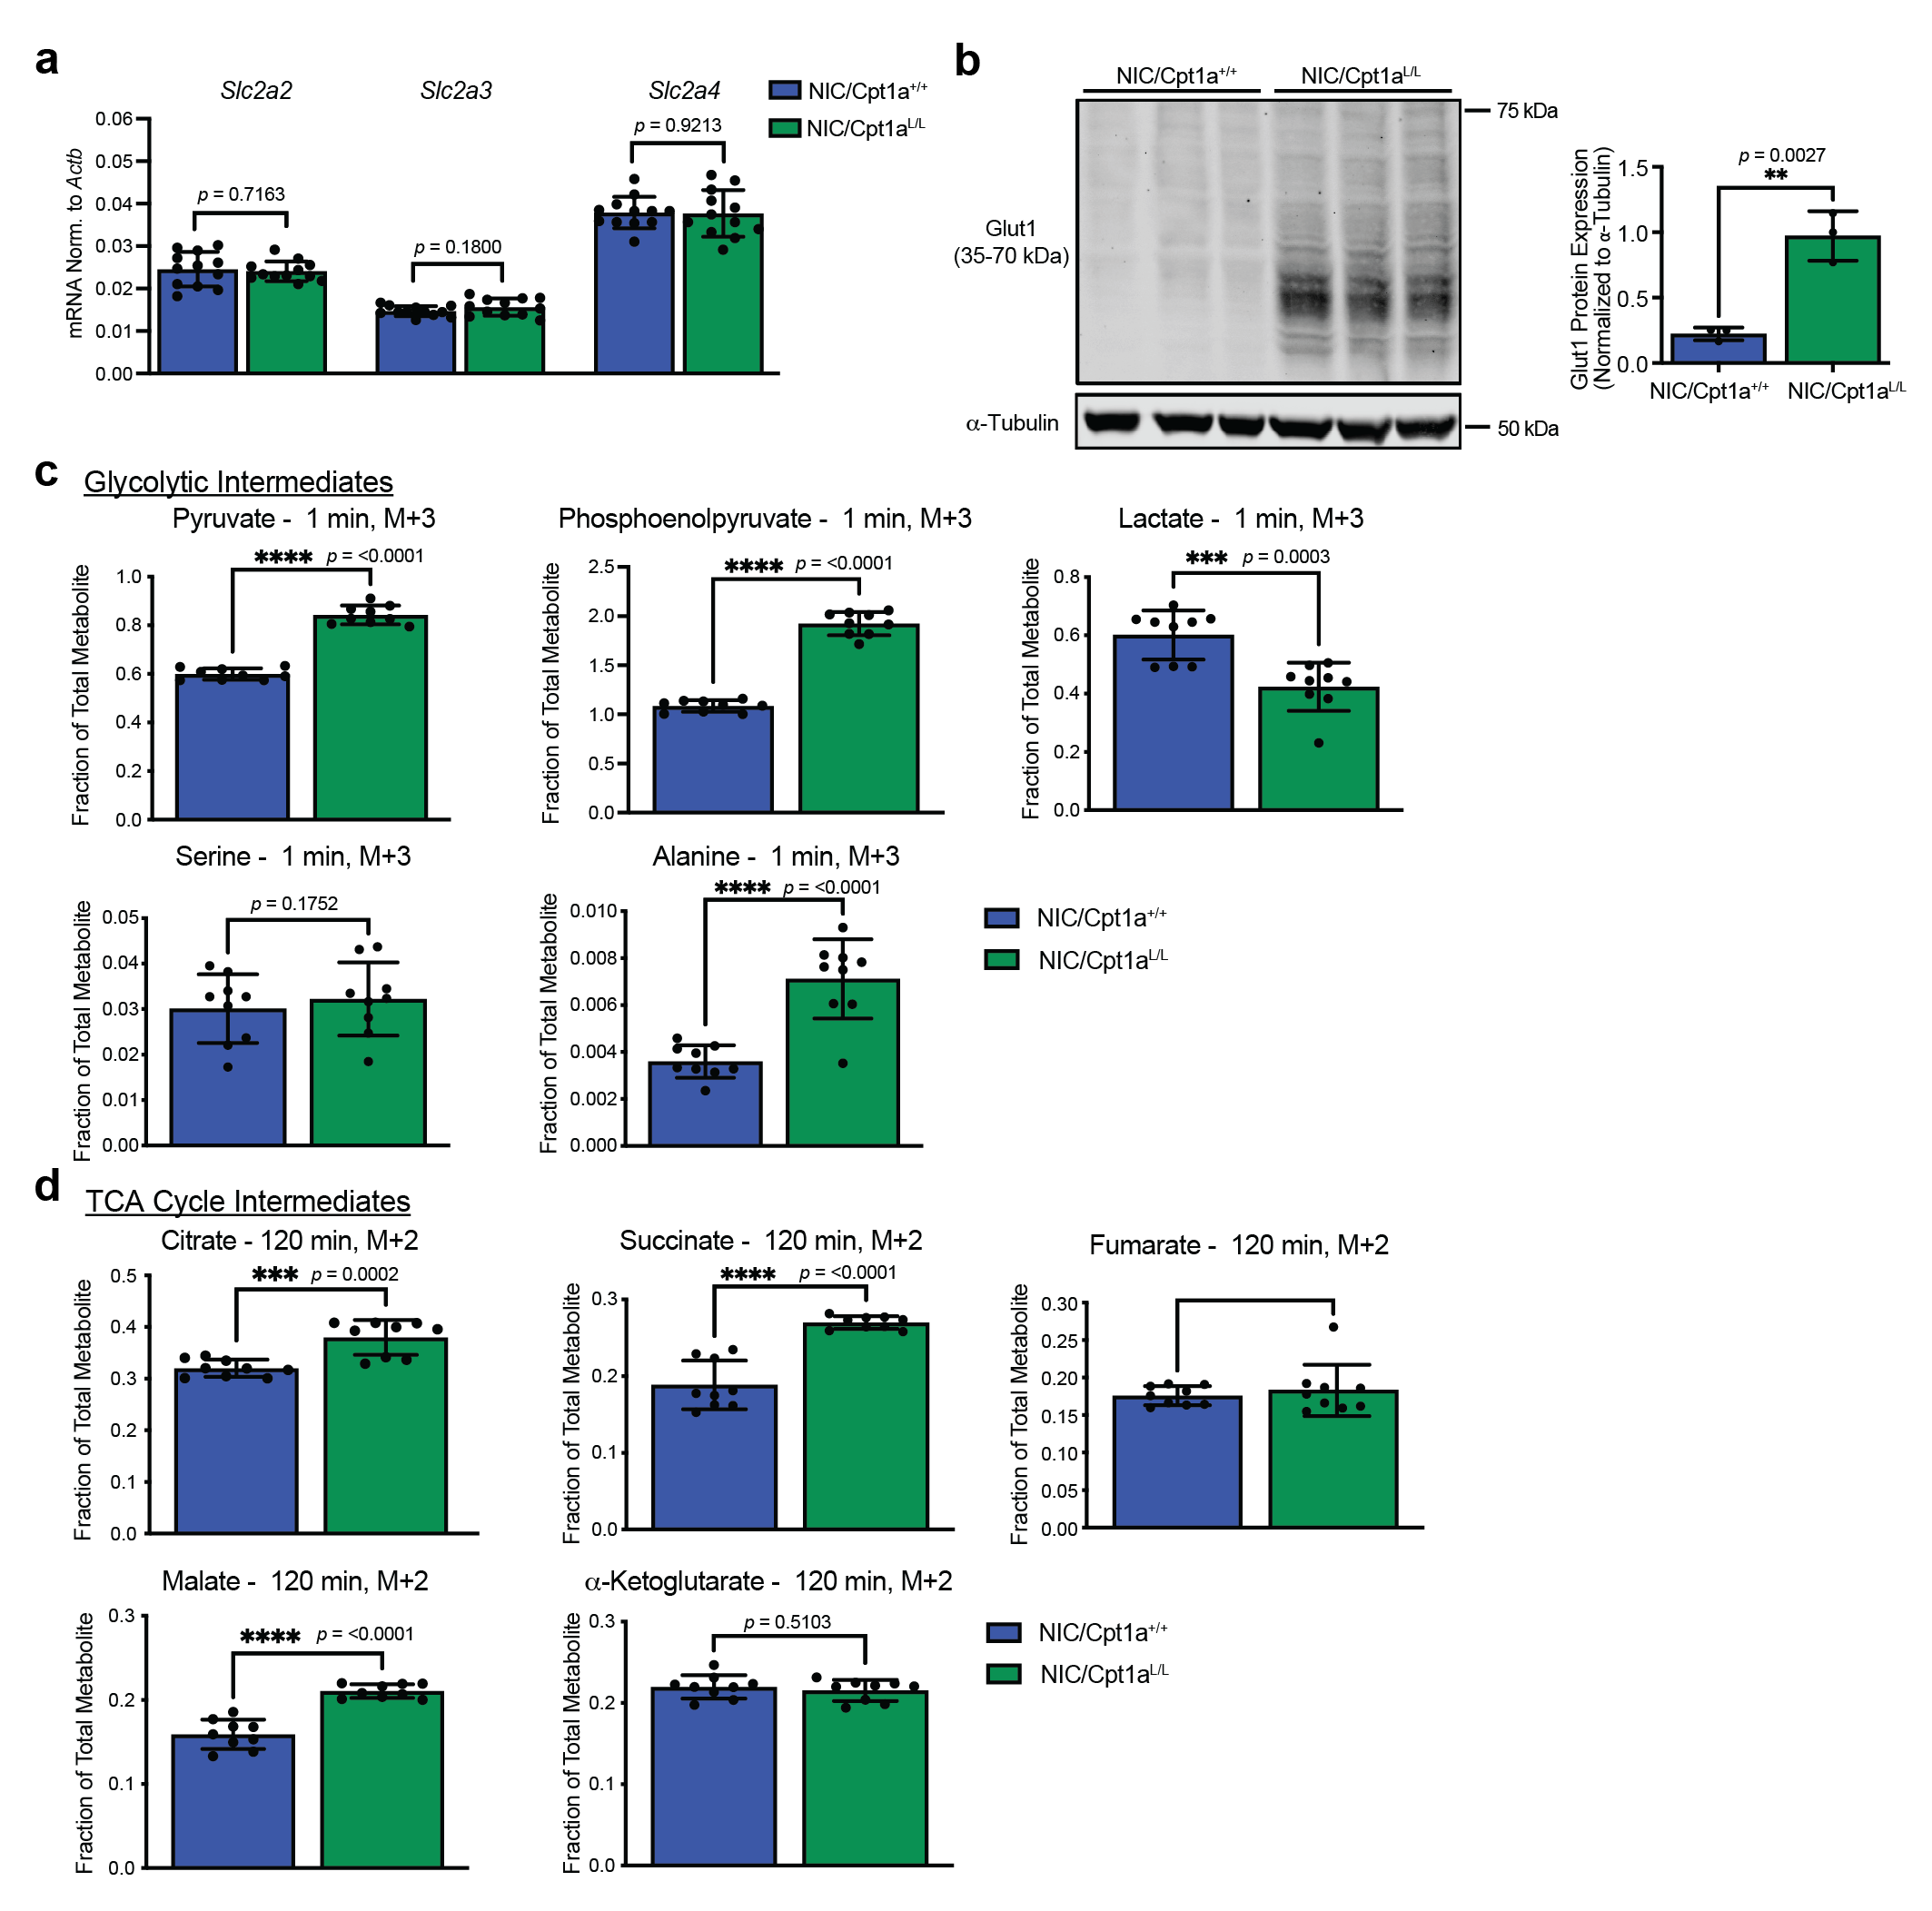
Supplementary Figure 3: U-^13^C-glucose labeling shows loss of Cpt1a drives synthesis of TCA cycle intermediates from glucose**

**a,** QRT-PCR analysis of Glut2 (*Slc2a2*), Glut3 (*Slc2a3*) and Glut4 (*Slc2a4*) in NIC/Cpt1a^+/+^ and NIC/Cpt1a^L/L^ cells. Expression was normalized to that of *Actb*. *n* = 4 cell lines per genotype in triplicate - ****p*< 0.001, *****p* < 0.0001; unpaired, two-tailed Student’s t-test. **b,** NIC/Cpt1a^+/+^ and NIC/Cpt1a^L/L^  lysates were immunoblotted with the indicated antibodies. Representative immunoblots and quantification (fluorescent immunoblotting – LiCOR Odyssey) of Glut1 expression are shown. 3 independent cell lines were analyzed per genotype in triplicate. ***p* < 0.01; unpaired, two-tailed Student’s t-test. **c-d,** Fractional ion abundance of Glycolytic (Pyruvate, Phosphoenolpyruvate, Lactate, Serine and Alanine) and TCA Cycle (Citrate, Succinate, Fumarate, Malate and a-KG) intermediates following a pulse with U-^13^C-glucose at the indicated time points of NIC/Cpt1a^+/+^ and NIC/Cpt1a^L/L^  cells. *n* = 3 per genotype, analyzed in triplicate - ****p* < 0.001, *****p* < 0.0001; unpaired, two-tailed Student’s t-test. All error bars are expressed as mean values ± SD. Source data are provided as a Source Data file.

**
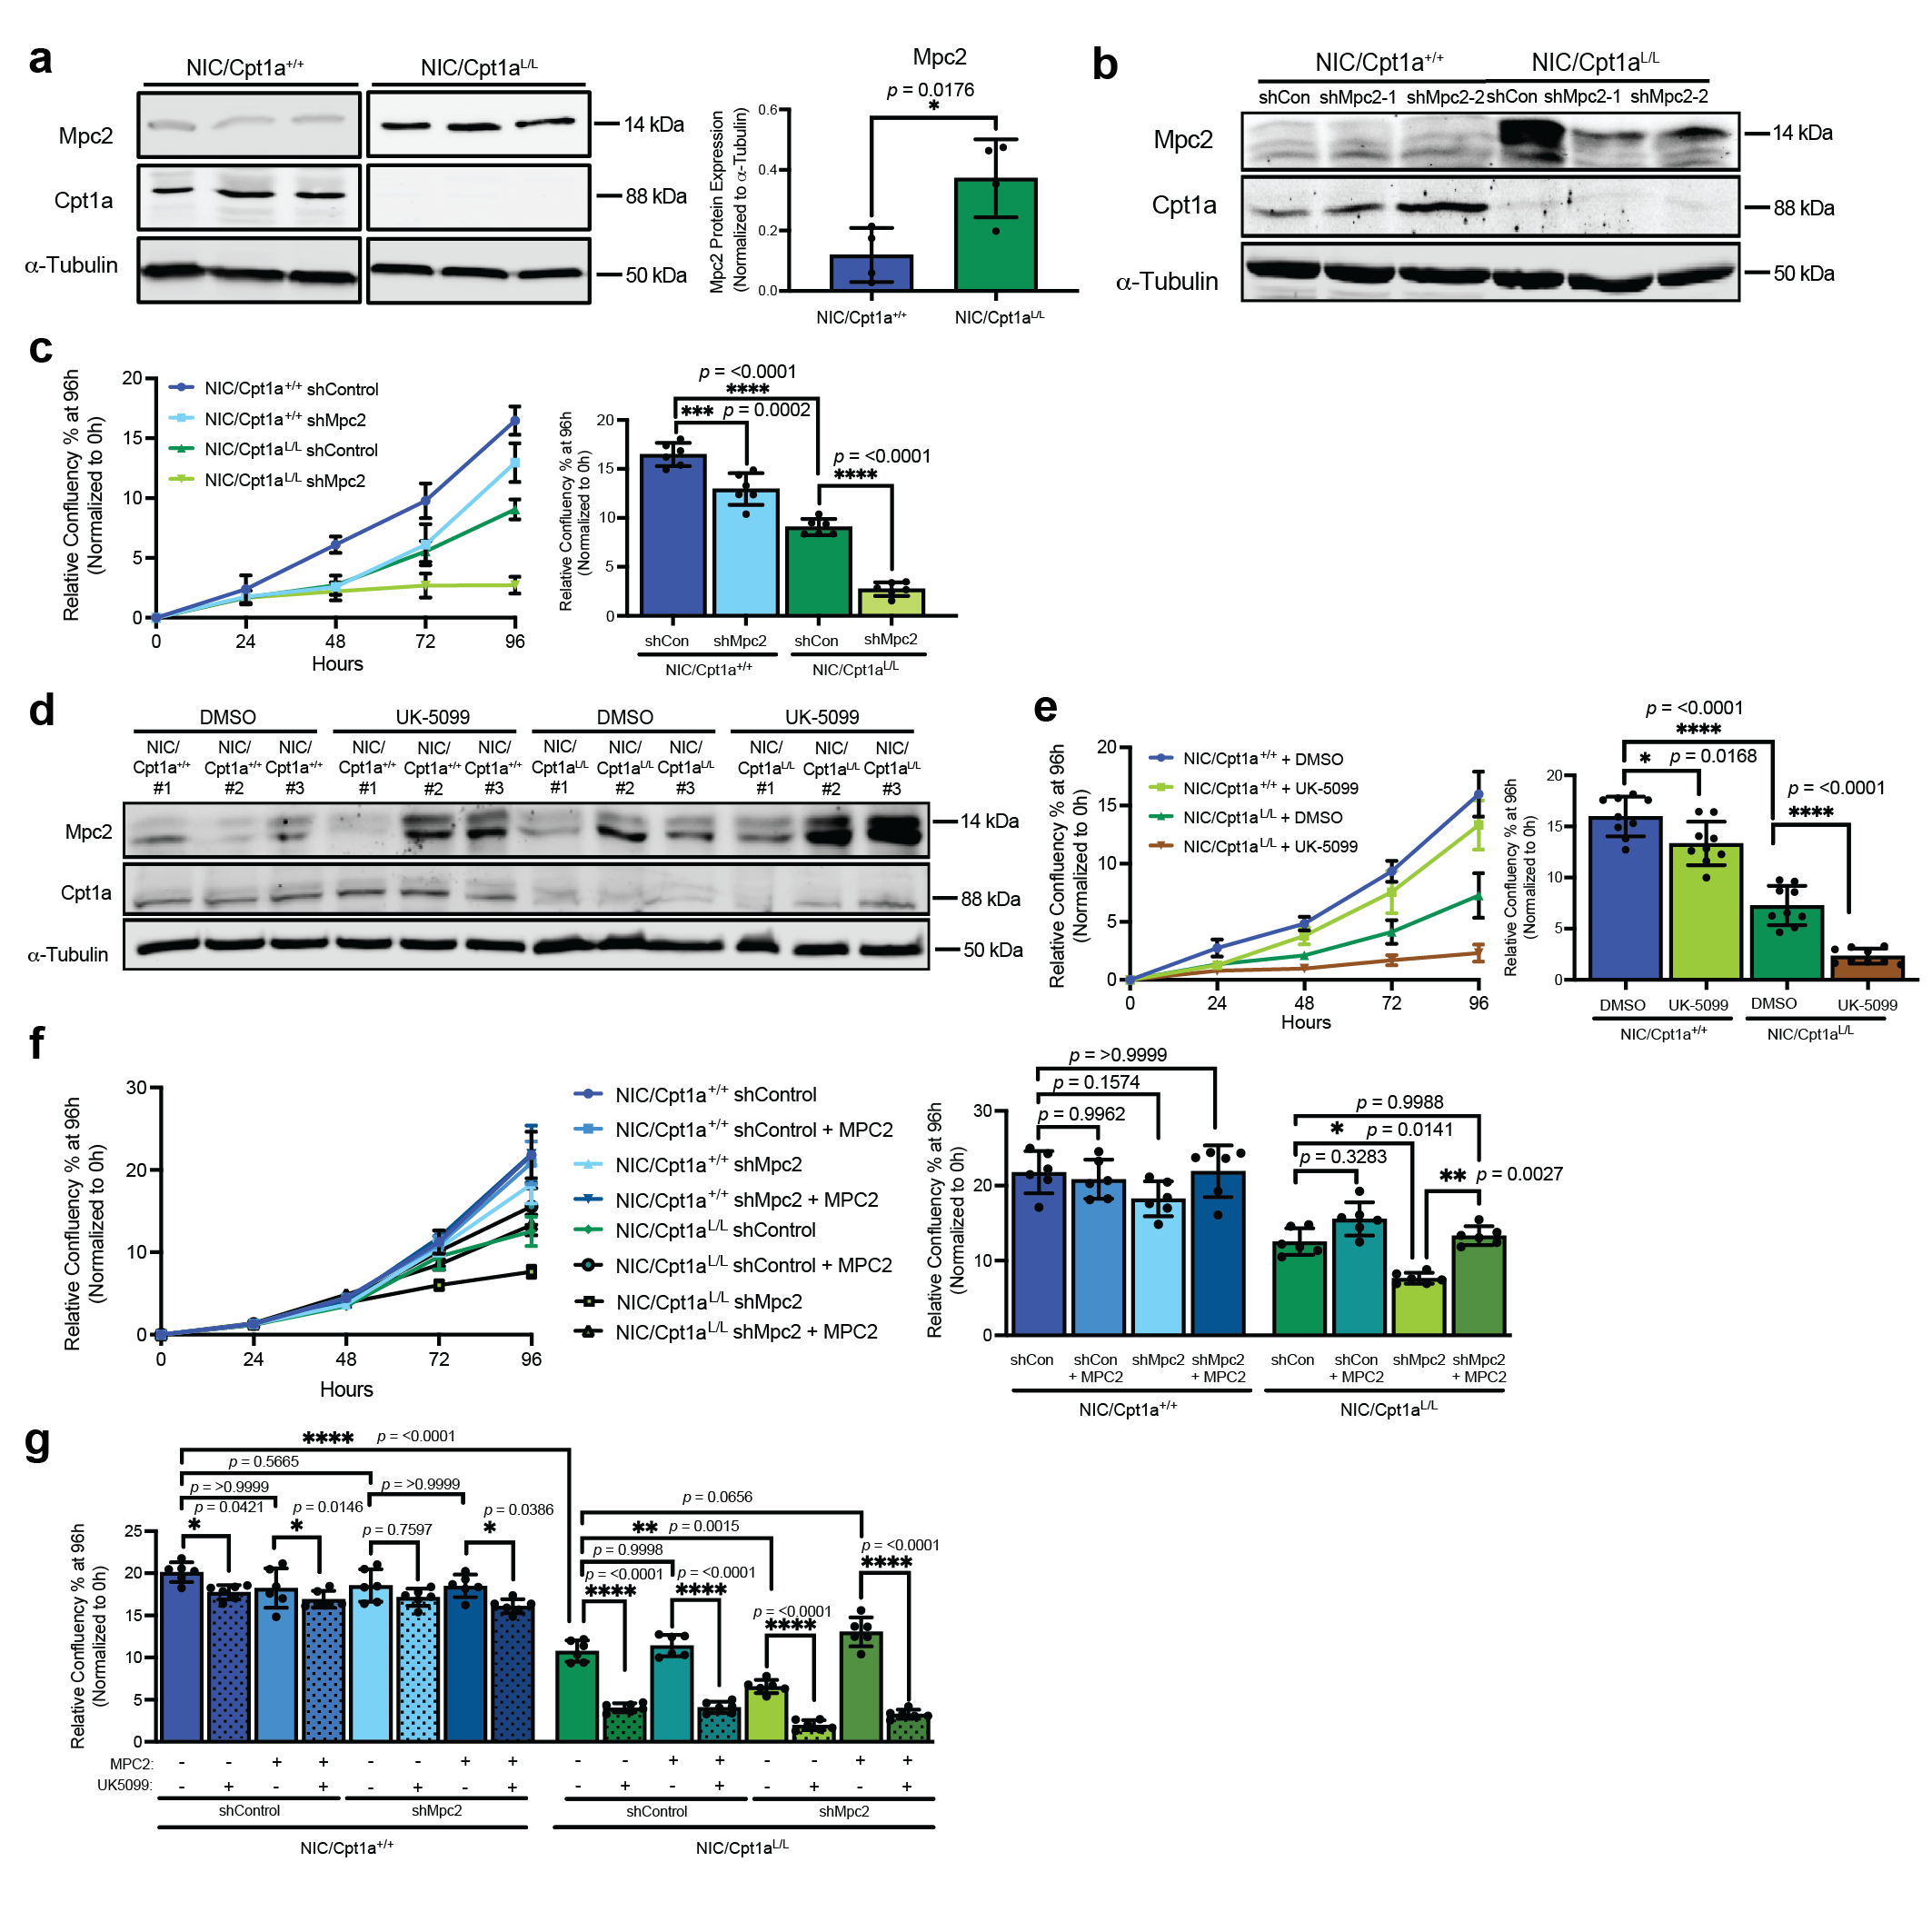
Supplementary Figure 4: Ablation of Cpt1a confers dependence on pyruvate transport into the mitochondria.**

**a,** NIC/Cpt1a^+/+^ and NIC/Cpt1a^L/L^ lysates were immunoblotted with the indicated antibodies. Representative immunoblots (Left panel) and quantification (fluorescent immunoblotting – LiCOR Odyssey) (Right panel) of Mpc2 expression are shown. 4 independent cell lines were analyzed per genotype. **p* < 0.05; unpaired, two-tailed Student’s t-test. **b,** NIC/Cpt1a^+/+^ and NIC/Cpt1a^L/L^ cells stably expressing short hairpin RNAs (shRNAs) against luciferase (control - shCon) or Mpc2 (*Brp44*) were transduced *in vitro* and immunoblotted with the indicated antibodies.  **c,** Proliferation was assessed from cells as in (b) using an imaging-based assay to monitor cell confluency in real time. Left panel – growth curves. Right panel – endpoint analysis of cell growth at 96h. Data were normalized to confluency at t=0. *n* = 2 cell lines in triplicate - ****p* < 0.001, *****p* < 0.0001; unpaired, two-tailed Student’s t-test**. d,** Lysates of NIC/Cpt1a^+/+^ and NIC/Cpt1a^L/L^  cells were immunoblotted with the indicated antibodies. Mitochondrial pyruvate carrier (MPC) inhibitor, UK5099, was used at 10μM. **e,** NIC cells were treated with 10μM UK5099, or DMSO as a control. Proliferation was assessed by Incucyte® to measure cell confluency in real time. Growth curves (left panel) correspond to endpoint data at 96 hours (right panel). *n* = 3 per genotype, analyzed in triplicate - **p* < 0.05 and *****p* < 0.0001; one-way ANOVA with Tukey’s post-hoc test. **f,** Left panel - Proliferation assay of NIC/Cpt1a^+/+^ and NIC/Cpt1a^L/L^ shControl and shMpc2 cells stably transduced with human MPC2 constructs, resistant to targeting my shMpc2, assessed by Incucyte®. Right panel – Percentage relative confluency of cells at 96 hours, normalized to t=0. (*n=*3 cell lines) (**p* < 0.05, ***p* < 0.05; one-way ANOVA with Tukey’s post-hoc test). **g,** Growth curve (left panel) and end-point proliferation data (right panel) of NIC shControl and shMpc2 cells stably transduced with human MPC2 and treated with UK5099 (10μM) at 96 hours, normalized to t=0. (*n=*3 cell lines) (***p* < 0.01, *****p* < 0.0001; one-way ANOVA with Tukey’s post-hoc test). All error bars are expressed as mean values ± SD. Source data are provided as a Source Data file.

**
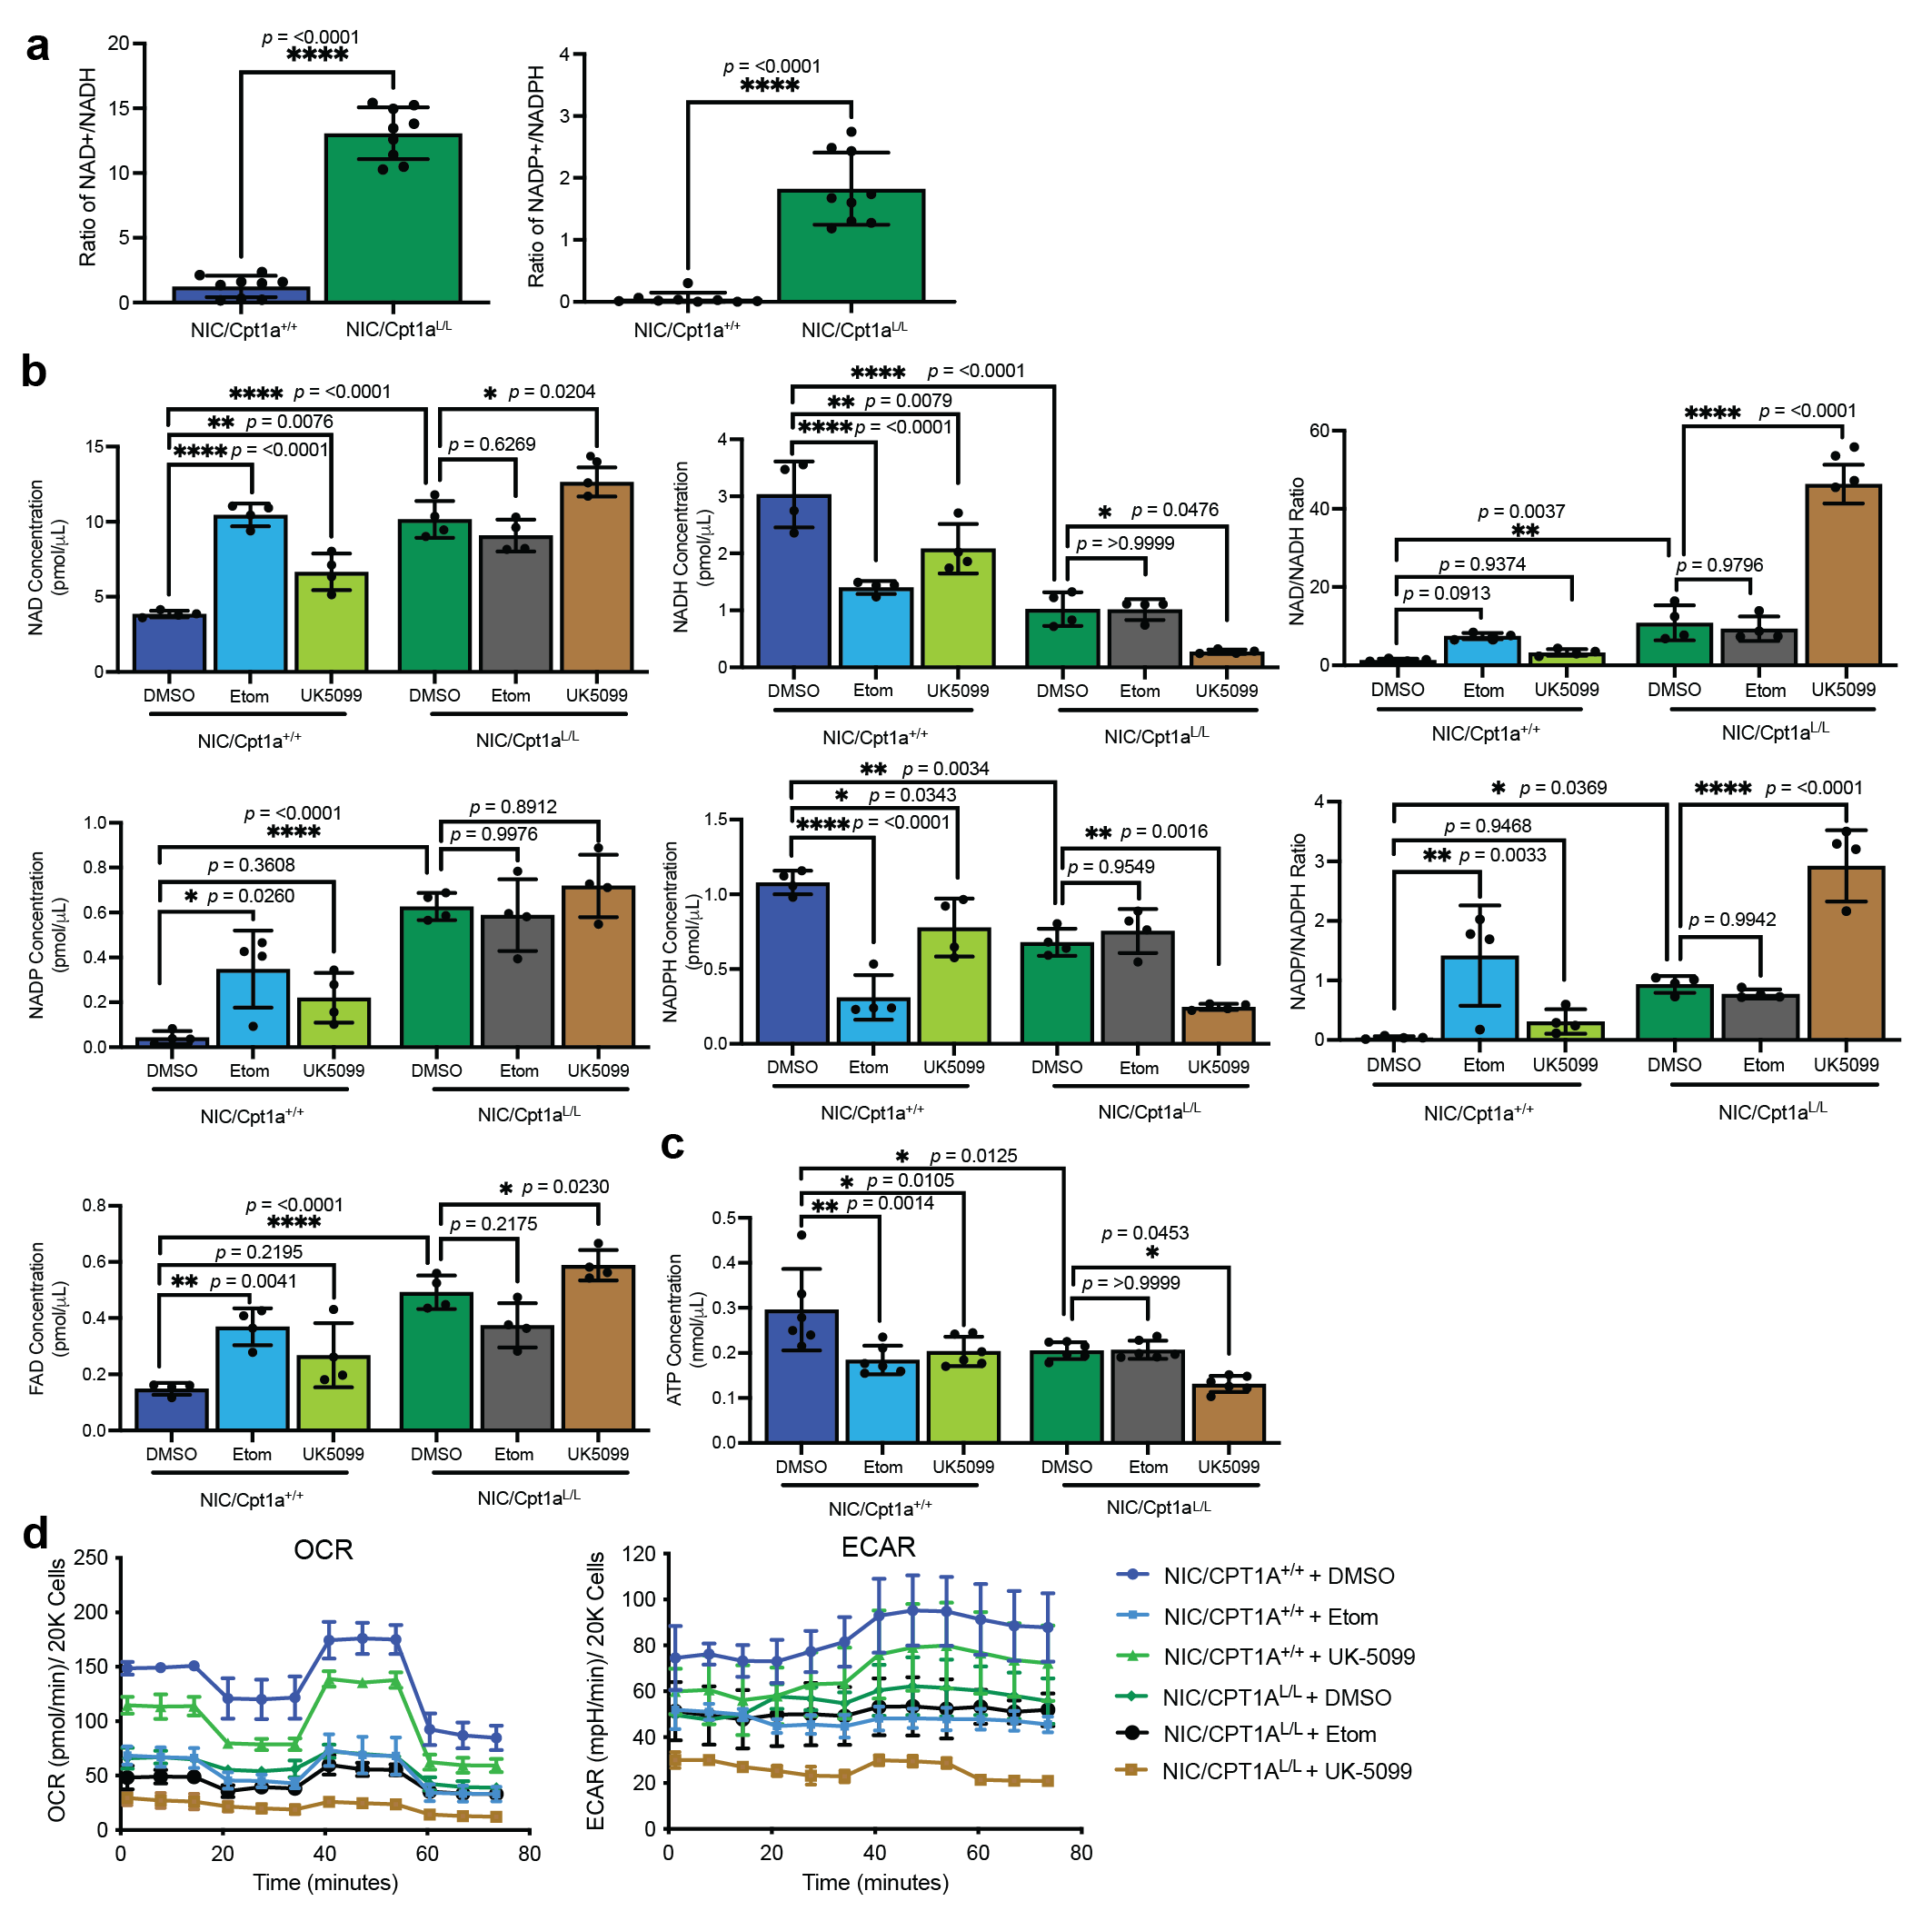
Supplementary Figure 5: Acetyl CoA from FAs drives TCA flux in wild-type ErbB2+ breast cancer cells while Cpt1a-deficient cells are dependent on pyruvate.**

**a,** Ratio of NAD/NADH (left) and NADP/NADPH (right) in NIC/Cpt1a^+/+^ and NIC/Cpt1a^L/L^ cells. *n* = 4 per genotype, analyzed in triplicate - **p* < 0.05, ***p* < 0.01; unpaired, two-tailed Student’s t-test. **b,** Relative abundance of oxidized (nicotinamide adenine dinucleotide - NAD^+^, nicotinamide adenine dinucleotide phosphate - NADP^+^, and flavin adenine dinucleotide - FAD) and reduced (NADH and NADPH) forms of electron carriers in NIC/Cpt1a^+/+^ and NIC/Cpt1a^L/L^  cells treated with 3μM Etomoxir (Etom), 10 μM MPC inhibitor, UK-5099, or DMSO as a control. *n* = 2 per genotype, analyzed in duplicate - **p* < 0.05, ***p* < 0.01, ****p* < 0.001, *****p* < 0.0001; one-way ANOVA with Tukey’s post-hoc test. **c,** Relative ATP concentration in NIC/Cpt1a^+/+^ and NIC/Cpt1a^L/L^ cells treated with DMSO, Etomoxir and UK-5099. *n* = 3 per genotype, analyzed in triplicate -**p* < 0.05, ***p* < 0.001; one-way ANOVA with Tukey’s post-hoc test. **d,** Left panel - Basal, maximal (FCCP), ATP-synthesis coupled (Oligomycin A), and non-mitochondrial (rotenone/ antimycin A) oxygen consumption rates (OCRs) of NIC/Cpt1a^+/+^ and NIC/Cpt1a^L/L^ cells treated with DMSO, Etomoxir and UK-5099. Representative of *n* = 3 cell lines. Right panel - pH changes per minute in the cell culture medium measured simultaneously with OCR, Representative of *n* = 3 cell lines per genotype. All error bars are expressed as mean values ± SD. Source data are provided as a Source Data file.

**
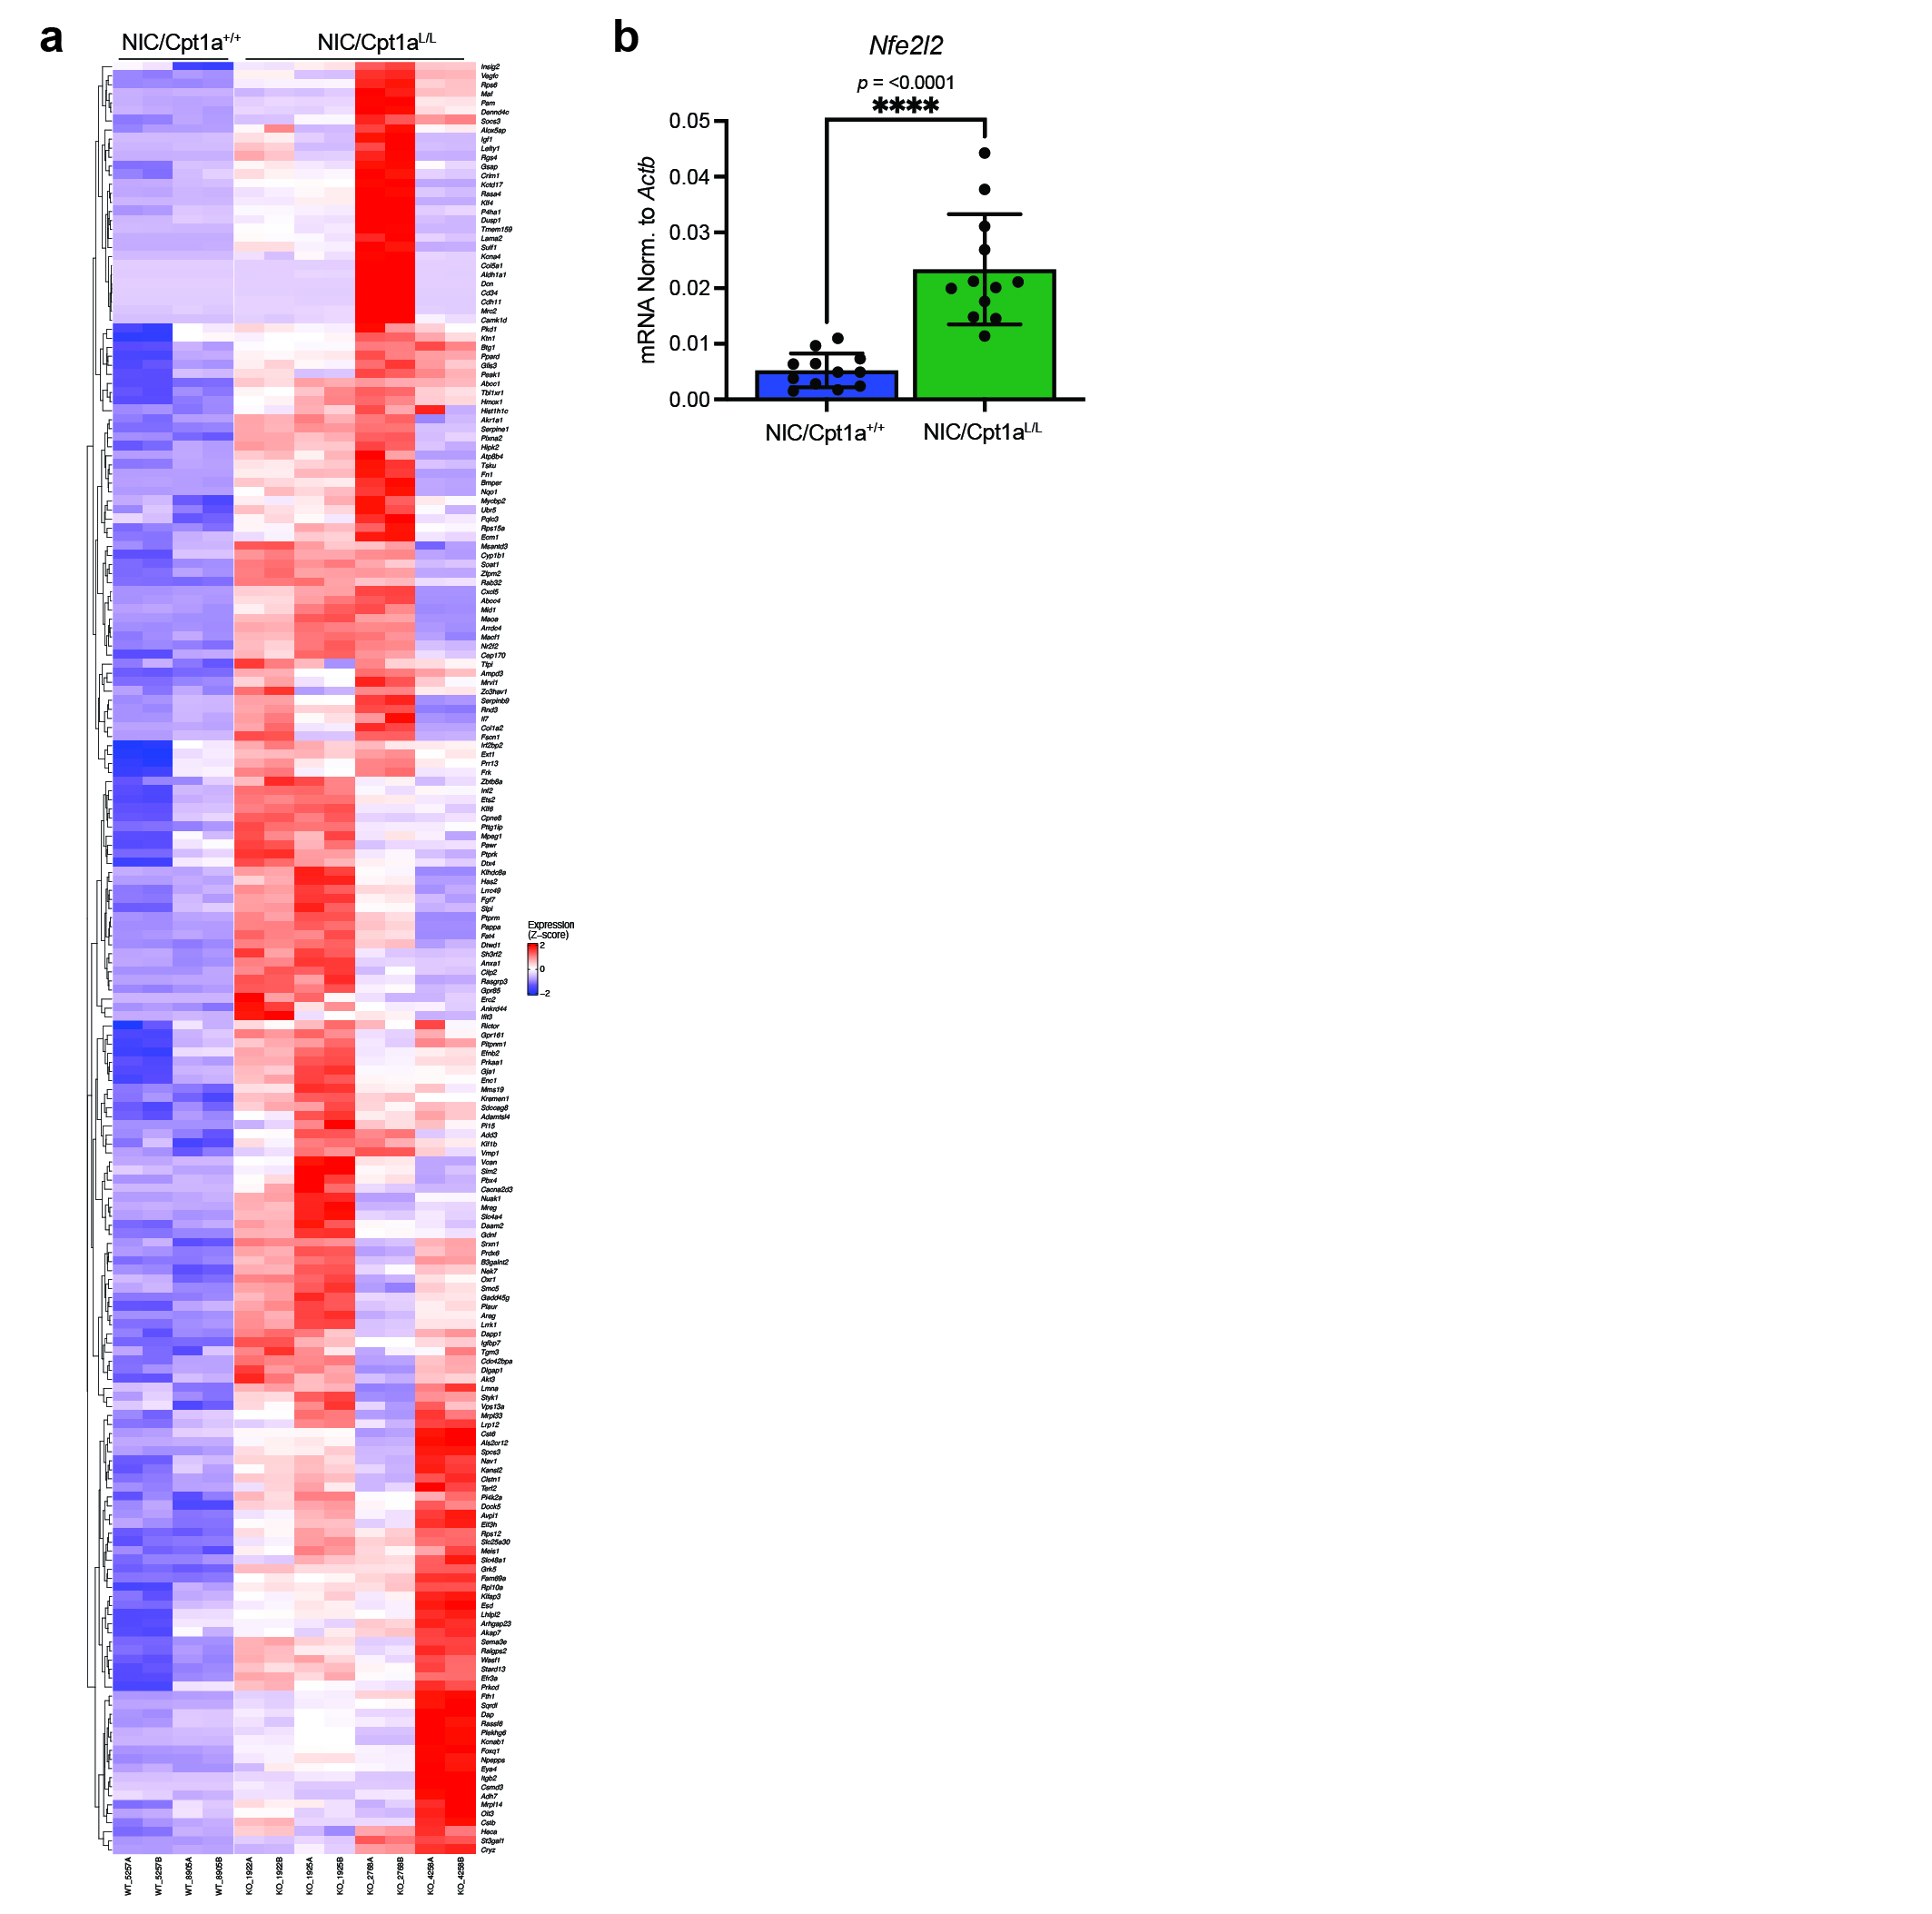
Supplementary Figure 6: Cpt1a deletion induces oxidative stress and elevates Nrf2 expression.**

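The names of 198 genes were read from the Nrf2 target heatmap of Supplementary Fig. 6a, and all 198 were among the listed genes and raised in the authors' comparison. Expression was measured in the same 11 libraries, with the counts of duplicate libraries of a cell line summed. Of the 195 genes that passed the expression filter, all 195 had a positive log2 fold change, from 0.14 to 16.56 with a median of 1.49. All 4 NIC/Cpt1a L/L lines had a higher CPM than both NIC/Cpt1a+/+ lines for 127 genes of the 198, and 3 of the 4 did for 64. At an unadjusted p-value under 0.05, 89 of the 195 were raised with the cell lines as replicates in edgeR, and 0 were at an adjusted p-value under 0.05. With every library a separate sample, 101 of 187 tested genes were raised at an adjusted p-value under 0.05. The shift of the whole list had an adjusted p-value of 3.88e-12 by limma's camera test with an inter-gene correlation of 0.01, and of 0.170 with the correlation estimated from the data. The genes in the heatmap are the authors' raised genes on the same libraries, so their direction and the shift of the list are fixed by how they were chosen.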

**a,** Hierarchical clustering analysis of Nrf2 target gene expression (up-regulated (red) and down-regulated (blue)) in cell lines derived from NIC/Cpt1a^L/L^  tumors compared to NIC/Cpt1a^+/+^ controls (*n* = 2 or 4 per genotype, analyzed in duplicate). **b,** *Nrf2* mRNA levels in cell lines as in (a) were determined using QRT-PCR and normalized to *Actb*. *n* = 4 per genotype, analyzed in triplicate - *****p* < 0.0001; unpaired, two-tailed Student’s t-test. Error bars are expressed as mean values ± SD. Source data are provided as a Source Data file.

**
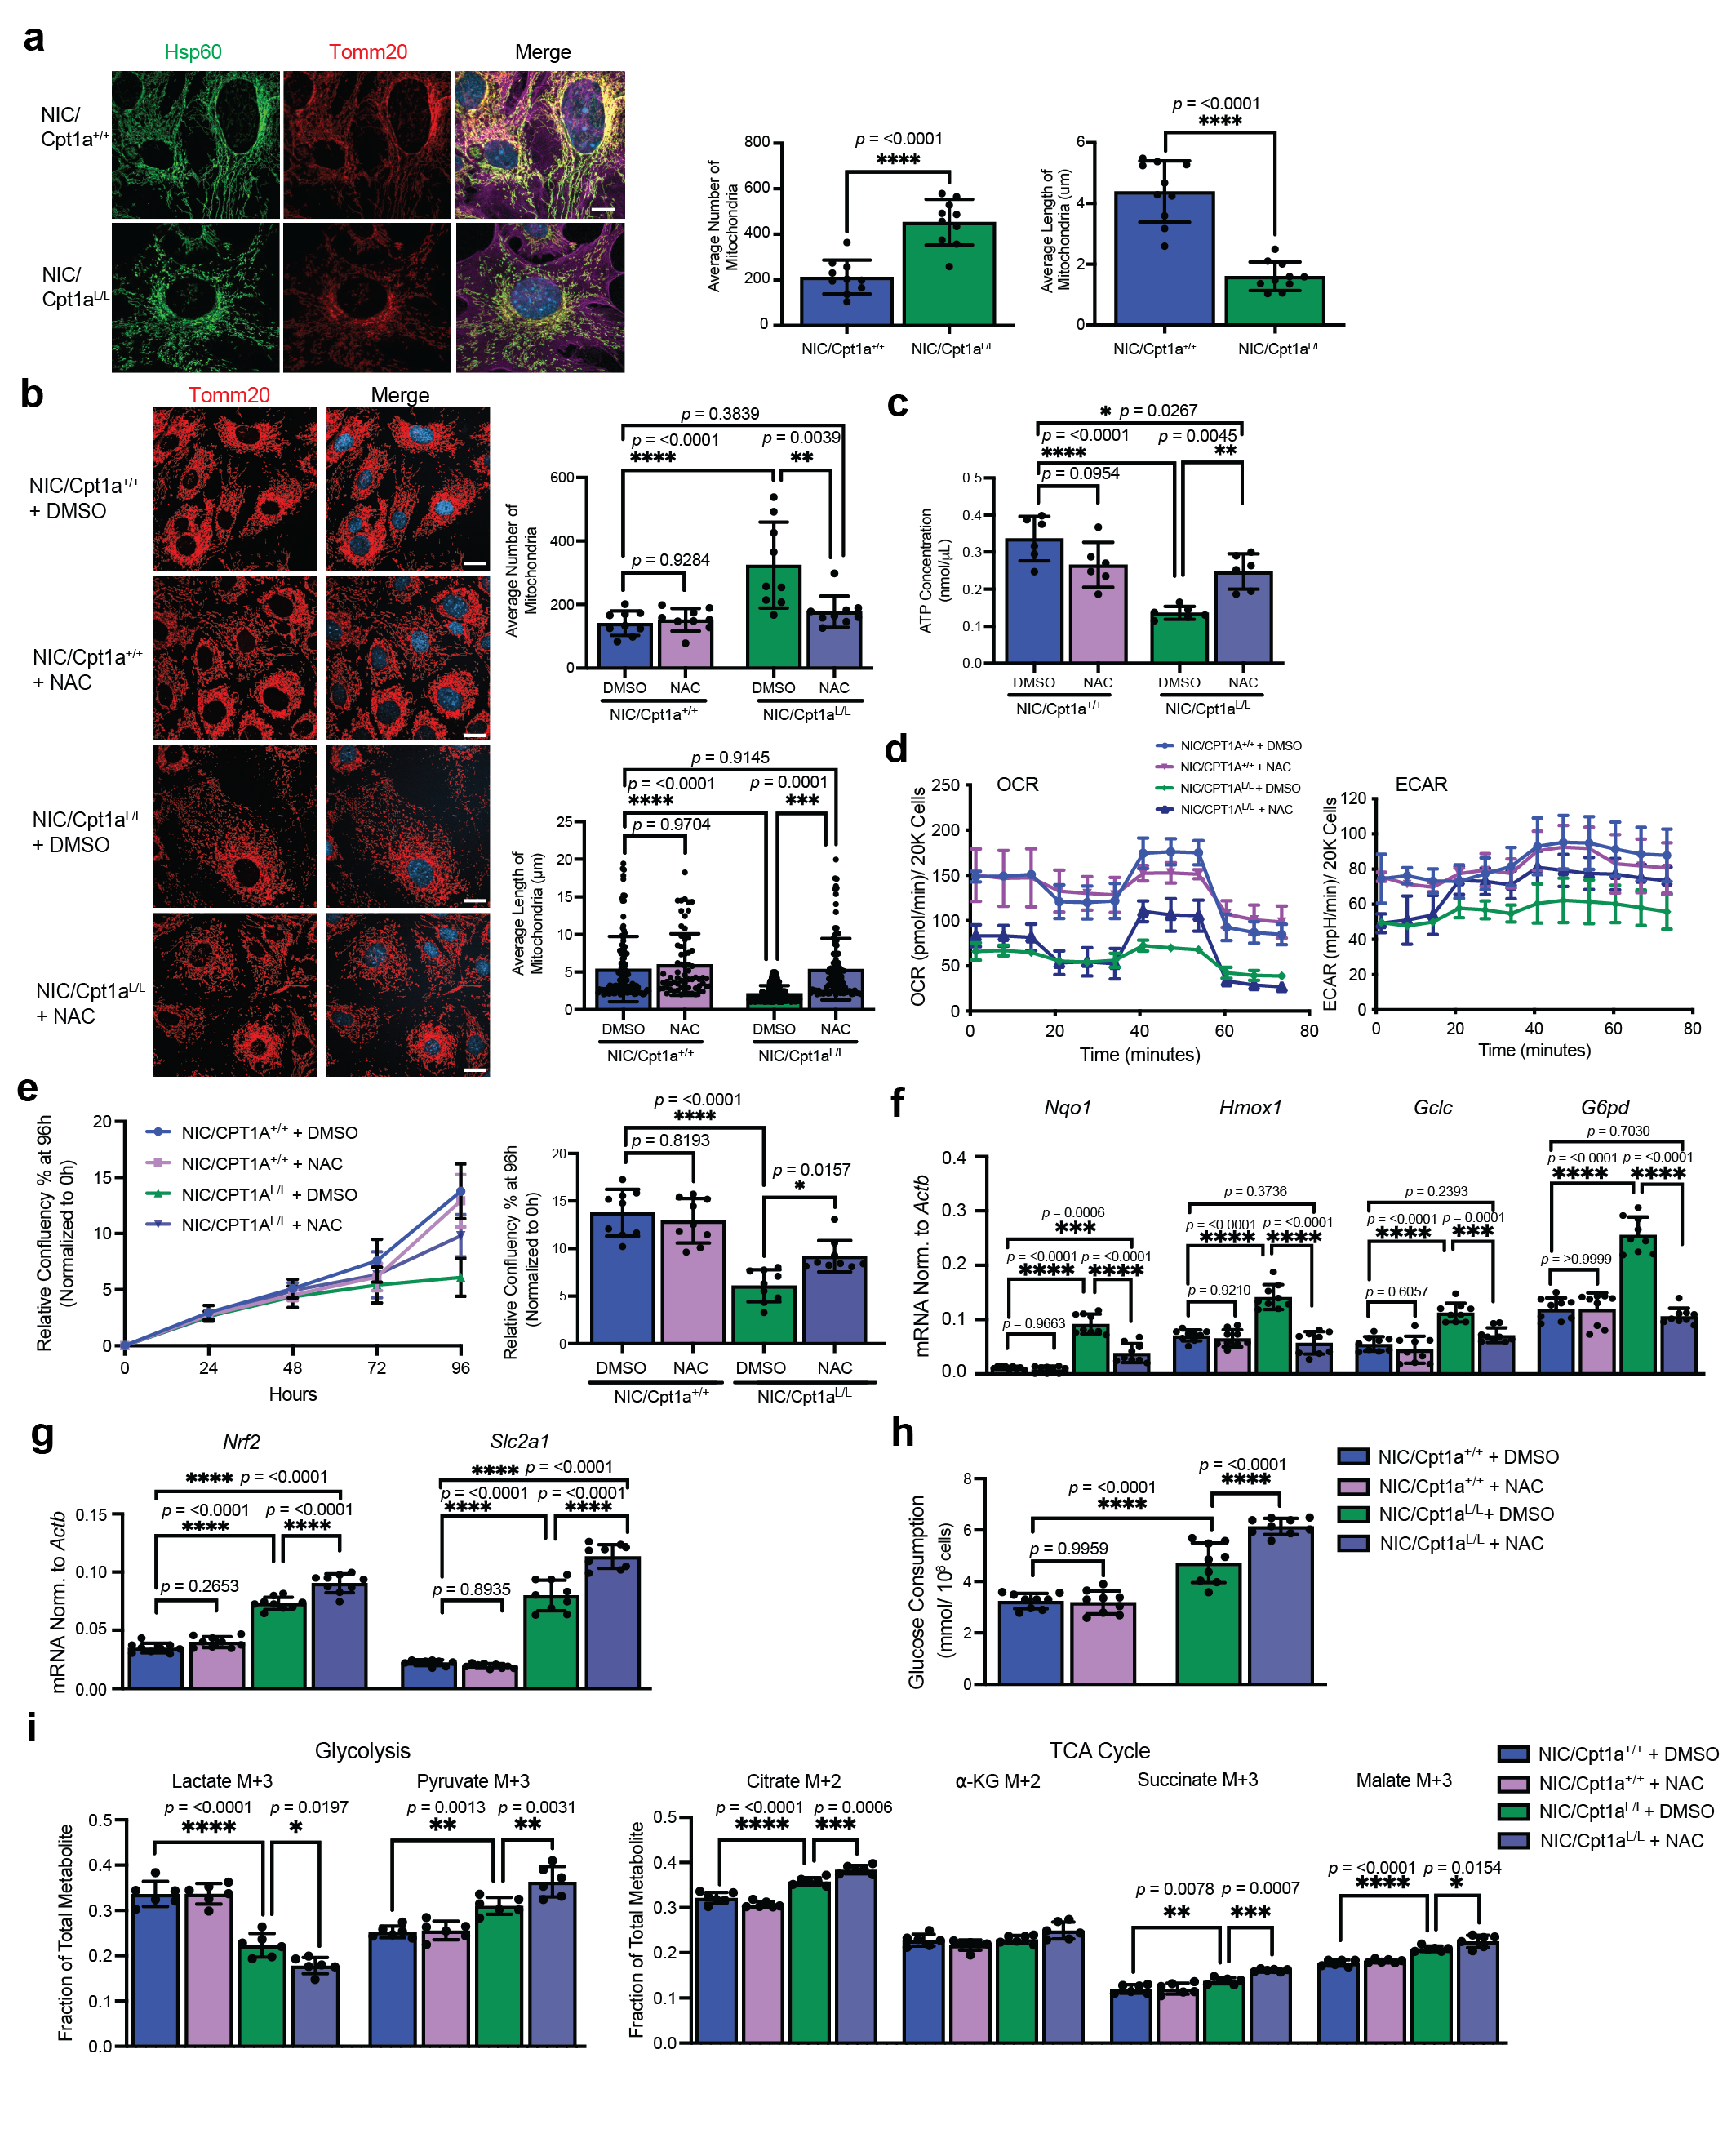
Supplementary Figure 7: Loss of Cpt1a disrupts mitochondrial fusion and function which can be reversed by ROS inhibition.**

**a,** Left panel – Representative images of NIC/Cpt1a^+/+^ and NIC/Cpt1a^L/L^  cells stained with antibodies against Hsp60 and Tomm20. Scale bar represents 10 μm. Right Panel – Number and average length of mitochondria were measured by co-localization of Hsp60 and Tomm20 with ImageJ. *n* = 3 per genotype, analyzed in triplicate -*****p* < 0.0001; unpaired, two-tailed Student’s t-test. **b,** Left panel - NIC cells treated with 5M N-acetyl cysteine (NAC), were stained for Tomm20. Scale bar represents 10 μm. Right Panel – Tomm20 staining analysis as in (a). *n* = 3 cell lines per genotype in triplicate – ***p* < 0.01, ****p* < 0.001, *****p* < 0.0001; one-way ANOVA with Tukey’s post-hoc test. **c,** ATP concentration in NIC cells following treatment with 5M NAC. *n* = 2 cell lines per genotype in triplicate – **p* < 0.05, ***p* < 0.01, *****p* < 0.0001; one-way ANOVA with Tukey’s post-hoc test. **d,** Basal, maximal (FCCP), ATP-synthesis coupled (Oligomycin A), and non-mitochondrial (rotenone/antimycin A) oxygen consumption rate (OCR – left panel) and extracellular acidification rate (ECAR - right panel) of NIC cells treated with 5M NAC. Representative of *n* = 3 cell lines in triplicate. **e,** Left panel - Proliferation assay of cells as in (b-d). Right panel – Confluency at 96 hours, normalized to t=0. *n=*3 cell lines in triplicate - **p* < 0.05 and *****p* < 0.0001; one-way ANOVA with Tukey’s post-hoc test. **f-g,** QRT-PCR analysis of Nrf2 target genes (f) and *Nrf2* and *Glut*1 (g) expression in NIC cells treated with 5M NAC. Gene expression was normalized to *Actb*. *n* = 3 cell lines per genotype in triplicate - ****p*< 0.001, *****p* < 0.0001; unpaired, two-tailed Student’s t-test. **h,** Glucose consumption of NIC cells treated with NAC or DMSO. *n* = 3 cell lines per genotype in triplicate – *****p* < 0.0001; one-way ANOVA with Tukey’s post-hoc test. **i,** Fractional ion abundance of glycolytic and TCA cycle intermediates of U-^13^C-glucose-labeled NIC cells treated with 5M NAC or DMSO. *n* = 2 per genotype, analyzed in triplicate - **p <* 0.05, ***p* < 0.01, ****p* < 0.001, *****p* < 0.0001; one-way ANOVA with Tukey’s post hoc-test. All error bars are expressed as mean values ± SD. Source data are provided as a Source Data file.

**
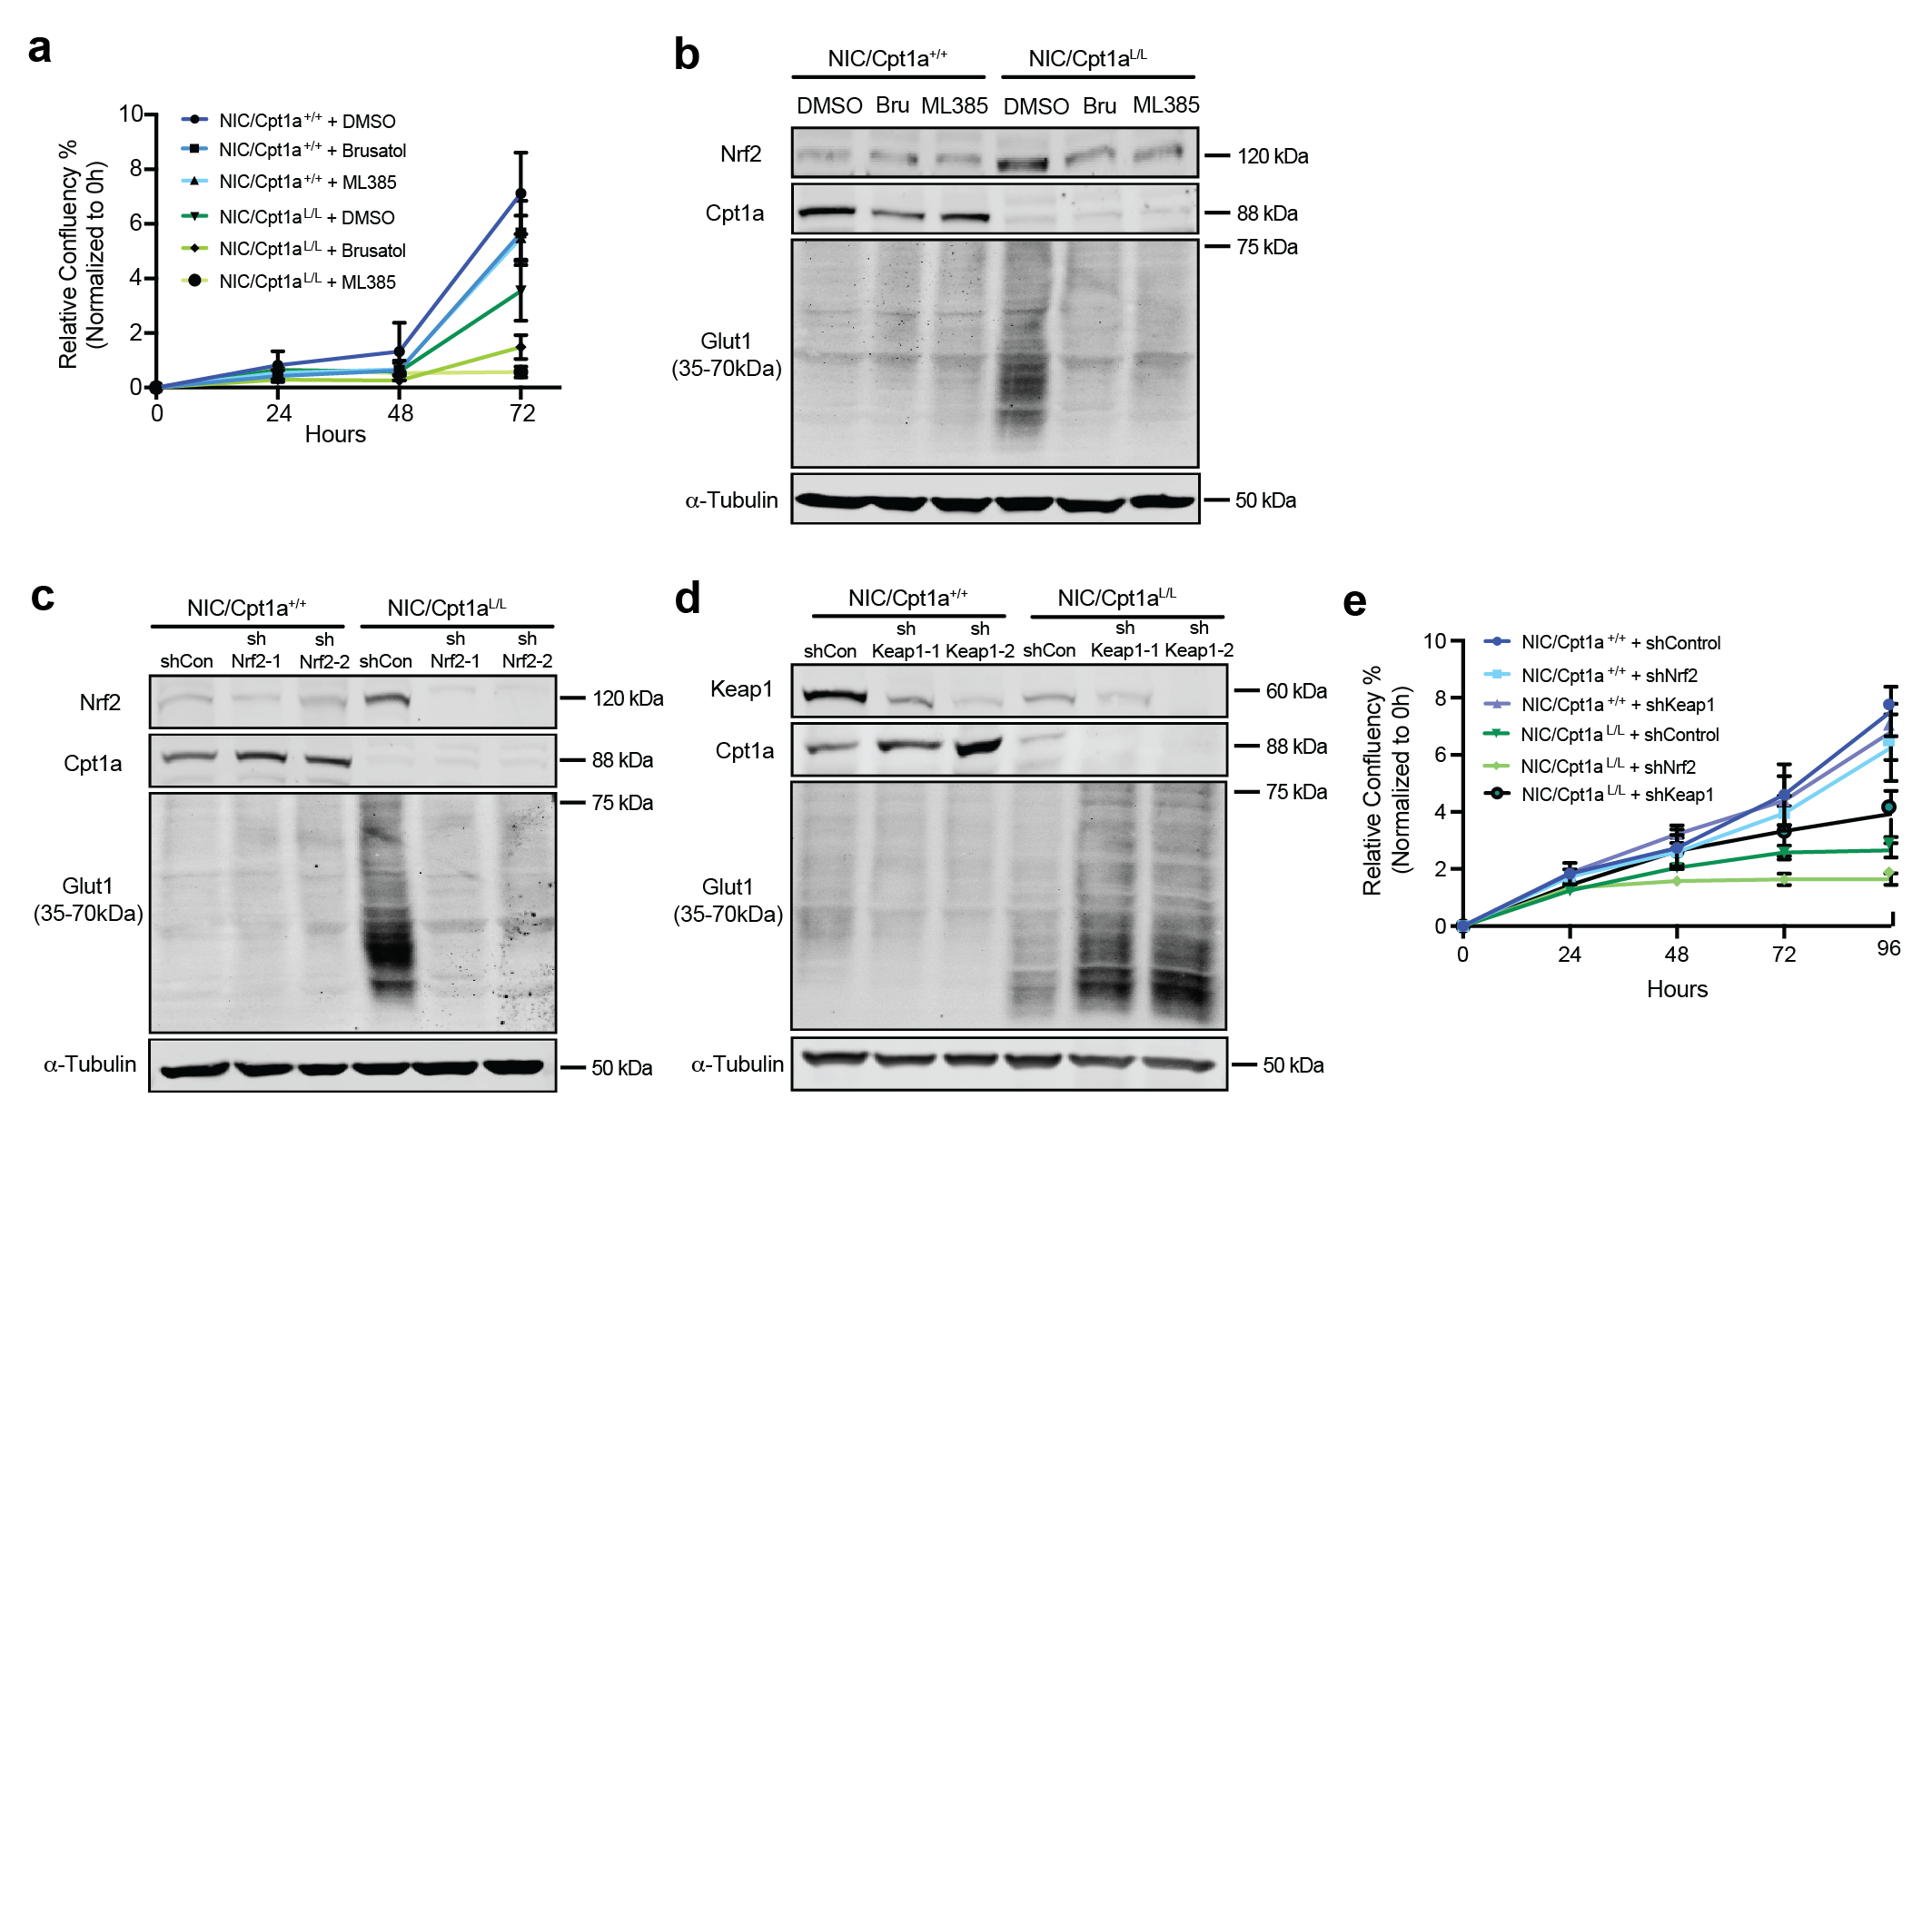
**

**Supplementary Figure 8: Nrf2 inhibition and genetic ablation blocks proliferation and glucose consumption of Cpt1a-deficient HER2+ breast cancer cells.**

**a,** NIC cells were treated with Nrf2 inhibitors (Brusatol and ML 385), or DMSO and proliferation was assessed in real time. Growth curves correspond to endpoint data shown in Figure 5a.  **b,**  Lysates of NIC/Cpt1a^+/+^ and NIC/Cpt1a^L/L^  cells were treated with Brusatol (100 nM), ML385 (2 μM) or DMSO and immunoblotted with the indicated antibodies. **c-d,** NIC cells stably expressing shRNAs against Nrf2, Keap1, or control (luciferase) were immunoblotted with the indicated antibodies **e,** Proliferation assay of NIC cells stably expressing shRNAs against Nrf2, Keap1, or control (luciferase), corresponding to the cells in Fig. 5f. All error bars are expressed as mean values ± SD. Source data are provided as a Source Data file.

**
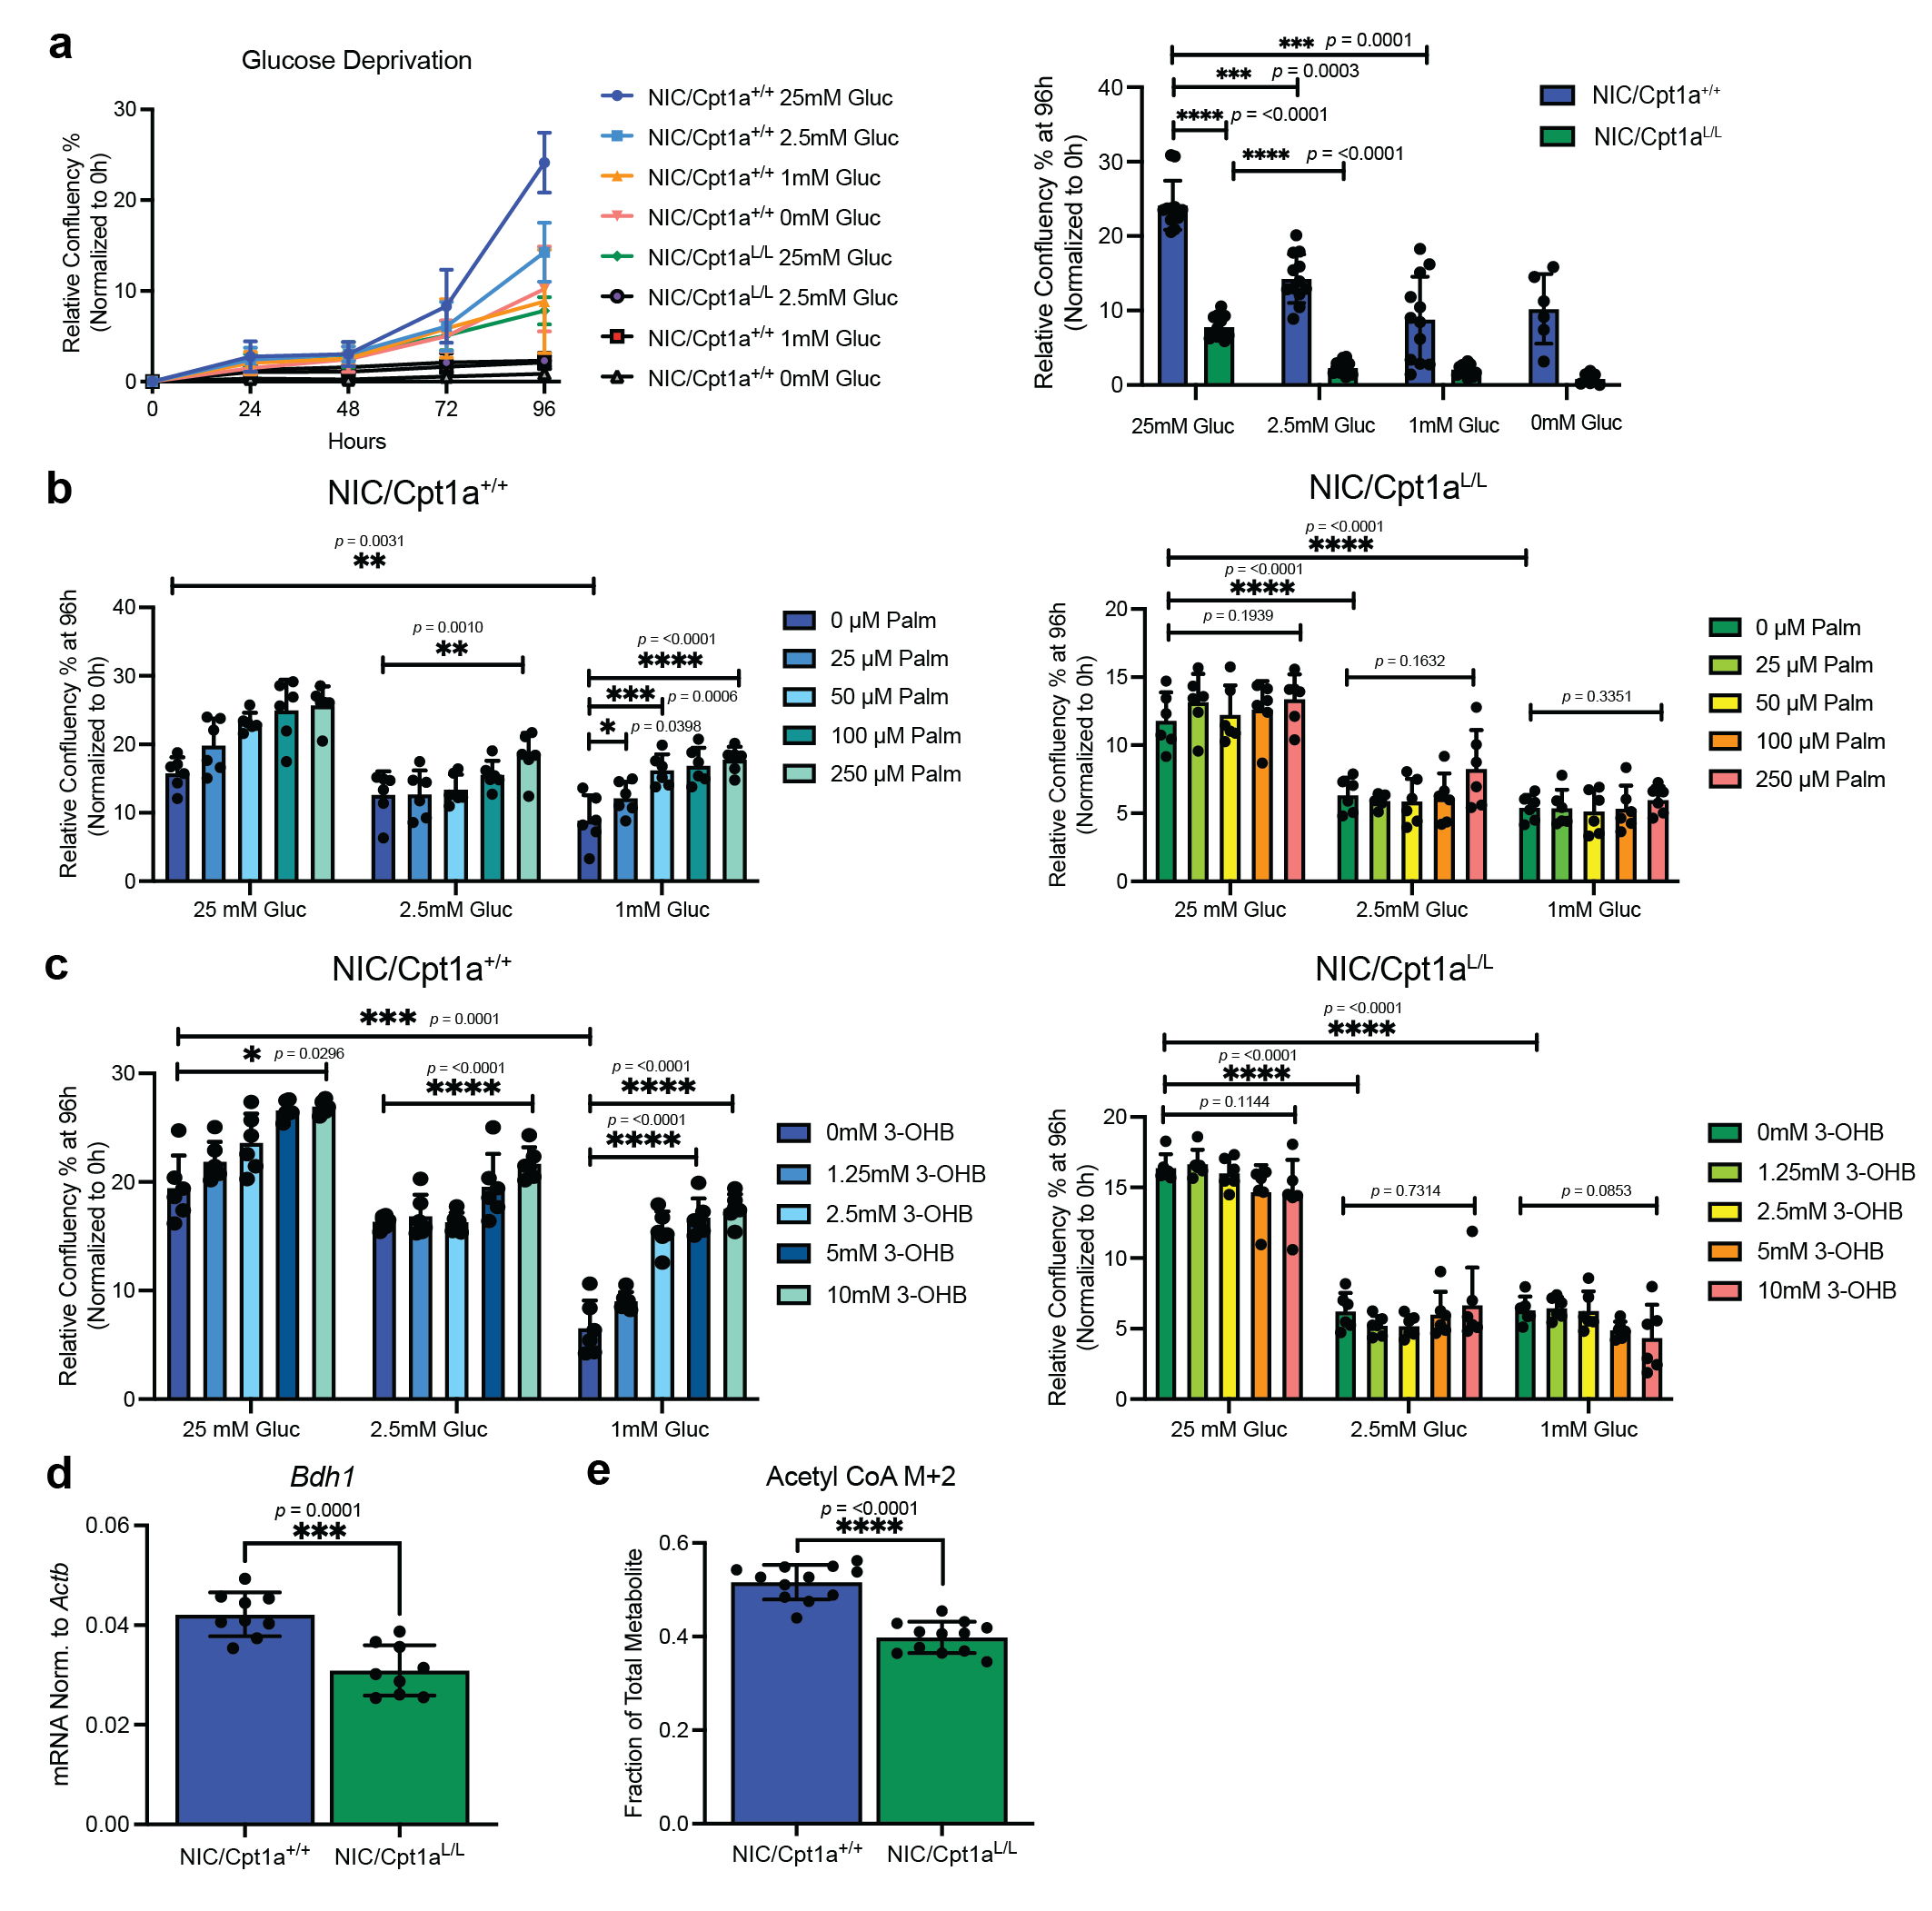
Supplementary Figure 9:** **Proliferation of Cpt1a-deficient cells is impaired in high-lipid or high-ketone, low-glucose conditions *in vitro***

**a,** Proliferation of NIC/Cpt1a^+/+^ and NIC/Cpt1a^L/L^  cells at the indicated glucose concentrations using an imaging-based assay to monitor cell confluency in real time. Left panel – growth curves. Right panel – endpoint analysis of cell growth at 96h. *n* = 2 cell lines in triplicate - ****p* < 0.001, *****p* < 0.0001; unpaired, two-tailed Student’s t-test. **b-c,** Proliferation of NIC cells supplemented with Palmitate (b) or Ketone (3-OHB, c) under varying glucose concentrations for 96 hours. Endpoint analysis after 96h of imaging is shown. Data were normalized to confluency at t=0. *n* = 3 cell lines per genotype in triplicate – **p* < 0.05, ***p* < 0.01, ****p* < 0.001, *****p* < 0.0001; one-way ANOVA with Tukey’s post-hoc test. **d,** QRT-PCR analysis of 3-betahydroxybutyrate dehydrogenase 1 (*Bdh1*) in NIC/ Cpt1a^+/+^ and NIC/ Cpt1a^L/L^ cells. Expression was normalized to *Actb*. *n* = 3 cell lines per genotype in triplicate - ****p*< 0.001, unpaired, two-tailed Student’s t-test. **e,** Fractional ion abundance of Acetyl CoA (M+2) in NIC/ Cpt1a^+/+^ and NIC/ Cpt1a^L/L^  cells following a 2 hour pulse with U-^13^C-glucose. *n* = 3 per genotype, analyzed in triplicate - ****p* < 0.001; unpaired, two-tailed Student’s t-test. All error bars are expressed as mean values ± SD. Source data are provided as a Source Data file.

**
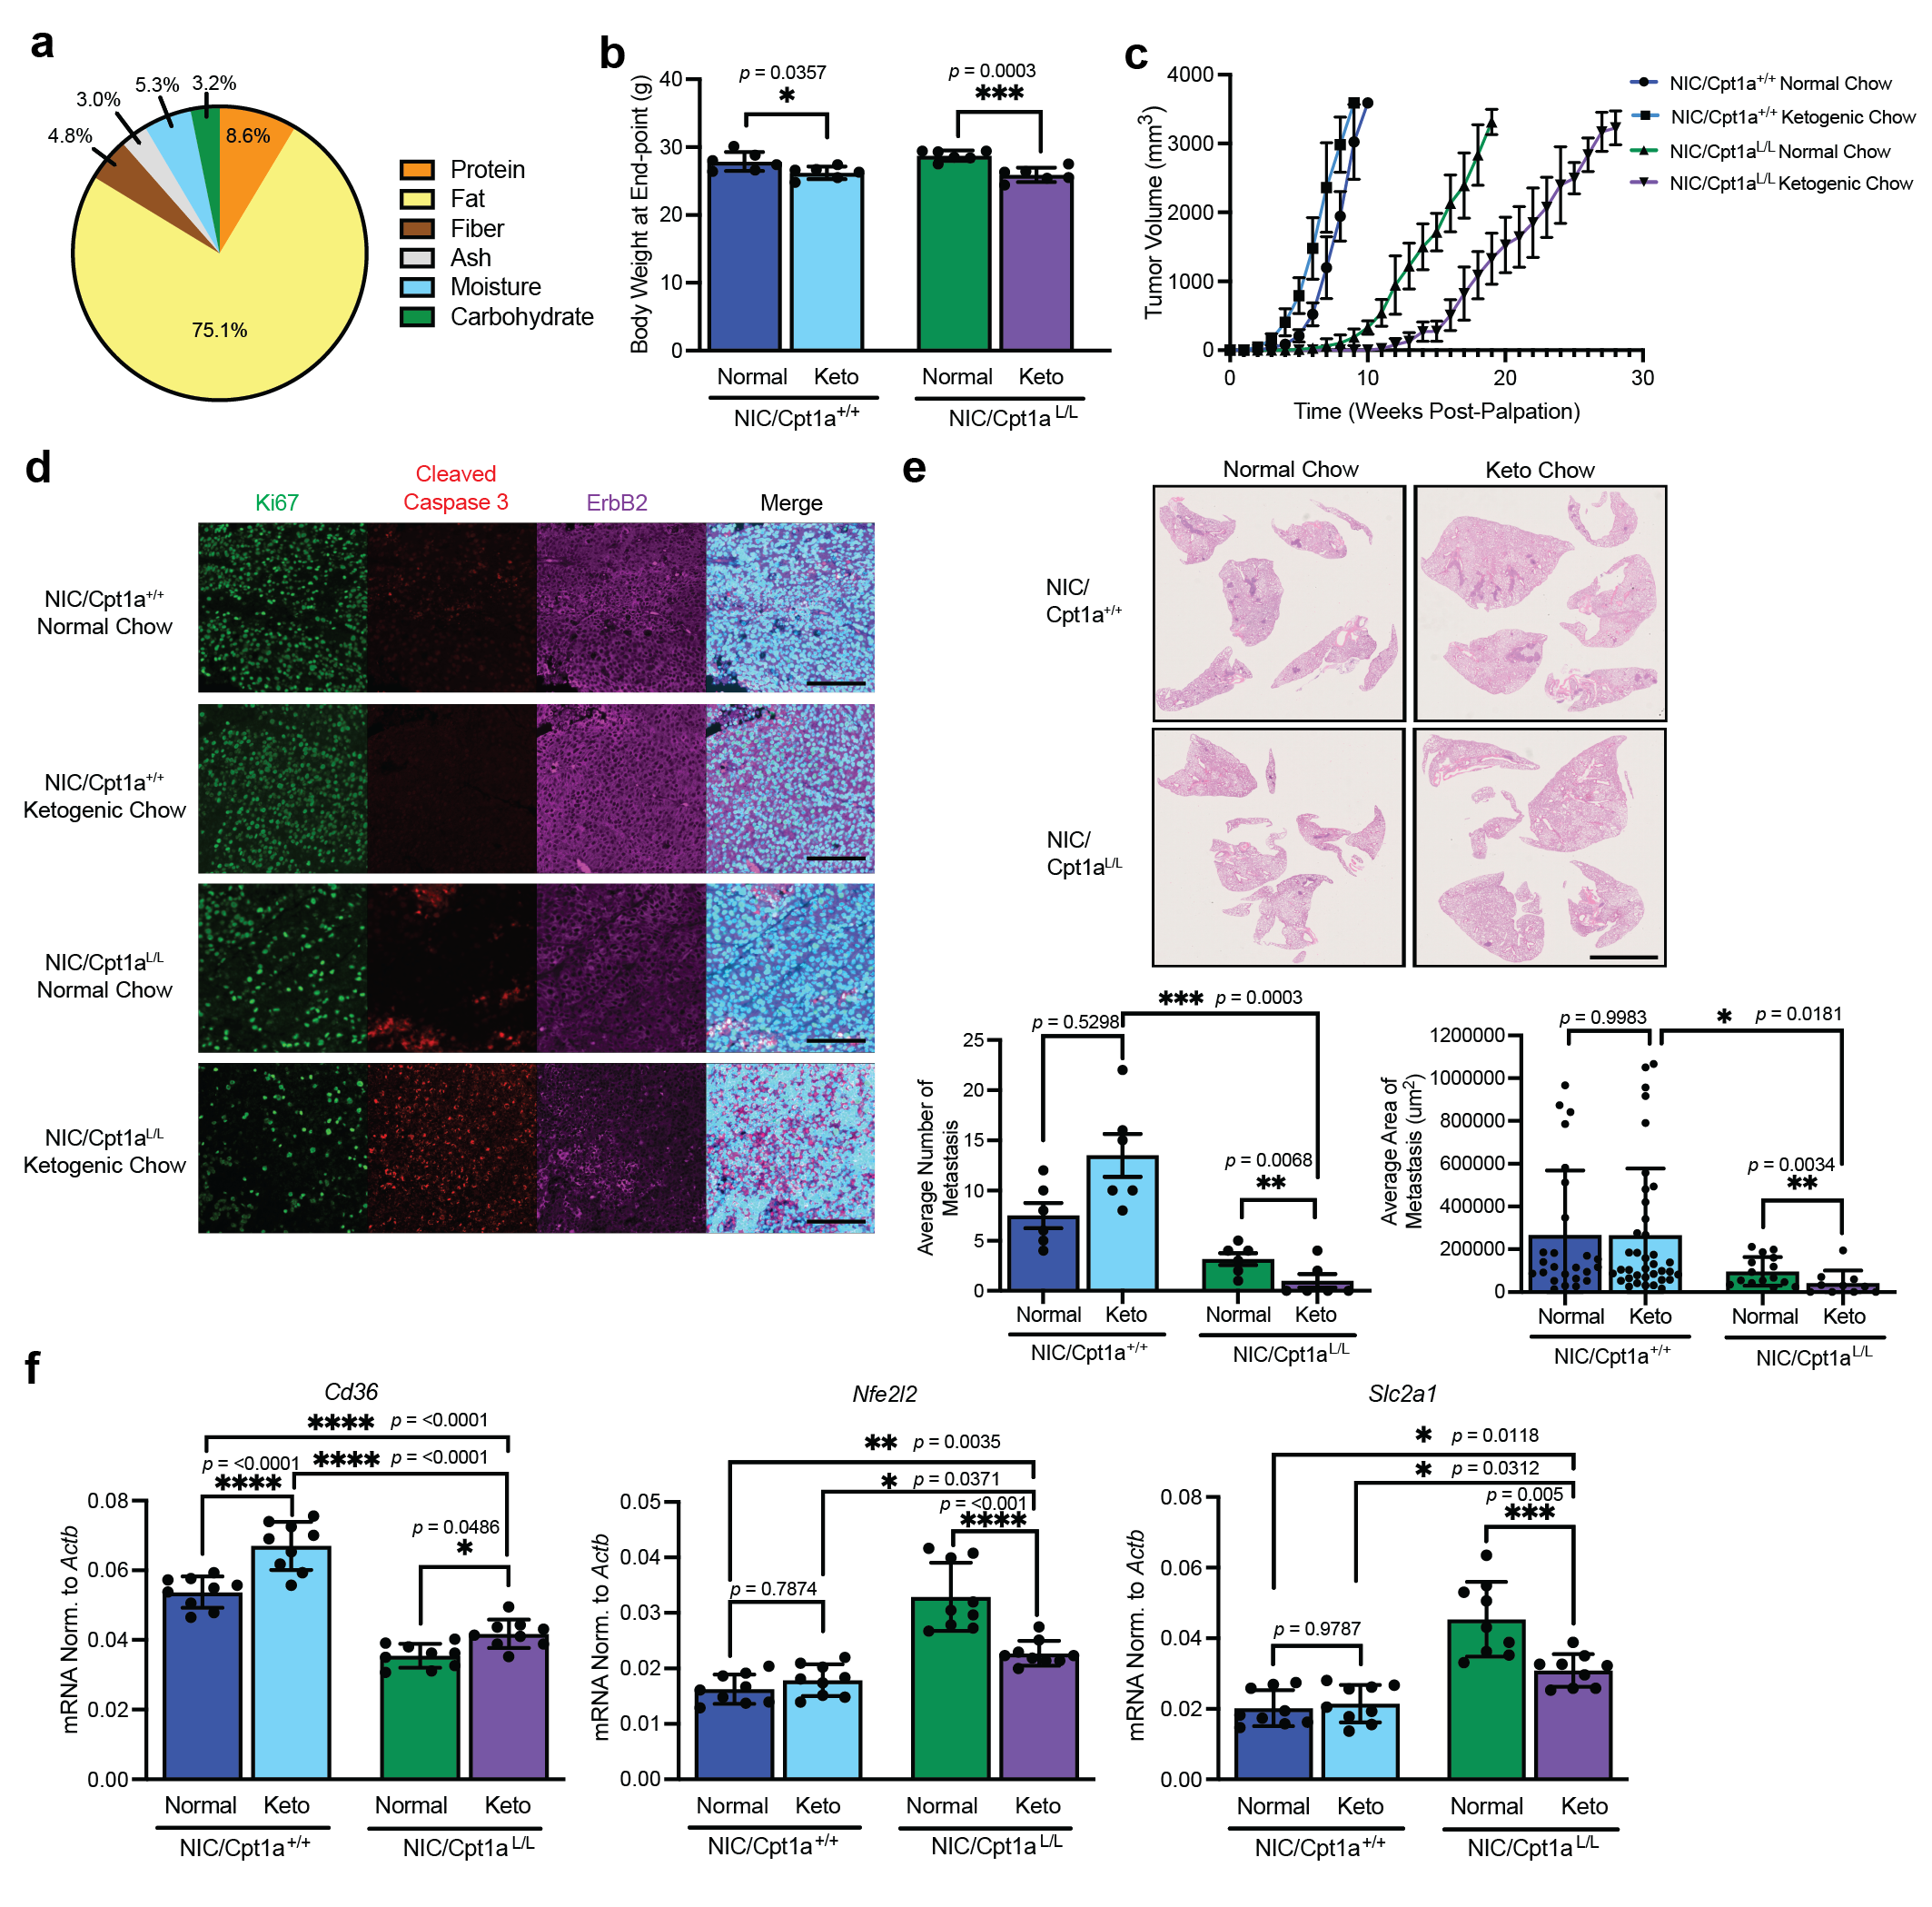
Supplementary Figure 10: Loss of Cpt in combination with the ketogenic diet decreases tumor growth and metastasis.**

**a,** Ingredient composition of normal chow and ketogenic diet chow fed to female FVB/N for 15 weeks. **b,** Mouse body weight was measured to ensure mice achieved ketosis. *n* = 6 per group, *****p* < 0.0001; one-way ANOVA with Tukey’s post-hoc test**. c,** Tumor burden was determined by weekly caliper measurements till all mice reached end-point. *n* = 6 mice per treatment group. **d,** End-stage tumors from FVB/N mice bearing orthotopic allografts of NIC/Cpt1a^+/+^ and NIC/Cpt1a^L/L^  cells fed with normal or ketogenic chow were immunostained using the indicated antibodies and DAPI. Images are representative of 6 mice per treatment group. Scale bar: 100 μm. **e,** Top panel – representative H&E images of lungs from mice as in (A). Scale bar: 5 mm. Bottom panels – average number and total area of lung metastases. *n* = 6 per treatment group, **p* < 0.05, ***p* < 0.01 and ****p* < 0.001; one-way ANOVA with Tukey’s post-hoc test. **f,** QRT-PCR analysis of *Cd36*, *Nrf2* and *Glut1* gene expression in tumors samples as in (a). Gene expression was normalized to that of *Actb*. *n* = 6 per treatment group. **p <* 0.05, ***p* < 0.01, ****p* < 0.001, and *****p* < 0.0001, by one-way ANOVA with Tukey’s post hoc test. All error bars are expressed as mean values ± SD. Source data are provided as a Source Data file.

**
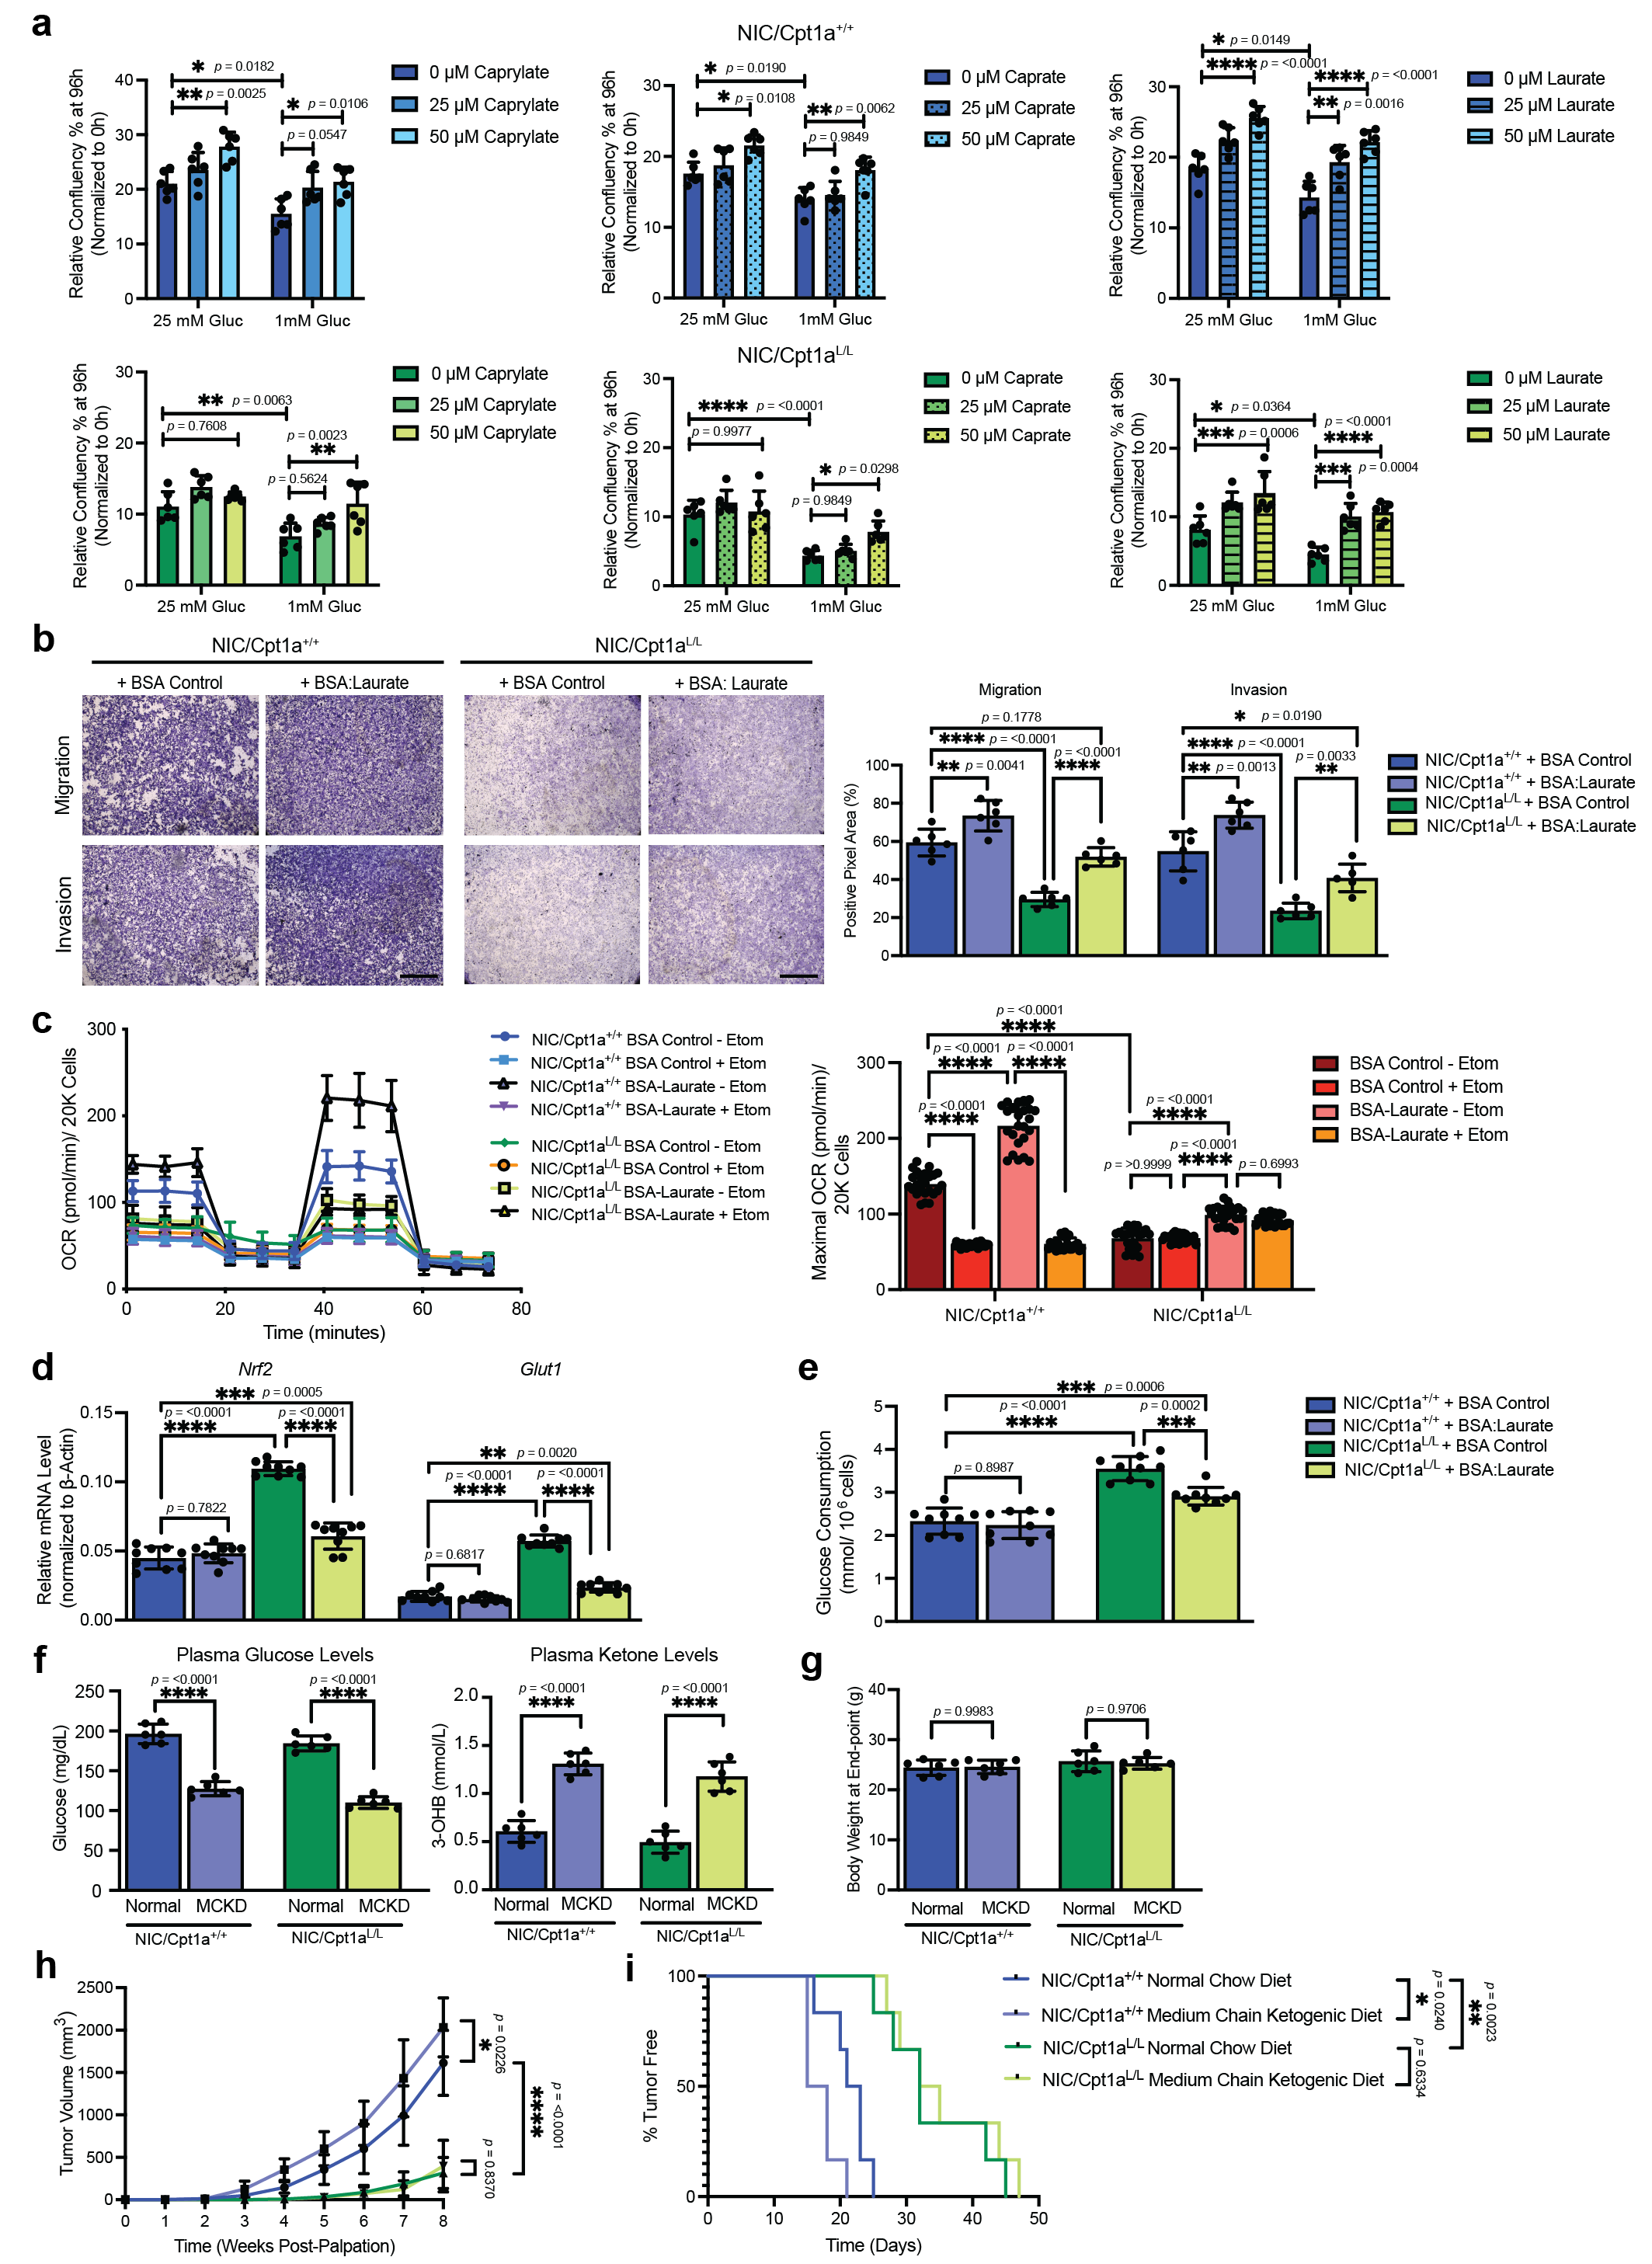
Supplementary Figure 11: Supplementation with medium-chain fatty acids partially rescues proliferation and respiration of Cpt1a-deficient NIC cells *in vitro.***

**a,** Proliferation assessed on Cpt1a-proficient (top panels) and -deficient (bottom panels) NIC cells supplemented with caprylate (C8:0), caprate (C10:0) and laurate (C12:0) under varying glucose concentrations for 96 hours. Data normalized to confluency at t=0. *n* = 2 cell lines per genotype in triplicate – **p* < 0.05, ***p* < 0.01, ****p* < 0.001, *****p* < 0.0001; one-way ANOVA with Tukey’s post-hoc test. **b,** Left panel – Representative images of cell migration and invasion (Boyden chamber) assays of NIC cells supplemented with 50 μM BSA-Laurate or BSA control. Scale bar represents 1000 μm. Right Panel – quantification (positive pixel area) of migration and invasion (n = 3 cell lines per genotype in triplicate – **p* < 0.05, ***p* < 0.01, *****p* < 0.0001; one-way ANOVA with Tukey’s post-hoc test). **c,** Left panel - Basal, maximal (FCCP), ATP-synthesis coupled (Oligomycin A), and non-mitochondrial (rotenone/ antimycin A) oxygen consumption rates (OCRs) of NIC cells with BSA-control or Laurate, and in the presence or absence of 10μM Etomoxir (Etom). Right panel - Quantification of maximal OCR. *n* = 2 cell lines in quadruplicate - *****p* < 0.0001; one-way ANOVA with Tukey’s post-hoc test. **d-e,** QRT-PCR analysis of *Nrf2* and *Glut1* gene expression (d) and Glucose consumption (e) of cells as in (b-c) treated with 50 μM BSA-Laurate or BSA. *n* = 3 cell lines per genotype in triplicate – ***p* < 0.01, ****p* < 0.001, *****p* < 0.0001; one-way ANOVA with Tukey’s post-hoc test. **f,** Medium-chain ketogenic diet (MCKD) orthotopic xenotransplant study using two independent NIC/Cpt1a^+/+^ and NIC/Cpt1a^L/L^  cell lines. Plasma glucose and ketone levels were assessed. *n* = 6 mice per group, *****p* < 0.0001; one-way ANOVA with Tukey’s post-hoc test. **g,** Mouse body weight at tumor end-point. *n* = 6 mice per treatment group; one-way ANOVA with Tukey’s post-hoc test. **h,** Tumor burden determined by weekly caliper measurements. *n* = 6 mice per treatment group, **p <* 0.05, *****p* < 0.0001; one-way ANOVA with Tukey’s post-hoc test. **i,** Kaplan-Meier survival analysis. *n* = 6 mice per treatment group, **p* < 0.05, ***p* < 0.01; log rank test. All error bars are expressed as mean values ± SD. Source data are provided as a Source Data file.

**
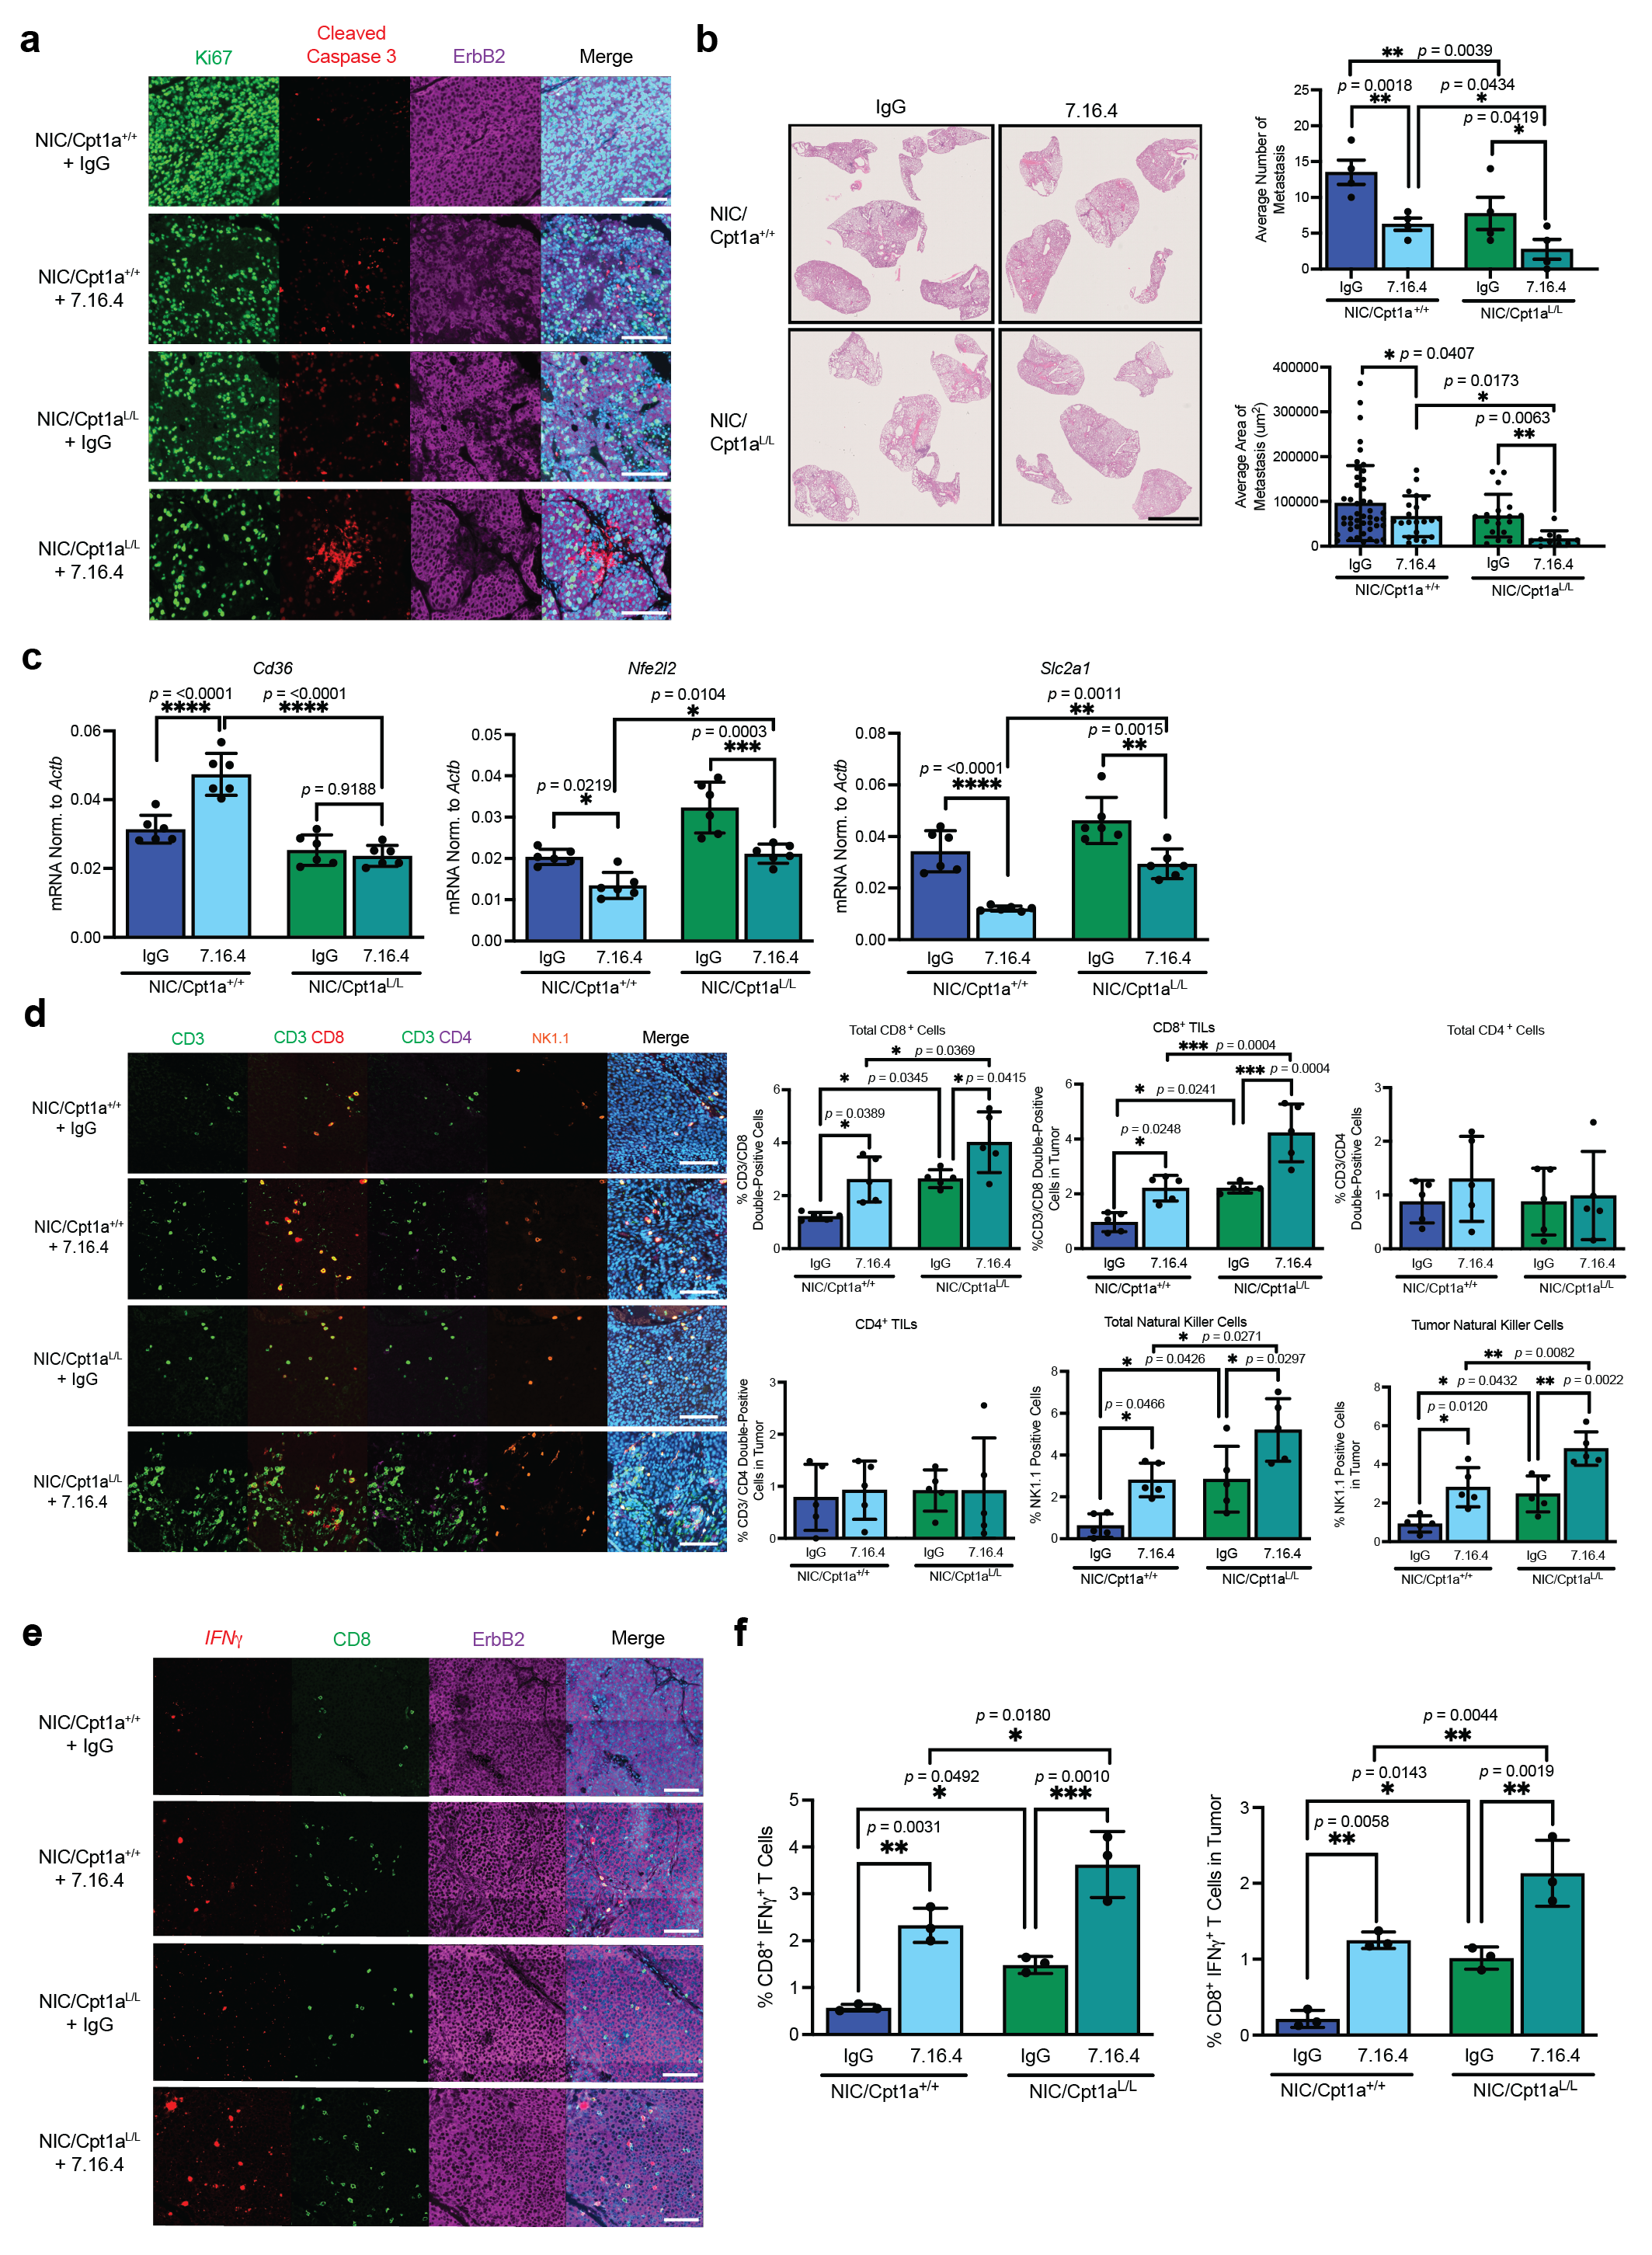
Supplementary Figure 12: CPT1A deletion enhances the effects of ErbB2 monoclonal antibody therapy to dampen tumor progression in ErbB2+ breast cancer cells.**

**a,** End-stage tumors from immunocompetent mice bearing orthotopic allografts of NIC/ Cpt1a^+/+^ and NIC/ Cpt1a^L/L^ cells treated with IgG (control Ab) and 7.16.4 Ab were immunostained using the indicated antibodies and DAPI. Images are representative of 6 mice per treatment group. Scale bar: 100 μm. **b,** Left panel – representative H&E images of lungs from mice as in (a). Right panels – average number and total area of lung metastases. *n* = 10 per treatment group, **p* < 0.05 and ***p* < 0.01; one-way ANOVA with Tukey’s post-hoc test. **c,** QRT-PCR analysis of *Cd36, Nrf2* and *Glut1* gene expression in tumors samples as in (A). Gene expression was normalized to that of *Actb*. *n* = 6 per treatment group. **p <* 0.05, ***p* < 0.01, ****p*< 0.001, and *****p* < 0.0001, by one-way ANOVA with Tukey’s post hoc test. **d,** Left panel - End-stage tumors from mice bearing orthotopic allografts of NIC/ Cpt1a^+/+^ and NIC/ Cpt1a^L/L^ cells treated with IgG and 7.16.4 Ab were immunostained using the indicated markers of immune cells and DAPI. Images are representative of 5 mice per treatment group. Scale bar: 100 μm. Right panel - Quantification of CD3^+^/CD8^+^ (total and tumor), CD3^+^/CD4^+^ (total and tumor), and NK1.1 (total and tumor) by HALO Analysis. **p* < 0.05, ***p <* 0.01, ****p* < 0.001; one-way ANOVA with Tukey’s post hoc-test. **e,** RNA FISH staining against IFNγ (red dots) combined with immunofluorescence staining for CD8, ErbB2 and DAPI on tumor tissue from NIC/ Cpt1a^+/+^ and NIC/ Cpt1a^L/L^ mice treated with IgG and 7.16.4 Ab. Images are representative of 3 mice per treatment group. Scale bar: 100 μm. **f,** Quantification of total CD8^+^ IFNγ^+^ cells (IFNγ-secreting cytotoxic T cells) (left panel) and tumor-infiltrating CD8^+^ IFNγ^+^ (CD8^+^ IFNγ^+^ ErbB2^+^) (right panel) in NIC/ Cpt1a^+/+^ and NIC/ Cpt1a^L/L^ tumors after treatment with IgG and 7.16.4 Ab. *n* = 3 per treatment group, **p* < 0.05, ***p* < 0.01 and ****p* < 0.001; one-way ANOVA with Tukey’s post-hoc test. All error bars are expressed as mean values ± SD. Source data are provided as a Source Data file.

**Supplementary Tables**

Supplementary Table S1: Genotyping Primers

| **Gene** | **Sequences** | **Species** |
| --- | --- | --- |
| Neu Genotyping Forward Primer | 5’-TTCCGGAACCCACATCAGGCC-3’ | Mouse |
| Neu Genotyping Reverse Primer | 5’-GTTTCCTGCAGCAGCCTACGC-3’ | Mouse |
| Cre Genotyping Forward Primer | 5’-TGCTCTGTCCGTTTGCCG-3’ | Mouse |
| Cre Genotyping Reverse Primer | 5’-ACTGTGTCCAGACCAGGC-3’ | Mouse |
| Flox Cpt1a Genotyping Forward Primer | 5’-TGAAGGTGCTGCTCTCCTACCATGG-3’ | Mouse |
| Flox Cpt1a Genotyping Reverse Primer | 5’-CATGGTGCCTTGGCCTTAAGGTC-3’ | Mouse |

Supplementary Table S2: Dietary Composition of Normal and Ketogenic Diets

|  | **Normal Chow** | **LCKD** | **MCKD** |
| --- | --- | --- | --- |
| **Product Number** | Teklad, 2920X | Bioserv, F3666 | Bioserv, F10595 |
| **Macronutrient** |  | | |
| Protein | 19.4 % | 8.6 % | 8.6 % |
| Fat | 6.5 % | 75.1 % | 75.1 % |
| Carbohydrate | 47.0 % | 3.2 % | 3.2 % |
| Crude Fiber | 2.7 % | 4.8 % | 4.8 % |
| Ash | 5.1 % | 3.0 % | 3.0 % |
| **Caloric Profile** |  | | |
| Calories from Protein | 24.0 % | 4.7 % | 4.7 % |
| Calories from Fat | 16.0 % | 93.3 % | 93.3 % |
| Calories from Carbohydrate | 60.0 % | 1.8 % | 1.8 % |
| Energy Density | 3.10 kcal/g | 7.24 kcal/g | 7.24 kcal/g |
| **Fatty Acids (% of Total Fatty Acids)** |  | | |
| C18:2ω6 Linoleic | 2.6 % | 10.3 % | 3.3 % |
| C18:3ω3 Linolenic | 0.3 % | 0.6 % | 0.3 % |
| Total Saturated | 0.8 % | 27.3 % | 63.1 % |
| Total Monounsaturated | 1.1 % | 25.9 % | 5.0 % |
| Total Polyunsaturated | 2.9 % | 11.0 % | 3.5 % |

Supplementary Table S3: Primary and Secondary Antibodies

| **Antibody** | **Source** | **Catalog #** | **Dilution** |
| --- | --- | --- | --- |
| β-Actin | Millipore | A5441 | IB: 1/2000 |
| CD206/ MRC1 | Cell Signaling | 24595 | IF: 1/400 |
| CD3-epsilon | Cell Signaling | 99940 | IF: 1/200 |
| CD36 | Novus Biologicals | NB400-144 | IF: 1/200 |
| CD4 | Cell Signaling | 25229 | IF: 1/200 |
| CD8-alpha | Cell Signaling | 98941 | IF: 1/200 |
| CD31 (PECAM-1) | Cell Signaling | 77699 | IF: 1/200 |
| Cleaved Caspase 3 | Cell Signaling | 9661 | IF: 1/200 |
| CPT1A | Proteintech | 15184-1-AP | IF: 1/500  IB: 1/1000 |
| ErbB2 | DAKO | A0485 | IF: 1/200 |
| ErbB2/ c-Neu (Ab3) | Millipore | OP15L | IF: 1/100 |
| F4/80 | Cell Signaling | 70076 | IF: 1/200 |
| Glut1 | Cell Signaling | 73015 | IF: 1/200  IB: 1/1000 |
| Hsp60 | Fisher Scientific | MA5-15836 | IF: 1/100 |
| Keap1 | Proteintech | 10503-2-AP | IB: 1/1000 |
| Ki67 | Cell Signaling | 12202 | IF: 1/200 |
| Mpc2 | Cell Signaling | 46141 | IB: 1/1000 |
| NK1.1/ CD161 | Cell Signaling | 39197 | IF: 1/200 |
| Nrf2 | Cell Signaling | 12721 | IF: 1/200  IB: 1/1000 |
| p-Stat1 (Y701) | Cell Signaling | 9167 | IF: 1/200 |
| Tomm20 | Santa Cruz | sc-11415 | IF: 1/200 |
| α-Tubulin | Cell Signaling | 3873 | IB: 1/2000 |
| Vinculin | Chemicon | MAB3574 | IB: 1/5000 |
| Alexa Fluor 488 Goat anti-Mouse | Fisher Scientific | A32723 | IF: 1/1000 |
| Alexa Fluor 555 Goat anti-Rabbit | Fisher Scientific | A32732 | IF: 1/1000 |
| Alexa Fluor 647 Phalloidin | Fisher Scientific | A22287 | IF: 1/1000 |
| IRDye 800CW Donkey anti-Rabbit | Li-COR Biosciences | 925-32213 | IB: 1/10000 |
| IRDye 680RD Donkey anti-Mouse | Li-COR Biosciences | 926-68073 | IB: 1/10000 |

Supplementary Table S4: Mouse quantitative RT-PCR primer sequences

| **Gene** | **Sequences** | **Species** |
| --- | --- | --- |
| *Nfe2l2* qPCR Forward Primer | 5’-TCTTGGAGTAAGTCGAGAAGTGT-3’ | Mouse |
| *Nfe2l2* qPCR Reverse Primer | 5’-GTTGAAACTGAGCGAAAAAGGC-3’ | Mouse |
| *Slc2a1* qPCR Forward Primer | 5’-CAGTTCGGCTATAACACTGGTG-3’ | Mouse |
| *Slc2a1* qPCR Reverse Primer | 5’-GCCCCCGACAGAGAAGATG-3’ | Mouse |
| *Slc2a2* qPCR Forward Primer | 5’-TCAGAAGACAAGATCACCGGA-3’ | Mouse |
| *Slc2a2* qPCR Reverse Primer | 5’-GCTGGTGTGACTGTAAGTGGG-3’ | Mouse |
| *Slc2a3* qPCR Forward Primer | 5’-ATGGGGACAACGAAGGTGAC-3’ | Mouse |
| *Slc2a3* qPCR Reverse Primer | 5’-GTCTCAGGTGCATTGATGACTC-3’ | Mouse |
| *Slc2a4* qPCR Forward Primer | 5’GTGACTGGAACACTGGTCCTA-3’ | Mouse |
| *Slc2a4* qPCR Reverse Primer | 5’-CCAGCCACGTTGCATTGTAG-3’ | Mouse |
| *Cd36* qPCR Forward Primer | 5’-ATGGGCTGTGATCGGAACTG-3’ | Mouse |
| *Cd36* qPCR Reverse Primer | 5’-GTCTTCCCAATAAGCATGTCTCC-3’ | Mouse |
| *Bdh1* qPCR Forward Primer | 5’- ACAAGACACACGCTGTTGTTT-3’ | Mouse |
| *Bdh1* qPCR Reverse Primer | 5’- CTCTTCAAGCTGTCCAGTTC-3’ | Mouse |
| *Nqo1* qPCR Forward Primer | 5’-AGGATGGGAGGTACTCGAATC-3’ | Mouse |
| *Nqo1* qPCR Reverse Primer | 5’-AGGCGTCCTTCCTTATATGCTA-3' | Mouse |
| *G6pd* qPCR Forward Primer | 5’-CACAGTGGACGACATCCGAAA-3’ | Mouse |
| *G6pd* qPCR Reverse Primer | 5’-AGCTACATAGGAATTACGGGCAA-3’ | Mouse |
| *Hmox1* qPCR Forward Primer | 5’-AAGCCGAGAATGCTGAGTTCA-3' | Mouse |
| *Hmox1* qPCR Reverse Primer | 5’-GCCGTGTAGATATGGTACAAGGA-3’ | Mouse |
| *Gclc* qPCR Forward Primer | 5’-GGGGTGACGAGGTGGAGTA-3’ | Mouse |
| *Gclc* qPCR Reverse Primer | 5’- GTTGGGGTTTGTCCTCTCCC-3’ | Mouse |
| *Actb* qPCR Forward Primer | 5’- TCCATCATGAAGTGTGACGT-3’ | Mouse |
| *Actb* qPCR Reverse Primer | 5’- GAGCAATGATCTTGATCTTCAT-3’ | Mouse |

# Supplementary material for: Targeting fatty acid oxidation enhances response to HER2-targeted therapy
**Source:** Nat Commun. 2024 Aug 3;15:6587. doi: 10.1038/s41467-024-50998-3
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

by vacuum centrifugation (CentriVap Concentrator; Labconco, KS, USA) overnight at -1°C were resuspended in 30µl of 10 mg/mL methoxyamine hydrochloride in anhydrous pyridine and incubated for 30 minutes at room temperature. Samples were then transferred to GC-MS autoinjector vials containing 70µl N-(tert-butyltrimethylsilyl)-N-methyltrifluoroacetamide (MTBSTFA) derivatization reagent and incubated at 70°C for 1 hour. A blank sample, composed of 30µl of 10 mg/mL methoxyamine-HCl pyridine and 70µl of MTBSTFA, was also prepared. A volume of 1µl of sample was injected splitless with an inlet temperature of 280°C into the GC-MS instrument, Agilent 5975C. Metabolites were resolved by separation on a DB-5MS + DG (30m x 250 µm x 0.25 µm) capillary column (Agilent Technologies, CA, USA). Helium was used as the carrier gas with a flow rate such that Myristic-D27 acid eluted at approximately 18 minutes. The quadrupole was set at 150°C, the source at 230°C, and the GC/MS interface at 320°C. The oven program started at 60°C, held for 1 minute, then increased at a rate of 10°C per minute until 320°C. Bake-out was at 320°C for 9 minutes. Metabolites were ionized by electron impact at 70eV. All samples were injected using scan (50-1000m/z) and selected ion monitoring (SIM) mode. In all experiments, Cpt1a-proficient NIC cells were used as controls. The sample preparation and data collection order for biological and technical replicates was randomized. All metabolites described in this study were validated against authenticated standards to confirm mass spectra and retention times. The relative amount of each metabolite was determined from the integration of ion intensities and normalized to the number of cells extracted using MassHunter Quant software (Version B.08.00) (Agilent Technologies) according to published protocols. Mass isotopomer distribution analysis was determined using a custom in-house algorithm developed at McGill University (McGuirk).

BioNova: Glucose and lactate levels in conditioned media were measured using a Flux Bioanalyzer (NOVA Biomedical) according to the manufacturer's instructions.

Respirometry and extracellular acidification measurements: Oxygen consumption and extracellular acidification rates were measured using an XFe96 Extracellular Flux Analyzer (Seahorse Bioscience) using the manufacturer's established protocols. At the end of the assay, the IncuCyte S3 system (ESSEN BioSciences, Ann Arbor, MI, USA) was used for live cell counting at 10x magnification. Cell counts were determined using the IncuCyte S3 Analysis software. Data was normalized to cell number (20,000 cells) and analyzed using Wave software (Seahorse Bioscience).

Lung metastasis: Three H&E stained 10µm step sections per sample were scanned using an Aperio-XT slide scanner (Leica Biosystems) and analyzed using Imagescope software (Leica Biosystems).

IF, IHF and RNA FISH: Mitochondrial Immunofluorescence Images and Tumor Immunohistofluorescence images were acquired using a Zeiss LSM800 confocal microscope or Zeiss AxioScan slide scanner. For mitochondrial morphology analysis, images from cells labeled for HSP60 and TOMM20 were obtained using the 60X objective and stacked in the same condition of gain, laser intensities and exposure time. Images were then compiled as "Max projection" and analyzed using the ImageJ/FIJI software (v1.53u, NIH).

RT-PCR: Total RNA was extracted from cultured cells or flash-frozen mammary tumors using the RNeasy Mini Kit (Qiagen, 74106). mRNA was reverse-transcribed into cDNA using the ProtoScript First Strand cDNA Synthesis Kit (New England Biolabs, E6300). Real-time quantitative PCR (qRT-PCR) was performed using the LightCycler 480 SYBR Green 1 MasterMix (Roche, 04887352001), run on the LightCycler 480 instrument (Roche) and analyzed using the corresponding software (LightCycler 480 SW, v1.5.1.62). Each sample was run in triplicate and normalized to Actb as a control. qRT-PCR Primer sequences are in Supplementary Table S4.

Immunoblots: Immunoblot images were acquired using a Li-COR Odyssey system and analyzed on the associated software, Image Studio Lite (v5.2.1, Li-COR Biosciences).

In vitro Migration and Invasion Assay: Images were acquired using an AxioZoom V16 (Zeiss) and analyzed (positive pixel) using ImageJ (v1.53u, NIH).

ROS Detection: Images were acquired using an EVOS FL Microscope (Thermo Fischer Scientific, 4471136) and analyzed (positive pixel) using ImageJ (v1.53u, NIH).

Neutral lipid staining and uptake of BODIPY using flow cytometry: Cells were treated with 2 µM of cell membrane-permeant fluorophore, BODIPY 493/503 (4,4-Difluoro-1,3,5,7,8-Pentamethyl-4-Bora-3a,4a-Diaza-s-indacene) (Thermo Fischer Scientific, #D3922) or BODIPY FL C16 (4,4-Difluoro-5,7-Dimethyl-4-Bora-3a,4a-Diaza-s-indacene-3-Hexadecanoic Acid) (Thermo Fischer Scientific, #D3821) for 30 minutes at 37 °C to stain for lipid droplets. Samples were washed with PBS to remove staining solution, trypsinized to generate single cell suspension and centrifuged at 800 xg for 3 minutes. Subsequently, cells were washed with FACS buffer (1X PBS with 2 mM EDTA and 2% FBS), passed through a 70µm strainer and stained with viability dye eFluorYM 506 (eBioscience, 65-00866-18) for 10 minutes on ice. A minimum of 100,000 events per sample was acquired using a LSR Fortessa 5L Flow Cytometer (BD Bioscience, H649225B4076) with FACSDiva Software (Version 8) (BD Biosciences) in slow rate mode to avoid doublets. Cell populations were gated as shown in Supplementary Fig. 2d. Data were analyzed with FlowJo Software (Ashland, OR, USA). Cell debris and aggregates were excluded from the analysis using pulse processing SSC-H vs SSC-W.

IncuCyte Cell Proliferation Assays: 5000 cells per well were seeded in triplicate or quadruplicate in 96-well optical-bottom plates (Nunc, 167008). After 24 hours of seeding, drugs or vehicle controls were added, and live cell imaging was performed using the IncuCyte S3 system (ESSEN BioSciences, Ann Arbor, MI, USA) at 10x magnification every 6 hours over a period of 96 hours (2 images per well per timepoint, 17 total timepoints). Percentage confluence was determined using the IncuCyte S3 Analysis software (v2019A, ESSEN BioSciences).

#### Data analysis

Statistical Analysis was performed on Prism 9.0 (Broad Institute, v4.i0), ImageJ (v1.53u, NIH), BioRender (<https://www.biorender.com/>), Kaplan-Meier survival curves (<https://kmplot.com/analysis/>), ROC Plot (ROCPlot.org), Enrichr (Ma'ayan Labs, <https://maayanlab.cloud/Enrichr/>), HALO Software Image Analysis (v3.5.3577, Indica Labs), Seahorse Wave (v2.6.0.31, Agilent), Adobe Illustrator (v25.2.3), Image Studio Lite (v5.2.1, Li-COR Biosciences), Microsoft Excel (v16.66.1, Microsoft), IncuCyte S3 system (v2019A, ESSEN BioSciences), FACSDiva Software (Version 8) (BD Biosciences), MassHunter Quant (v12.0.893.1, Agilent) and FlowJo Software (v10.10\_CL, Ashland, OR, USA). More detail is provided in the manuscript.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA-Seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE254622 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE254622>]. The raw metabolomics data in this study were generated at the Metabolomics Innovation Resource Facility and have been deposited in the Mendeley Data database under accession code DOI: 10.17632/ddxcjk7s5b.1 [<https://data.mendeley.com/datasets/ddxcjk7s5b/1>].

Analysis of transcriptomic data from publicly available datasets: Kaplan-Meier curves depicting overall survival (OS) according to CPT1A mRNA expression in breast cancer and HER2+ breast cancer patients were generated from the Gene Expression Profiling Interactive Analysis database (GEPIA2) web-based tool (<http://gepia2.cancer-pku.cn/>) 97. To assess the prognostic value of CPT1A, patient samples were stratified into two groups, high and low, based on either median or quartile cut-offs. The two patient cohorts were compared using Kaplan-Meier survival plots, and the hazard ratios, calculated using the Cox proportional-hazard model with 95% confidence intervals (CIs), and log-rank p values were displayed on the figure. p-values less than 0.05 were considered significant. Receiver Operating Characteristic (ROC) plots were used to determine whether CPT1A gene expression was implicated as a biomarker for sensitivity or resistance to Trastuzumab in breast cancer. These ROC plots were generated from ROC plotter (<https://rocplot.org>) by selecting "ROC Plotter for breast cancer" and entering CPT1A as the gene symbol.98 ROC plots were created for both complete pathological response (cPR) and relapse-free survival (RFS) to Anti-HER2 therapy, Trastuzumab.

All findings from this study are available within the article, supplementary information, and source data files or from the corresponding author (W.J.M) upon request. Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Our research takes into consideration that breast cancer predominately affects women. To reflect the patient demographic of breast cancer, we predominately use female mouse models to accurately depict the epidemiology of the disease, as woman are at a much higher risk of developing breast cancer. However, we also recognize that while rare, 1% of breast cancers are made up of men.

Reporting on race, ethnicity, or other socially relevant groupings

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Sample sizes are indicated in each figure, corresponding figure legends, or in the "Statistics and reproducibility" section of the manuscript. For cell culture experiments, the sample size (n) was 3 or 4 biological replicates, per genotype, for animal study experiments n = 6 to 20 mice, per genotype. No power analysis, statistical method, or sample size calculation were used to calculate the sample size, they were determined considering the variations and mean values of the samples, based on our previous experience, or a standard protocol in the field. p-values from statistical tests were used to assess statistical significance and appropriateness of sample sizes. All experiments were reproduced in at least two independent experiments using the indicated biological and technical replicates unless otherwise specified in the figure legends. As we used a stringent definition of response to therapy (tumor onset, weight and growth) in the evaluation of anti-tumor activity of the ketogenic diet (long-chain and medium chain ketogenic diet versus normal chow) and 7.16.4 mAb (versus IgG Control Ab), n= 6 or 10 mice, respectively, was sufficient to reach statistically significant effect as compared to the control group.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Antibodies

### Antibodies used

1. beta-Actin (AC-15), Mouse mAb, Millipore - Cat. No: A5441 (Source No.: 0000167894). Dilution: IB - 1/2000.
2. CD206/ MRC1 (E6T5J), Rabbit mAb, Cell Signaling - Cat. No.:24595, Lot No.: 3. Dilution: IF: 1/400.
3. CD3-epsilon (D4V8L), Rabbit mAb, Cell Signaling - Cat No.: 99940, Lot No.: 1. Dilution: IF: 1/200.
4. CD36, Rabbit anti-CD36-BSA Free pAb, Novus Biologicals - Cat. No.: NB400-144, Lot No.: D105730-2. Dilution: IF: 1/200.
5. CD4 (D7D2Z), Rabbit mAb, Cell Signaling - Cat. No.: 25229, Lot No.: 7. Dilution: IF: 1/200.
6. CD8-alpha (D4W2Z), Cell Signaling - Cat. No.: 98941, Lot No.: 6. Dilution: IF: 1/200.
7. CD31 (PECAM-1) (D8V9E) XP(R), Rabbit mAb, Cell Signaling - Cat No.: 77699, Lot No.: Dilution: IF: 1/200.
8. Cleaved Caspase 3 (D175), Rabbit mAb, Cell Signaling - Cat No.: 9661, Lot No: 47. Dilution: IF: 1/200.
9. CPT1A, Rabbit pAb, Proteintech - Cat. No.: 15184-1-AP, Lot. No.: 00061091. Dilution: IF: 1/500, IB: 1/1000.
10. ErbB2, Rabbit pAb, DAKO - Cat. No.: A0485, Lot. No: 41613306. Dilution: IF: 1/200.
11. ErbB2/ c-Neu (Ab3) (CB5), Millipore - Cat. No.: OP15L, Lot. No.: n/a. Dilution: IF: 1/100.
12. F4/80 (D2S3R) XP(R), Rabbit mAb, Cell Signaling - Cat. No.: 70076, Lot. No.: 3. Dilution: IF: 1/200.
13. Glut1 (E4S6I), Rabbit mAb, Cell Signaling - Cat. No.: 73015, Lot No.: 1. Dilution: IF: 1/200, IB: 1000.
14. Hsp60, Mouse mAb, Fisher Scientific - Cat. No.: MA5-15836, Lot. No.: n/a. Dilution: IF: 1/100.
15. KEAP1, Rabbit pAb. Proteintech - Cat. No.: 10503-2-AP, Lot. No. 00118817. Dilution: IB: 1/1000.
16. Ki67 (D3B5), Rabbit mAb, Cell Signaling - Cat. No.: 12202, Lot. No.: 8. Dilution: IF: 1/200.
17. MPC2 (D4I7G), Rabbit mAb, Cell Signaling - Cat. No.: 46141, Lot. No.: 2. Dilution: IB: 1/1000.
18. NK1.1/ CD161 (E6Y9G), Rabbit mAb, Cell Signaling - Cat. No.: 39197, Lot No.: 3. Dilution: IF: 1/200.
19. NRF2 (D129C) XP(R), Rabbit mAb, Cell Signaling - Cat. No.: 12721I Lot. No.: 10. Dilution: IF - 1/200, IB - 1/1000.
20. p-Stat1 (Y701), (D4A7), Rabbit mAb, Cell Signaling - Cat. No.: 9167, Lot. No. 5. Dilution: IF: 1/200.
21. Tomm20 (FL-145), Rabbit pAb, Santa Cruz - Cat. No.: sc-11415, Lot No.: J2815. Dilution: IF: 1/200.
22. alpha-Tubulin (DM1A), Mouse mAb, Cell Signaling - Cat. No.: 3873, Lot No.: 16. Dilution: IB: 1/2000.
23. Vinculin (V11F9) (7F9), Mouse mAb, Chemicon - Cat. No.: MAB3574, Lot No.: 4015613. Dilution: IB: 1/5000.
24. Alexa Fluor 488 Goat anti-Mouse, Fisher Scientific - Cat. No.: A32723, Lot. No.: n/a. Dilution: IB: 1/1000.
25. Alexa Fluor 555 Goat anti-Rabbit, Fisher Scientific - Cat. No.: A32732, Lot. No.: n/a. Dilution: IB: 1/1000.
26. Alexa Fluor 647 Phalloidin, Fisher Scientific - Cat. No.: A22287, Lot. No.: n/a. Dilution: IB: 1/1000.
27. IRDye 800CW Donkey anti-Rabbit, Li-COR Biosciences - Cat. No.: 925-32213, Lot. No.: D30926-05. Dilution: IB: 1/10000.
28. IRDye 680RD Donkey anti-Mouse, Li-COR Biosciences - Cat. No.: 926-68073, Lot. No.: D30613-05. Dilution: IB: 1/10000.

Where, IF: Immunofluorescence and IB: Immunoblot analysis

Validations have been performed by the Manufacturer and can be seen on the Manufacturer's website or in the provided technical sheets. Positive and negative cell lines, Activator and Inhibitor Treatment, Tissue Type and Protocol Optimization has been conducted by the manufacturer and our lab to ensure the validity and the application of the following antibodies. (IF: Immunofluorescence and IB: Immunoblot analysis).

#### 1. beta-Actin, IB: 1/2000

Validation statement and information on the manufacturer web site: <https://www.sigmaaldrich.com/CA/en/product/sigma/a5441>  
Monoclonal Anti- $\beta$ -Actin (mouse IgG1 isotype) is derived from the AC-15 hybridoma produced by the fusion of mouse myeloma cells and splenocytes from an immunized mouse. Actin is one of the most conserved eukaryotic proteins, it is expressed in mammals and birds as at least six isoforms. Four of them represent the differentiation markers of muscle tissues and two are found practically in all cells. There are three  $\alpha$ -actins ( $\alpha$ -skeletal,  $\alpha$ -cardiac, and  $\alpha$ -smooth muscle), one  $\beta$ -actin ( $\beta$ -nonmuscle), and two  $\gamma$ -actins ( $\gamma$ -smooth muscle and  $\gamma$ -non-muscle). Actin isoforms show >90% overall sequence homology, but only 50–60% homology in their 18 NH2-terminal residues. The NH2-terminal region of actin appears to be a major antigenic region and may be involved in the interaction of actin with other proteins such as myosin. The antibody can be used for staining of acetone-fixed frozen sections, EM preparations, and microinjection experiments. B5, ethanol, methacarn, or Bouin's solutions can be used as fixatives. The epitope recognized by the antibody is resistant to formalin-fixed and paraffin-embedding. Monoclonal Anti  $\beta$ -Actin antibody recognizes an epitope located on the N-terminal end of the  $\beta$ -isoform of actin. The antibody specifically labels  $\beta$ -actin in a wide variety of tissues and species using immunoblotting (42 kDa), immunofluorescent staining of cultured cell lines, and immunohistochemistry. Species Reactivity: heep, carp, feline, chicken, rat, mouse, *Hirudo medicinalis*, rabbit, canine, pig, human, bovine, guinea pig.

#### 2. CD206/ MRC1, IF: 1/400.

Validation statement and information on the manufacturer web site: <https://www.cellsignal.com/products/primary-antibodies/cd206-mrc1-e6t5j-xp-rabbit-mab/24595>  
Monoclonal antibody is produced by immunizing animals with a synthetic peptide corresponding to residues near the carboxy terminus of mouse CD206/MRC1 protein. CD206/MRC1 (E6T5J) XP® Rabbit mAb recognizes endogenous levels of total CD206/MRC1 protein. This antibody recognizes mouse CD206/MRC1 protein and is also reactive with human CD206/MRC1; however, this antibody is not suggested for immunohistochemical analysis of human tissues. Instead, CD206/MRC1 (E2L9N) Rabbit mAb #91992 is recommended for IHC analysis of human tissue samples. Species Reactivity: Human, Mouse, Rat, Monkey.

#### 3. CD3-epsilon, IF: 1/200.

Validation statement and information on the manufacturer web site: <https://www.cellsignal.com/products/primary-antibodies/cd3e-e4t1b-xp-rabbit-mab/78588>  
Monoclonal antibody is produced by immunizing animals with a synthetic peptide corresponding to residues surrounding Val31 of mouse CD3 $\epsilon$  protein. CD3 $\epsilon$  (D4V8L) Rabbit mAb recognizes endogenous levels of total mouse CD3 $\epsilon$  protein. Non-specific staining in mouse pancreas has been observed. CD3 $\epsilon$  (D4V8L) Rabbit mAb may react weakly with human CD3 $\epsilon$ , but is not suggested for use in immunohistochemical analysis of human tissues. Instead, CD3 $\epsilon$  (D7A6E™) XP® Rabbit mAb #85061 is recommended for IHC analysis of human tissue samples. Species Reactivity: Mouse

#### 4. CD36, IF: 1/200.

Validation statement and information on the manufacturer web site: [https://www.novusbio.com/products/cd36-antibody\\_nb400-144](https://www.novusbio.com/products/cd36-antibody_nb400-144)  
Rabbit polyclonal. This CD36 Antibody was developed against a synthetic peptide mapping to a region of human CD36 between residues 100-200 [Uniprot# P16671].

#### 5. CD4, IF: 1/200.

Validation statement and information on the manufacturer web site: <https://www.cellsignal.com/products/primary-antibodies/cd4-d7d2z-rabbit-mab/25229>  
Monoclonal antibody is produced by immunizing animals with a synthetic peptide corresponding to residues surrounding Ala232 of mouse CD4 protein. CD4 (D7D2Z) Rabbit mAb recognizes endogenous levels of total mouse and rat CD4 protein. Non-specific staining in mouse kidney and liver has been observed. Species Reactivity: Mouse, Rat, Hamster

#### 6. CD8-alpha, IF: 1/200.

Validation statement and information on the manufacturer web site: <https://www.cellsignal.com/products/primary-antibodies/cd8a-d4w2z-xp-174-rabbit-mab/98941>  
Monoclonal antibody is produced by immunizing animals with a synthetic peptide corresponding to residues surrounding Asp42 of mouse CD8 $\alpha$  protein. CD8 $\alpha$  (D4W2Z) XP® Rabbit mAb recognizes endogenous levels of total CD8 $\alpha$  protein. Species Reactivity: Mouse

#### 7. CD31 (PECAM-1), IF: 1/200.

Validation statement and information on the manufacturer web site: <https://www.cellsignal.com/products/primary-antibodies/cd31-pecam-1-d8v9e-xp-rabbit-mab/77699>  
Monoclonal antibody is produced by immunizing animals with a synthetic peptide corresponding to residues surrounding Ala451 of mouse CD31 (PECAM-1) protein. CD31 (PECAM-1) (D8V9E) XP® Rabbit mAb recognizes endogenous levels of total CD31 (PECAM-1) protein. Species Reactivity: Mouse

#### 8. Cleaved Caspase 3, IF: 1/200.

Validation statement and information on the manufacturer web site: <https://www.cellsignal.com/products/primary-antibodies/cleaved-caspase-3-as175-antibody/9661>  
Polyclonal antibodies are produced by immunizing animals with a synthetic peptide corresponding to amino-terminal residues adjacent to (Asp175) in human caspase-3. Cleaved Caspase-3 (Asp175) Antibody detects endogenous levels of the large fragment (17/19 kDa) of activated caspase-3 resulting from cleavage adjacent to Asp175. This antibody does not recognize full length caspase-3 or other cleaved caspases. This antibody detects non-specific caspase substrates by western blot. Non-specific labeling may be observed by immunofluorescence in specific sub-types of healthy cells in fixed-frozen tissues (e.g. pancreatic alpha-cells).

Nuclear background may be observed in rat and monkey samples. Species Reactivity: Human, Mouse, Rat, Monkey

9. CPT1A, IF: 1/500 and IB: 1/1000.

Validation statement and information on the manufacturer web site: <https://www.ptglab.com/products/CPT1A-Antibody-15184-1-AP.htm>

Rabbit Polyclonal. 15184-1-AP targets CPT1A in WB, IP, IHC, IF, FC, CoIP, ELISA applications and shows reactivity with human, mouse, rat samples.

10. ErbB2, IF: 1/200.

Polyclonal Rabbit Anti-Human c-erbB-2 Oncoprotein is intended for use in immunohistochemistry. The antibody labels normal epithelial cells, which generally express c-erbB-2 protein at a very low level. It is a useful tool for the identification of overexpression of c-erbB-2 oncoprotein in a variety of epithelial neoplasms, for example subsets of breast carcinomas, pulmonary adenocarcinomas, colorectal adenocarcinomas, pulmonary squamous and gastric adenocarcinomas, transitional cell carcinomas of the urinary bladder, and endometrial adenocarcinomas. The clinical interpretation of any staining or its absence should be complemented by morphological studies using proper controls and should be evaluated within the context of the patient's clinical history and other diagnostic tests by a qualified pathologist. The antibody labels an intracellular domain of c-erbB2 oncoprotein.

11. ErbB2/ c-Neu (Ab3), IF: 1/100 and IB: 1/1000.

Validation statement and information on the manufacturer web site: [https://www.emdmillipore.com/CA/en/product/Anti-c-ErbB2-c-Neu-Ab-3-Mouse-mAb-3B5,EMD\\_BIO-OP15L?ReferrerURL=https%3A%2F%2Fwww.google.com%2F](https://www.emdmillipore.com/CA/en/product/Anti-c-ErbB2-c-Neu-Ab-3-Mouse-mAb-3B5,EMD_BIO-OP15L?ReferrerURL=https%3A%2F%2Fwww.google.com%2F)

Mouse monoclonal. a synthetic peptide (TAENPEYLGIDVPV) corresponding to amino acids 1242-1255 from the C-terminal domain of human c-ErbB2/c-Neu.

12. F4/80, IF: 1/200.

Validation statement and information on the manufacturer web site: <https://www.cellsignal.com/products/primary-antibodies/f4-80-d2s9r-xp-rabbit-mab/70076>

Monoclonal antibody is produced by immunizing animals with recombinant mouse F4/80 protein. F4/80 (D2S9R) XP® Rabbit mAb recognizes endogenous levels of total F4/80 protein. Species Reactivity: Mouse

13. Glut1, IF: 1/200 and IB: 1/1000.

Validation statement and information on the manufacturer web site: <https://www.cellsignal.com/products/primary-antibodies/glut1-e4s6i-rabbit-mab/73015>

Monoclonal antibody is produced by immunizing animals with a synthetic peptide corresponding to residues near the carboxy terminus of human Glut1 protein. Glut1 (E4S6I) Rabbit mAb recognizes endogenous levels of total Glut1 protein. This antibody does not cross-react with Glut2, Glut3, or Glut4. Species Reactivity: Human, Mouse, Rat, Monkey.

14. Hsp60, IF: 1/100.

Validation statement and information on the manufacturer web site: <https://www.thermofisher.com/antibody/product/HSP60-Antibody-clone-3G8-Monoclonal/MA5-15836>

Mouse monoclonal. MA5-15836 targets HSP60 in indirect ELISA, FACS, IF, IHC, and WB applications and shows reactivity with Human, mouse, Non-human primate, and Rat samples. The MA5-15836 immunogen is purified recombinant fragment of human HSP60 expressed in E. Coli. MA5-15836 detects HSP60 which has a predicted molecular weight of approximately 61kDa. Species reactivity: Human, Mouse, Non-human primate, Rat.

15. KEAP1, IB: 1/1000.

Validation statement and information on the manufacturer web site: <https://www.ptglab.com/products/KEAP1-Antibody-10503-2-AP.htm>

Rabbit polyclonal. 10503-2-AP targets KEAP1 in WB, IP, IHC, IF, CoIP, ELISA applications and shows reactivity with human, mouse samples.

16. Ki67, IF: 1/200.

Validation statement and information on the manufacturer web site: <https://www.cellsignal.com/products/primary-antibodies/ki-67-d3b5-rabbit-mab-mouse-preferred-ihc-formulated/12202>

Monoclonal antibody is produced by immunizing animals with a recombinant protein specific to the amino terminus of Ki-67 protein. Ki-67 (D3B5) Rabbit mAb (IHC Formulated) recognizes endogenous levels of murine Ki-67 protein. It will also detect endogenous levels of human Ki-67 protein; however, Ki-67 (D2H10) Rabbit mAb #9027 is recommended for the detection of human Ki-67 protein in paraffin-embedded tissues. Species Reactivity: Mouse.

17. MPC2, IB: 1/1000.

Validation statement and information on the manufacturer web site: <https://www.cellsignal.com/products/primary-antibodies/mpc2-d4i7g-rabbit-mab/46141>

Monoclonal antibody is produced by immunizing animals with a synthetic peptide corresponding to residues surrounding Asn33 of human MPC2 protein. MPC2 (D4I7G) Rabbit mAb recognizes endogenous levels of total MPC2 protein. This antibody does not cross-react with MPC1 protein. Species Reactivity: Human, Mouse, Rat, Monkey.

18. NK1.1/ CD161, IF: 1/200.

Validation statement and information on the manufacturer web site: <https://www.cellsignal.com/products/primary-antibodies/nk1-1-cd161-e6y9g-rabbit-mab/39197>

Monoclonal antibody is produced by immunizing animals with a synthetic peptide corresponding to residues near the carboxy terminus of mouse NK1.1/CD161 protein. NK1.1/CD161 (E6Y9G) Rabbit mAb recognizes endogenous levels of total CD161c protein from C57BL/6, SJL, and NZW mice, but not from BALB/c and 129S6 mice. Mice from other strains have not been tested. This antibody is predicted to cross-react with CD161b and may cross-react with CD161a protein in some mouse strains. Non-specific staining was

observed in mouse testis by immunohistochemistry. Species Reactivity: Mouse.

19. NRF2, IF: 1/200 and IB: 1/1000.

Validation statement and information on the manufacturer web site: <https://www.cellsignal.com/products/primary-antibodies/nrf2-d1z9c-xp-rabbit-mab/12721>

Monoclonal antibody is produced by immunizing animals with a synthetic peptide corresponding to residues surrounding Ala275 of human NRF2 protein. NRF2 (D1Z9C) XP® Rabbit mAb recognizes endogenous levels of total NRF2 protein. Species Reactivity: Human, Mouse, Monkey

20. p-Stat1 (Y701), IF: 1/200.

Validation statement and information on the manufacturer web site: <https://www.cellsignal.com/products/primary-antibodies/phospho-stat1-tyr701-58d6-rabbit-mab/9167>

Monoclonal antibody is produced by immunizing animals with a synthetic phosphopeptide corresponding to residues surrounding Tyr701 of human Stat1. Phospho-Stat1 (Tyr701) (58D6) Rabbit mAb detects endogenous levels of Stat1 only when phosphorylated at tyrosine 701. The antibody detects phosphorylated tyrosine 701 of p91 Stat1 and also the p84 splice variant. It does not cross-react with the corresponding phospho-tyrosines of other Stat proteins. Species Reactivity: Human, Mouse

21. Tomm20, IF: 1/200.

Validation statement and information on the manufacturer web site: <https://www.scbt.com/p/tom20-antibody-fl-145>

Tom20 Antibody (FL-145) is a rabbit polyclonal IgG; 200 µg/ml.

22. alpha-Tubulin, IB: 1/2000.

Validation statement and information on the manufacturer web site: <https://www.cellsignal.com/products/primary-antibodies/a-tubulin-dm1a-mouse-mab/3873>

Polyclonal antibodies are produced by immunizing animals with a synthetic peptide corresponding to the sequence of human  $\alpha$ -tubulin. Antibodies are purified by protein A and peptide affinity chromatography. The  $\alpha$ -Tubulin Antibody detects endogenous levels of total  $\alpha$ -tubulin protein, and does not cross-react with recombinant  $\beta$ -tubulin. Species Reactivity: Human, Mouse, Rat, Monkey, D. melanogaster, Bovine

23. Vinculin, IB: 1/5000.

Validation statement and information on the manufacturer web site: [https://www.emdmillipore.com/CA/en/product/Anti-Vinculin-Antibody-clone-VIIF9-7F9,MM\\_NF-MAB3574?ReferrerURL=https%3A%2F%2Fwww.google.com%2F](https://www.emdmillipore.com/CA/en/product/Anti-Vinculin-Antibody-clone-VIIF9-7F9,MM_NF-MAB3574?ReferrerURL=https%3A%2F%2Fwww.google.com%2F)

Mouse Monoclonal. Anti-Vinculin Antibody, clone VIIF9 (7F9) is an antibody against Vinculin for use in IP, WB, IC, IH(P). Species reactivity: Mouse, human, pig, rabbit, monkey, bovine

24. Alexa Fluor 488 Goat anti-Mouse, IF: 1/1000.

Validation statement and information on the manufacturer web site: <https://www.thermofisher.com/antibody/product/Goat-anti-Mouse-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A32723>

Goat polyclonal. Anti-Mouse secondary antibodies are affinity-purified antibodies with well-characterized specificity for mouse immunoglobulins and are useful in the detection, sorting or purification of its specified target. Secondary antibodies offer increased versatility enabling users to use many detection systems (e.g. HRP, AP, fluorescence). They can also provide greater sensitivity through signal amplification as multiple secondary antibodies can bind to a single primary antibody. Most commonly, secondary antibodies are generated by immunizing the host animal with a pooled population of immunoglobulins from the target species and can be further purified and modified (i.e. immunoaffinity chromatography, antibody fragmentation, label conjugation, etc.) to generate highly specific reagents. Species reactivity: Mouse.

25. Alexa Fluor 555 Goat anti-Rabbit, IF: 1/1000.

Validation statement and information on the manufacturer web site: <https://www.thermofisher.com/antibody/product/Goat-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A32732>

Goat polyclonal. Anti-Rabbit secondary antibodies are affinity-purified antibodies with well-characterized specificity for rabbit immunoglobulins and are useful in the detection, sorting or purification of its specified target. Secondary antibodies offer increased versatility enabling users to use many detection systems (e.g. HRP, AP, fluorescence). They can also provide greater sensitivity through signal amplification as multiple secondary antibodies can bind to a single primary antibody. Most commonly, secondary antibodies are generated by immunizing the host animal with a pooled population of immunoglobulins from the target species and can be further purified and modified (i.e. immunoaffinity chromatography, antibody fragmentation, label conjugation, etc.) to generate highly specific reagents. Species reactivity: Rabbit.

26. Alexa Fluor 647 Phalloidin, IF: 1/1000.

Validation statement and information on the manufacturer web site: <https://www.thermofisher.com/order/catalog/product/A22287>

Alexa Fluor 647 phalloidin is a high-affinity F-actin probe conjugated to our bright, photostable, far-red fluorescent Alexa Fluor 647 dye.

27. IRDye 800CW Donkey anti-Rabbit, IB: 1/10000.

Validation statement and information on the manufacturer web site: <https://www.licor.com/bio/reagents/irdye-800cw-donkey-anti-rabbit-igg-secondary-antibody>

Rabbit IgG. The antibody was isolated by affinity chromatography using antigens coupled to agarose beads. Based on ELISA, this antibody reacts with the heavy and light chains of rabbit IgG, and with the light chains common to most rabbit immunoglobulins. This antibody was tested by ELISA and/or solid-phase adsorbed to ensure minimal cross-reactivity with bovine, chicken, goat, guinea pig, hamster, horse, human, mouse, rat, and sheep serum proteins, but may cross-react with immunoglobulins from other species. The conjugate has been specifically tested and qualified for Western blot and In-Cell Western™ Assay applications.

28. IRDye 680RD Donkey anti-Mouse, IB: 1/10000.

Validation statement and information on the manufacturer web site: <https://www.licor.com/bio/reagents/irdye-680rd-donkey-anti-mouse-igg-secondary-antibody>

Mouse IgG. The antibody was isolated by affinity chromatography using antigens coupled to agarose beads. Based on immunoelectrophoresis, this antibody reacts with the heavy chains of mouse IgG, and with the light chains common to most mouse immunoglobulins. No reactivity was detected against non-immunoglobulin serum proteins. This antibody was tested by ELISA and/or solid-phase adsorbed to ensure minimal cross-reactivity with bovine, chicken, goat, guinea pig, Syrian hamster, horse, human, rabbit, and sheep serum proteins, but may cross-react with immunoglobulins from other species. The conjugate has been specifically tested and qualified for Western blot and In-Cell Western™ Assay applications.

All antibodies were tested on the mouse (species) samples.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Field-collected samples

The study did not involve samples collected from the field.

Ethics oversight

Experiments involving mice were conducted in accordance with McGill University and Canadian Council on Animal Care (CCAC) ethical guidelines under a protocol (MCGL-5518) approved by the McGill University Downtown Campus Facility Animal Care Committee (FACC), a branch of the McGill University Animal Care Committee (UACC), Montreal, QC, Canada.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

Seed stocks

N/A

Novel plant genotypes

N/A

Authentication

N/A

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Cells were treated with 2M of cell membrane-permeant fluorophore, BODIPY 493/503 (4,4-Difluoro-1,3,5,7,8-Pentamethyl-4-Bora-3a,4a-Diaza-s-indacene) (Thermo Fischer Scientific, #D3922) or BODIPY FL C16 (4,4-Difluoro-5,7-Dimethyl-4-Bora-3a,4a-Diaza-s-indacene-3-Hexadecanoic Acid) (Thermo Fischer Scientific, #D3821) for 30 minutes at 37 °C to stain for lipid droplets. Samples were washed with PBS to remove staining solution, trypsinized to generate single cell suspension and centrifuged at 800 x g for 3 minutes. Subsequently, cells were washed with FACS buffer (1X PBS with 2 mM EDTA and 2% FBS), assed through a 70µm strainer and stained with viability dye eFluorYM 506 (eBioscience, 65-00866-18) for 10 minutes on ice.

Instrument

BD LSR Fortessa 5L (BD Bioscience, H649225B4076)  
5 Lasers (355; 405; 488; 561; 640); 18 detectors (3UV; 6V; 2B; 4YG; 3R) + FSC; SSC-B

Software

FACSDiva Software (Version 8) (BD Biosciences) for data collection and FlowJo Software (Ashland, OR, USA) for data analysis.

Cell population abundance

A minimum of 100 000 events per sample was acquired using a LSR Fortessa Flow Cytometer with FACSDiva Software (Version 8) (BD Biosciences) in slow rate mode to avoid doublets. Cell debris and aggregates were excluded from the analysis using pulse processing SSC-H vs SSC-W

Gating strategy

The first gating strategy, forward- and side-Scatters (FSC and SSC), i.e., representing the cell size and granularity respectively. Then, FSC-A/FSC-H to exclude events that could represent more than one cell. We used viability dye fluor 506/FSC-A to exclude live/dead gate cells were negative efluor 506 cells represent the fraction of viable cells. We then generated a histogram representing Alexa Fluor 488 positive cells for either BODIPY 493/503 or BODIPY FL C16.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

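RNA-Seq libraries of tumor-derived mouse cell lines were compared between genotypes. Of the 6 lines, 4 were NIC/Cpt1a L/L (KO_1922, KO_1925, KO_2768 and KO_4258) and 2 were NIC/Cpt1a+/+ (WT_5257 and WT_8905). Samples were assigned to genotypes from the genotype field of their labels and the line names printed in Fig. 4b and Supplementary Fig. 6a. The names of the lines are those of the labels. The wording of the sample titles gives the opposite allele status and was not followed. Each line had 2 libraries, except line KO_2768, for which 1 library was used here. The paper gives n as cell lines analyzed in duplicate, so the cell line was the replicate.

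The authors aligned the reads to mm10 with STAR, obtained read counts per gene with HTSeq and deposited them as whole numbers without normalization. Whether counting used the strand of the reads was not found in the paper's text, so values of genes that overlap on opposite strands are uncertain. The authors also deposited a normalized signal, in which the read count of a gene is divided by 1 size factor per library, and FPKM, which divides it by gene length and library total. The log2 fold changes, p-values and adjusted p-values of the authors' own DESeq2 comparison were deposited in the same table. The table holds 4461 genes, 2614 raised and 1847 lowered, and the largest adjusted p-value in it is 0.0500. Genes outside the table, among them 17 of the 22 genes the paper names, were not analysed here. All dispersions, scalings, list tests and clusters were therefore computed among genes selected on the same libraries, which inflates separation between the genotypes.

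The listed genes carry between 33.3% and 34.6% of each library's reads, so a column sum is not the depth of a library. Library totals were recovered from the counts, gene lengths and FPKM and came out as 1 whole number per library. They ranged from 18247312 to 25386785 in NIC/Cpt1a L/L libraries and from 15199378 to 17372643 in NIC/Cpt1a+/+ libraries. The floor of 3 counts covers counting error only, and folds against a group whose libraries were all at or under it were computed against it as lower bounds.

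Counts were analyzed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0, and plots were drawn in Python 3.11.15 with matplotlib 3.10.9. Duplicate libraries were summed by line. TMM factors were computed on the listed genes with the recovered library totals, and lay between 0.969 and 1.05 for the line sums. The filter filterByExpr kept 4268 genes by line and 3940 by library. The test was edgeR's quasi-likelihood F-test, with a prior of 1.91 degrees of freedom by line. Benjamini-Hochberg adjustment counted 17561 tests, the number implied by the p-values and adjusted p-values of the authors, with a threshold of 0.05. The number of tests was chosen after the table was seen and after the counts of called genes under both choices were known. It gives 0 raised and 0 lowered genes by line, and the other choice, the listed genes alone, gives 71 and 148.

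The rule for the 31 named genes was fixed before the data were examined. It takes every gene the paper names, the members of 4 gene lists that pass the threshold by line or by library, and the 5 raised and 5 lowered protein-coding genes with the largest log2 fold change among those past the threshold with all NIC/Cpt1a L/L lines on one side. Since no gene passed by line, the last group comes from the comparison by library. The lists, 30 Nrf2 target genes, 9 genes of the pentose phosphate pathway and NADPH production, 16 genes of glucose use and 23 antioxidant enzymes, were written from general knowledge. A list of 198 genes was read by eye from Supplementary Fig. 6a. Lists were tested with limma's camera at an inter-gene correlation of 0.01 on log2 CPM with a prior count of 2. P-values were adjusted over the 5 lists, that of Supplementary Fig. 6a included. Reactome mouse sets shipped with fgsea were tested with a one-sided Fisher's exact test among the 4058 listed genes with an Entrez identifier in the GENCODE annotation, adjusted over the sets. Enrichr's transcription factor library was not used here. The values of some named genes are not reported here.

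Alternatives covered the sample unit, a replicate block, the correlation of duplicates (0.955 by limma's duplicateCorrelation), DESeq2, DESeq2's median-of-ratios size factors, the expression filter, each line left out in turn, 1 library per line, the threshold, the list test, the genes entered into Reactome sets and the clustering distance. The authors' size factors, library totals without TMM, DESeq2 on every library with the authors' size factors and no filter, adjustment over the listed genes, and some further Reactome and separation settings were added after the data were seen.

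The functions were tested on simulated data with changes of 1 or 2 on the log2 scale and the depths and the spread between lines and duplicates of the data, with adjustment over the simulated genes. With a spread between lines of 0.44 on the log2 scale, the comparison by line recovered 63.6% of 198 changed genes and called 8 of 3739 unchanged genes. The comparison by library recovered 86.0% of 193 and called 249 of 3699 unchanged genes, DESeq2 by library recovered 89.1% and called 377, and limma-voom with correlated duplicates recovered 54.9% and called 18. The spread was 1 value, estimated on genes selected for a difference between genotypes. The data were adjusted over 17561 tests, so these rates do not describe the line fit of the data.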

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

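The tests on the Reactome sets, and those on chromosomes that concern neighbouring genes, the control lines, the share of coding genes listed and gene length, were chosen only after the result was seen. All genes entered were already listed for a difference between the genotypes.

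Among 31 named genes, each with 4 NIC/Cpt1a L/L lines, 5 had 1 line far from the other 3, where chance gives 1.55. In line KO_4258 the CPM of *Mpc2* was 57.0, against 35.9 to 38.8 in the other lines, and that of *Grap* was 20.3, against 1.54 to 1.55. In line KO_1922 the CPM of *Abcc1* was 147, against 172 to 176. In line KO_2768 the CPM of *Srxn1* was 68.1, against 92.6 to 94.3, and that of *Aldoc* was 110, against 14.0 to 26.1. Both duplicate libraries of line KO_4258 had raised values, with a CPM by library total of 54.4 and 56.5 for *Mpc2* and 20.8 and 18.4 for *Grap*, and both of line KO_1922 had the lowest values of the NIC/Cpt1a L/L libraries for *Abcc1*, with 160 and 149. A fault of a single library therefore leaves these 3 unexplained. Line KO_2768 had 1 library, so its 2 values cannot be told apart from a property of that library. No biological explanation was tested, since each line comes from a different tumor and the design gives no condition that sets 1 line apart.

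Listed genes of some chromosomes leaned one way, which the paper does not report. On chromosome 12, 205 of 246 listed genes were lowered in NIC/Cpt1a L/L cells, so that 16.7% were raised, against 61.0% elsewhere (Fisher's exact test, adjusted p = 1.2e-42 over 20 chromosomes). On chromosomes 4 and 17, 84.1% and 84.8% were raised, and 14 of the 20 chromosomes had a raised share that differed from the rest at an adjusted p-value under 0.05. Fisher's exact test treats genes as independent, which neighbouring genes are not. With 1 gene kept per 1 Mb, 5 chromosomes still passed (12, 4, 17, 1 and 8), so clusters of neighbouring genes leave the lean of these 5 unexplained. For the other chromosomes, which no longer passed, such clusters cannot be excluded. In each of the 6 segments of 20 Mb on chromosome 12, between 4.17% and 25.4% of listed genes were raised. Chromosomes 4 and 17 were less even, with 50.0% to 100% and 61.5% to 94.7% raised. On chromosome 4, the segments from 40 to 60 Mb and 60 to 80 Mb had 58.6% and 50.0% raised, against 56.4% on other chromosomes. Among listed genes with at least 10 counts in every library, each line's median log2 ratio to the mean of the controls was taken by chromosome. Less the median of the listed genes on the other chromosomes, it lay between -1.20 and -0.99 in all 4 lines on chromosome 12. On chromosome 4 this difference lay between 0.72 and 0.93. Without that subtraction, the median ratio on chromosome 12 was -1.29 and -0.57 against control lines WT_5257 and WT_8905 taken singly. The lean of chromosome 12 therefore does not come from 1 control line alone. The median length of the genes listed on chromosome 12 was 1.05 times that of the others. Of the protein-coding genes on chromosome 12, 35.1% were listed, and chromosomes that leaned more had more of their coding genes listed (Spearman's rho = 0.477, permutation p = 0.0350; Pearson's r = 0.719, permutation p = 0.00133; r = 0.451 without chromosomes 12 and 13, over 20 chromosomes). A candidate explanation is a gain or loss of whole chromosomes in the cell lines, which the 5 chromosomes that pass with 1 gene per 1 Mb and the share of coding genes listed (rho 0.477) would fit. The segments of chromosome 4 without a lean, with 29 and 16 listed genes, would not. DNA copy number was not analysed here, and an effect of Cpt1a loss on gene expression by chromosome cannot be excluded. With 2 control lines, neither the genotype whose lines differ nor an effect of Cpt1a loss can be told apart from the history of single tumors. Other scalings moved the median of all genes by -0.12 to 0.10 on the log2 scale, less than the shift on chromosome 12.

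Of the 55 listed members of the Reactome set Eukaryotic Translation Elongation, 54 were raised in the authors' comparison, a signal outside the genes the paper discusses. All 4 lines lay above the controls for 46 genes, the median log2 fold change was 0.56, 24 genes passed the threshold by library in either direction and 0 by line (16 at an unadjusted p-value under 0.05). Under 4 scalings of the line sums, 98.2% of the genes had a positive log2 fold change, with medians from 0.43 to 0.66. After all libraries were thinned to the smallest total, this share changed by 0 percentage points, but nearly all genes of the set had been listed as raised, so the share could hardly change and depth cannot be excluded. Sets of listed genes matched on length had a median of 63.6% raised and reached the set's share with a frequency of 0.0001, the smallest that 10000 draws can give. All 12 listed ribosomal protein pseudogenes were raised too. A change in the parent genes and reads shared with processed copies would both give that, so the pattern cannot be told apart from reads shared between genes and their copies. A difference in translation genes between the genotypes may underlie it, but it was found and tested on the same data, and the result depended on the scaling: for the genes raised by library 0 Reactome sets passed with TMM, and 20 with the authors' size factors, a setting chosen after the data were seen, where this set had 43 of 55 members raised (Fisher's exact test, adjusted p = 2.97e-08).

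All 13 listed members of the Reactome set Cholesterol biosynthesis were lowered in the authors' comparison (Fisher's exact test, adjusted p = 0.00207 among 331 sets), and the paper does not discuss them. All 4 lines lay below the controls for 11 of them, and the median log2 fold change was -1.25, with 12 past the threshold by library and 0 by line (10 at an unadjusted p-value under 0.05). The medians of the set relative to the controls were -1.42, -0.76, -1.62 and -1.96 in lines KO_1922, KO_1925, KO_2768 and KO_4258. Under 4 scalings 100% of the genes were lowered, with medians from -1.39 to -1.16, and thinning changed the share by 0 percentage points. Sets matched on length reached the share with a frequency of 0.0001, the smallest that 10000 draws can give. Gene length therefore leaves the pattern unexplained. All 13 genes had been listed as lowered, so neither thinning nor the scalings could do much to the share. The scalings moved the median only within the range given. Every NIC/Cpt1a L/L library was deeper than every control library, and greater depth gives more reads, not fewer. The largest count in a NIC/Cpt1a L/L library was still below the largest in a control library for each member except *Sc5d* (2475 against 1942). The closest was *Mvd* (1165 against 1243), and the member with the fewest reads was *Tm7sf2* (212 against 696). These counts argue against depth as the cause for the members other than *Sc5d*. A lower expression of sterol synthesis genes in cells without Cpt1a may explain it, as a hypothesis found and tested on the same data; GC content was not tested, and differences between the tumors of origin cannot be excluded with 2 control lines.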

How the results depend on the processing

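The counts of called genes depended on the testing tool, the unit of replication and the number of tests. With the cell lines as replicates in edgeR, 0 genes were raised and 0 lowered, with 917 and 1237 at an unadjusted p-value under 0.05. The counts were also 0 and 0 with median-of-ratios size factors (762 and 1517 unadjusted), without a filter (841 and 1482), with the second duplicate alone (726 and 1310), with each NIC/Cpt1a L/L line left out (533 to 1131 and 833 to 1244), and with a log2 fold change of at least 1 required. With at least 10 counts in every library 4 genes were raised and 17 lowered, and at an adjusted p-value under 0.10 4 and 19. With every library a separate sample, 1035 were raised and 1550 lowered, with limma-voom and correlated duplicates 74 and 334, with DESeq2 on line sums 517 and 696, and with DESeq2 on every library 1604 and 1665. On simulated data with 1 value for the spread between lines (0.44 on the log2 scale), tests by library called 249 (edgeR) and 377 (DESeq2) unchanged genes. The tests by line called 8 (edgeR) and 19 (DESeq2), with 63.6% and 62.6% of changed genes recovered. P-values were adjusted over the simulated genes there, and over 17561 tests in the data. The simulated rates therefore compare the tests with each other and do not describe the line fit that called 0 genes. The cause of the differences between settings in the data was not tested.

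With every library a separate sample and the duplicate number as a replicate block, 1056 genes were raised and 1234 lowered, and 28 of the named genes passed. The duplicate number is not known to mark a shared batch: the differences between duplicates of the 2 genotypes correlated with r = 0.00895 across 3940 genes.

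Other alternatives were chosen after the data were seen. With adjustment over the listed genes alone, in place of 17561 tests, 71 genes were raised and 148 lowered. This choice was made when both counts were known. The authors' size factors gave 0 and 0 by line, and 1457 and 1248 by library, and library totals without TMM gave 0 and 0. DESeq2 on every library with the authors' size factors and no filter gave 2471 and 1813. The scaling moved the balance of directions: of the genes at an unadjusted p-value under 0.05 by line, 42.6% were raised with TMM, 33.4% with median-of-ratios factors, 50.6% with library totals and 54.9% with the authors' size factors. Relative to TMM, the median log2 fold change of all genes moved by -0.12 with median-of-ratios factors and by 0.10 with the authors' size factors.

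The Nrf2 target list kept its upward direction under every alternative run, with adjusted p-values from 0.00652 to 0.412. It was 0.0767 in the comparison by line, and passed the threshold with limma-voom (0.00652), DESeq2 on every library (0.0253), at least 10 counts (0.0483), the rotation test fry (0.0129), and DESeq2 with the authors' size factors (0.0168). The antioxidant list, also upward under every alternative run and at 0.0767 by line, ranged from 0.00756 to 0.320 and passed with limma-voom (0.0153), DESeq2 on every library (0.0291), at least 10 counts (0.0483), fry (0.00756) and DESeq2 with the authors' size factors (0.0168). Across the 4 fits that each left out one NIC/Cpt1a L/L line, its adjusted p-value ranged from 0.0475, past the threshold, without line KO_2768 to 0.159 without line KO_4258, and that of the Nrf2 list from 0.0543 to 0.159. The cause of these changes was not tested. The list of Supplementary Fig. 6a, chosen on the same libraries, was adjusted together with the Nrf2 and antioxidant lists and lowers their adjusted p-values. Values just under the threshold, such as 0.0483 and 0.0475, therefore rest in part on it. The Nrf2 and antioxidant lists also share members, *Nqo1* among them. The list of Supplementary Fig. 6a passed under every alternative except camera with the correlation estimated (0.170). The glucose list (0.139 to 0.651) and the pentose phosphate and NADPH list (0.139 to 0.631) passed under none and kept their directions. Leaving out 1 of the 2 NIC/Cpt1a+/+ lines leaves 1, so no test was made. The mean log2 ratio of the Nrf2 list was then 0.69 or 0.99, and that of the glucose list changed sign, from 0.04 to -0.12 without line WT_5257. In the fits without a NIC/Cpt1a+/+ line, 9 genes moved by more than the spread between the NIC/Cpt1a L/L lines.

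Of the 31 named genes, 0 passed by line, 29 with every library a separate sample, 8 with limma-voom, 17 with DESeq2 on line sums, 30 with DESeq2 on every library, and, chosen after the data were seen, 30 by library with the authors' size factors and 31 with DESeq2 on every library with these factors. No named gene reversed its direction in any fit, and the cause of the changes was not tested.

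Reactome sets numbered 0 by line, where no raised gene could enter, and 0 for genes raised by library. They numbered 24 for genes raised in the authors' comparison, 22 for these with sets of 5 to 200 members, and 20 for genes raised by library with the authors' size factors; the last 2 were chosen after the data were seen. The change of set size alone gives no value, since no raised gene could enter. The share of genes with all 4 NIC/Cpt1a L/L lines on one side, 73.2% against 13.3% by chance, stayed between 72.9% and 78.6%, and the 2 clusters of libraries were the genotypes under each distance and filter tried. The listing of genes by the same contrast favors both. Alternatives on a pseudocount were not run, because counts were used.

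Depth limits the folds of genes whose reads were at or under the floor of 3 counts in all libraries of 1 genotype, such as *Nqo1*, *Mmp14* and *Gata4*, to lower bounds.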

Differences from the paper's values

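The paper reports 2614 transcripts raised in NIC/Cpt1a L/L cells, and with the cell lines as replicates in edgeR 0 were raised at an adjusted p-value under 0.05 (917 at an unadjusted p-value under 0.05). None of the alternatives set before the data were examined came within 1.5 times of the paper's value. The closest was DESeq2 on every library with 1604, followed by every library a separate sample with the duplicate number as block (1056) and without it (1035), DESeq2 on line sums (517), limma-voom with correlated duplicates (74), and at least 10 counts in every library and an adjusted p-value under 0.10 (4 each). The other alternatives gave 0. DESeq2 on every library with the authors' size factors and no filter, chosen after the values were seen, gave 2471, which lies within 1.5 times of the paper's 2614, and 2611 with adjustment over the listed genes alone. The edgeR test by library with the authors' size factors, also chosen after the values were seen, gave 1457.

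The paper states that the raised transcripts were mostly genes of the oxidative stress response. Among its raised genes, the Reactome set Cellular responses to stress had 28 of 46 listed members raised (60.9%, against 58.0% of the genes tested), and the sets with the lowest adjusted p-values were sets of translation. Smaller sets differed: 7 of 8 were raised in Detoxification of Reactive Oxygen Species (adjusted p = 0.613, Fisher's exact test). In Oxidative Stress Induced Senescence 4 of 8 were raised, and in Glutathione conjugation 3 of 8. Of the listed antioxidant enzymes, 8 of 9 were raised. The set tests compared raised with lowered listed genes, so they cannot tell whether oxidative stress genes were enriched relative to all genes. By its name, Cellular responses to stress is also broader than oxidative stress. The paper also drew on its Nrf2 target heatmap and an Enrichr analysis, whose library was not used here.

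The paper includes genes of NADPH metabolism and the pentose phosphate pathway in the raised Nrf2 target signature. The listed genes of these pathways did not all change in one direction. *G6pdx* was raised, with a log2 fold change of 0.58, and lay above both controls in 3 of the 4 NIC/Cpt1a L/L lines. It passed with DESeq2 on every library (adjusted p = 0.0151) but not in the edgeR test by library (0.0946). *Me1* and *Idh1* were lowered, with log2 fold changes of -1.16 and -0.84, a difference that concerns these 2 genes and not the pathways as a whole. Both passed the threshold as lowered with every library a separate sample.

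The paper states that the mitochondrial pyruvate carrier was elevated in Cpt1a-deficient cells, from immunoblots of Mpc2 protein. The transcript of *Mpc2* had a log2 fold change of -0.61 (standard error 0.26, edgeR adjusted p = 0.417) and was below both controls in 3 of the 4 NIC/Cpt1a L/L lines. It passed as lowered in the tests by library with edgeR (0.0283) and DESeq2 (0.00853). It did not pass with DESeq2 on line sums (0.225) or limma-voom (0.303).

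The paper names *Slc2a1*, *Nqo1* and *Hmox1* as raised. With the cell lines as replicates in edgeR their adjusted p-values were 0.480, 0.325 and 0.194. *Nqo1* and *Hmox1* passed with DESeq2 on line sums, where the cell lines are also the replicates (0.0238 and 0.000158), and in the tests by library with edgeR and DESeq2, and *Hmox1* passed with limma-voom (0.0199). *Slc2a1* had an adjusted p-value of 0.0510 with DESeq2 on every library and passed under none of the alternatives set before the data were examined. It passed with the authors' size factors, chosen after the values were seen, in the edgeR test by library (0.0439) and in DESeq2 on every library without a filter (0.00496).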

Other observations

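The tests on the scaling behind the balance of raised and lowered genes, and those on the lines left behind, were chosen only after the result was seen.

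More genes were raised than lowered in the authors' comparison, 2614 against 1847, while all NIC/Cpt1a L/L libraries were deeper than all NIC/Cpt1a+/+ libraries. After thinning every library to 15199378 reads, the raised share of genes called by library changed by -0.0778 percentage points, from 40.0%. Those calls were mostly lowered genes, so this does not test the excess of raised genes in the list. The share of tested genes with a positive log2 fold change was 58.5% at its lowest over 4 scalings, and the median length of raised genes was 0.935 times that of lowered genes. The sign of most genes was fixed by how they were listed, so this share could hardly change. Among genes at an unadjusted p-value under 0.05 by line, 33.4% to 54.9% were raised over the same scalings, and by library 1035 were raised and 1550 lowered with TMM, against 1457 and 1248 with the authors' size factors. Gene length thus leaves the balance of directions unexplained, while scaling and depth cannot be excluded. The genes had been listed at full depth, so that genes listed only because of the greater depth of 1 genotype would remain. GC content was not tested.

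When the 6 lines were split into 4 and 2 in every possible way, 1 of the 15 splits, that by genotype, gave as many genes at an unadjusted p-value under 0.05 (2154, against 11 to 291 in the other 14), and 1 of the 15, the same one, gave as many called genes with every library a separate sample (2585, against 0 to 73). A share under 0.05 is out of reach with 15 splits, and the genes had been listed on the split by genotype, so the count cannot tell the genotype from another division of the lines.

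Where 3 of the 4 NIC/Cpt1a L/L lines exceeded both controls for a raised gene, the line left behind was unevenly spread, with 56, 71, 356 and 479 genes for lines KO_1922, KO_1925, KO_2768 and KO_4258 (chi-square test against equal shares, p = 1.57e-119, with genes taken as independent, which they are not). The line most often left behind, KO_4258, ranked 4 of 4 by total reads, counted from the smallest, so low depth leaves this line unexplained. Line KO_2768, the next most often left behind, had the smallest total, 25386785 reads from 1 library, so low depth cannot be excluded there. The other lines, KO_1922 and KO_1925, were those most alike (r = 0.969 across genes), so a candidate explanation is that a pair of similar lines carried much of the raised list. No independent test of this was made, and the p of 1.57e-119 shows only that the spread is uneven.

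DNA near *Cpt1a* (chromosome 19, 3322334 to 3385733) could differ between the genotypes, if carried along with the conditional allele. Of protein-coding genes within 10 Mb, 73 of 341 (21.4%) were listed, against 88 of 377 (23.3%) on the rest of the chromosome (one-sided Fisher's exact test, p = 0.761), so no excess was seen.

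Of 20 epithelial and 20 mesenchymal marker genes written down before the test, 2 and 12 were listed. Of the epithelial ones 1 was raised and 1 lowered, and of the mesenchymal ones 9 were raised and 3 lowered (two-sided Fisher's exact test, p = 0.505). A shift of the lines from epithelial to mesenchymal character was not detectable with this number of genes.

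In the paper's quantitative PCR values (Source Data of Fig. 4e), the ratio of means was 4.48 for *Nqo1* and 1.58 for *Hmox1*, as the paper's values. The RNA-Seq line-level folds were at least 9.38 for *Nqo1* and 3.14 for *Hmox1*.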
